# Phosphoinositide 3-Kinase p110 Delta Differentially Restrains and Directs Naïve Versus Effector CD8^+^ T Cell Transcriptional Programs

**DOI:** 10.3389/fimmu.2021.691997

**Published:** 2021-06-18

**Authors:** Laura Spinelli, Julia M. Marchingo, Aneela Nomura, Marcos P. Damasio, Doreen A. Cantrell

**Keywords:** PI3K, p110δ, CD8^+^ T cells, TCR signalling, transcriptomics, cytokines, chemokines

## Abstract

Phosphoinositide 3-kinase p110 delta (PI3K p110δ) is pivotal for CD8^+^ T cell immune responses. The current study explores PI3K p110δ induction and repression of antigen receptor and cytokine regulated programs to inform how PI3K p110δ directs CD8^+^ T cell fate. The studies force a revision of the concept that PI3K p110δ controls metabolic pathways in T cells and reveal major differences in PI3K p110δ regulated transcriptional programs between naïve and effector cytotoxic T cells (CTL). These differences include differential control of the expression of cytolytic effector molecules and costimulatory receptors. Key insights from the work include that PI3K p110δ signalling pathways repress expression of the critical inhibitory receptors CTLA4 and SLAMF6 in CTL. Moreover, in both naïve and effector T cells the dominant role for PI3K p110δ is to restrain the production of the chemokines that orchestrate communication between adaptive and innate immune cells. The study provides a comprehensive resource for understanding how PI3K p110δ uses multiple processes mediated by Protein Kinase B/AKT, FOXO1 dependent and independent mechanisms and mitogen-activated protein kinases (MAPK) to direct CD8^+^ T cell fate.

## Introduction

CD8^+^ cytotoxic T cells are critical cells for mammalian adaptive immune responses that clear pathogen infected cells. The proliferation and differentiation of CD8^+^ T cells into cytolytic effector cells (CTL) is directed by an integrated network of signals driven by the T cell antigen receptor (TCR) and modulated by cytokines and cytokine receptors and costimulatory and inhibitory receptors (1, 2). One rapid consequence of TCR engagement in CD8^+^ T cells is the production of phosphatidylinositol 3,4,5-trisphosphate (PtdIns(3,4,5)*P_3_*), the product of phosphoinositide 3-kinase (PI3K). CD8^+^ T cells thus rapidly accumulate PtdIns(3,4,5)*P_3_* following TCR engagement (3–5) and sustain high levels of PtdIns(3,4,5)*P_3_* as they differentiate to effector CTL (6, 7). Cellular levels of PtdIns(3,4,5)*P_3_* in T cells are controlled by a PI3K complex that contains the p110δ catalytic subunit (PI3K p110δ) (4, 8, 9). The importance of PI3K p110δ is emphasised by the discovery that both loss and gain of function mutations of PI3K p110δ cause primary immunodeficiency and autoimmunity in humans and mice (10–13). Effective PI3K p110δ inhibitors, used clinically to treat immune dysfunction and cancer, are available (14–17).

The importance of PI3K p110δ for T cells makes it important to understand the molecular details of how it controls T cell function. In this context, PtdIns(3,4,5)*P_3_* controls the activity of the serine/threonine kinase PKB/AKT which phosphorylates the transcription factor FOXO1 causing its exclusion from the nucleus and terminating FOXO1 controlled transcription. In naïve T cells, FOXO1 controls expression of transcription factors and cytokine receptors that maintain T cell quiescence (18). FOXO1 also controls expression of the adhesion molecules and chemokine receptors that instruct T cell trafficking to secondary lymphoid tissue  (19–21). In pathogen activated and effector CTL, PI3K p110δ signalling keeps FOXO1 cytosolic and inactive (22) to maintain CD8^+^ T cell effector function (23). The loss of PKB/AKT activity causes nuclear relocation of FOXO1 resulting in the induction of the transcriptional program required for memory T cells (18, 23). FOXO1 is thus essential for memory CD8^+^ T cell formation and maintenance (24–27) and may control T cell exhaustion during chronic viral infections by to controlling the expression of the inhibitory receptor PD-1 and regulating T cell survival (28).

FOXO1 studies have given important insights about how PI3K p110δ controls CD8^+^ T cells but it is pertinent that PI3K p110δ signalling pathways go beyond the control of FOXO1. There are thus multiple substrates for PKB/AKT and PI3K p110δ also modulates the activity of mitogen-activated protein (MAP) kinases (29, 30). Furthermore, there has never been an unbiased analysis or direct comparison of how PI3K p110δ shapes transcriptomes and proteomes in naïve versus effector CD8^+^ T cells. In this respect, signal transduction outcomes can be shaped by the epigenetic and metabolic remodelling that accompanies T cell differentiation. Hence in naïve T cells the role of the TCR is to initiate expression of biosynthetic and transcriptional programs that drive T cell clonal expansion and differentiation. In effector CD8^+^ T cells these programs are controlled by pro-inflammatory cytokines and the role of the TCR is to trigger execution of effector function (e.g. the production of cytokines and degranulation of cytolytic effector molecules).

Accordingly, the current objective was to use RNA sequencing, proteomic and secretome analysis to define the contribution of PI3K p110δ to antigen receptor regulated programs in naïve and effector CD8^+^ T cells. For mechanistic insights, we examined PI3K p110δ controlled responses in wild type (WT) and FOXO1 null effector CTL to understand how much of PI3K signalling is directed by FOXO1. We also assessed the importance of PKB/AKT and the MAP kinases as mediators of PI3K p110δ responses. This work provides a comprehensive understanding of the targets for PI3K p110δ signals in antigen receptor activated naïve and effector CD8^+^ T cells and creates the information framework necessary to predict the implications of the therapeutic manipulation of PI3K p110δ for CD8^+^ T cells.

## Materials and Methods

### Mice

For naïve and 24 h activated CD8^+^ T cells ± PI3K p110δ inhibitor, unstimulated and 4 h TCR activated CTL ± PI3K p110δ inhibitor transcriptomes, P14 transgenic mice (31) were used (female mice, 9–13 weeks old).

FOXO1-GFP^fl/fl^ mice were generated at Taconic. To allow conditional deletion of FOXO1, exon 2, which includes the EGFP sequence, was flanked by LoxP sites (32). Then to allow the deletion of FOXO1-GFP in effector T cells, FOXO1-GFP^fl/fl^ mice were crossed to mice expressing the Cre recombinase under the control of the granzyme B promoter sequence [**Supplementary Figure 5B** and (33, 34)] generating FOXO1-GFP^fl/fl^ GzmB cre mice.

Female FOXO1-GFP^fl/fl^ GzmB cre+ mice and control GzmB cre+ mice aged between 11 and 27 weeks were used for RNA sequencing of CTL cultured for 24 h in the presence or absence of inhibitor. In some experiments FOXO1-GFP^fl/fl^ GzmB cre− mice were used as controls. Experimental mice were age and sex matched. Mice were bred and maintained in the Biological Resource Unit at the University of Dundee using procedures that were approved by the University Ethical Review Committee and under the authorisation of the UK Home Office Animals (Scientific Procedures) Act 1986.

### Cell Cultures

All cells were activated and cultured in complete RPMI 1640 media containing glutamine (Thermo Fisher Scientific/Gibco), supplemented with 10% FBS (Gibco), penicillin/streptomycin (Gibco) and 50 µM ß-mercaptoethanol (Sigma). All cells were cultured at 37°C with 5% CO_2_.

–For *ex vivo* naïve CD8^+^ T cells, 24 h TCR activated and 24 h TCR activated in the presence of the PI3K p110δ inhibitor IC87114 (10 µM synthesized in-house), three mice were used per biological replicate. Cells from the three mice were pooled and then equally divided into the three conditions. Three biological replicates were generated per condition. Single cell suspensions were generated by mashing lymph nodes in RPMI media and filtered through a 70 µm cell strainer. For 24 h TCR activated CD8^+^ T cells, they were suspended in complete RPMI media with 100 ng/ml antigenic peptide [glycoprotein amino acids 33–41 (gp33–41)], 20 ng/ml interleukin-2 (IL-2; Proleukin, Novartis) and 2 ng/ml interleukin-12 (IL-12; PeproTech). Where indicated, cells were treated with 10 µM IC87114 inhibitor. DMSO was used as vehicle control. After 24 h, cells were harvested by centrifugation and prepared for cell sorting to isolate pure CD8^+^ T cell populations.

–To generate CTL from P14 transgenic mice, lymph nodes or spleens from three mice were used to generate three biological replicates. Lymph nodes were homogenised as described above. Spleens were mashed in red blood cell lysis buffer (150 mM NH_4_Cl, 10 mM KHCO_3_, 110 µM Na_2_EDTA pH 7.8), filtered through a 70 µm cell strainer and then suspended in complete RPMI media supplemented with 100 ng/ml gp33–41 peptide, 20 ng/ml IL-2 and 2 ng/ml IL-12 in 10 ml complete RPMI. Cells were activated for 48 h, then washed out and cultured for a further five days in complete RPMI media supplemented with 20 ng/ml IL-2. Cells were maintained at a cell density of 0.3 × 10^6^ live cells/ml.

For transcriptomic and proteomic studies and western blotting of TCR stimulated CTL: on day seven CTL were plated at a cell density of 1 × 10^6^ live cells/ml in complete RPMI media supplemented with 20 ng/ml IL-2 and left to rest at 37°C with 5% CO_2_ for 1 h. CTL were then stimulated by adding 100 ng/ml gp33–41 peptide directly to the supplemented media for 4 h in the presence or absence of IC87114 inhibitor (10 µM), or MEK inhibitor PD184252 (2 µM, Division of Signal Transduction Therapy (DSTT) Dundee). DMSO was used as vehicle control. Cells were harvested, washed twice with HBSS (Thermo Fisher Scientific/Gibco), snap frozen in liquid nitrogen and stored at −80°C until further processing.

For secretomic studies of TCR stimulated CTL: on day seven CTL were plated at a density of 1 × 10^6^ live cells/ml in serum free RPMI media (phenol red free, Thermo Fisher Scientific Gibco) supplemented with 50 µM ß-mercaptoethanol (Sigma), Insulin-Transferrin-Selenium 100× (ITS, Gibco) and 20 ng/ml IL-2 and left to rest at 37°C with 5% CO_2_ for 1 h. CTL were then stimulated as described above for 4 h in the presence or absence of 10 µM IC87114 inhibitor or 2 µM PD184252 inhibitor or 1 µM AKT inhibitor 1/2 (Merck chemicals). DMSO was used as vehicle control. Supernatants were then collected, passed through a 0.22 μm filter, snap frozen in liquid nitrogen and stored at −80°C until further processing.

For ELISA: CTL were plated at a density of 1 × 10^6^ live cells/ml in complete RPMI media supplemented with 20 ng/ml IL-2 and left to rest at 37°C with 5% CO_2_ for 1 h prior stimulation with 100 ng/ml gp33–41 peptide added to the supplemented media for 4 h in the presence or absence of 10 µM IC87114 inhibitor or 2 µM PD184252 inhibitor or 1 µM AKT inhibitor 1/2. DMSO was used as vehicle control. Supernatants were collected, snap frozen in liquid nitrogen and stored at −80°C until further processing.

–To generate CTL from FOXO1-GFP^fl/fl^ GzmB cre+ mice (FOXO1-GFP KO) and control GzmB cre+ mice (WT), lymph nodes or spleens were used and single cell suspensions were prepared as described above. Cells were activated with 0.5 µg/ml anti-mouse CD3 (clone 145-2C11 Biolegend), 0.5 µg/ml anti-mouse CD28 (clone 37.51 eBioscience), in 10 ml complete RPMI media supplemented with 20 ng/ml IL-2 and 2 ng/ml IL-12. Cells were activated for 48 h, then washed out and cultured for a further five days in complete RPMI media supplemented with 20 ng/ml IL-2 and 2 ng/ml IL-12.

For transcriptomic studies, on day six cells were plated at a density of 0.5 × 10^6^ live cells/ml in complete RPMI media supplemented with 20 ng/ml IL-2 and 2 ng/ml IL-12 and with or without 10 µM IC87114 for 24 h. DMSO was used as vehicle control. On day seven, media, containing all as above, was refreshed 2 h before cells were harvested and prepared for cell sorting.

–For FOXO1-GFP nuclear localisation: CTL from FOXO1-GFP^fl/fl^ GzmB cre− mice (expressing FOXO1-GFP tagged protein) were generated. Cells from WT mice (expressing untagged FOXO1 protein) were used as negative control for GFP expression. Spleens were used and single cell suspensions were prepared as described above. Cells were activated with 0.5 µg/ml anti-mouse CD3, 0.5 µg/ml anti-mouse CD28, in 10 ml complete RPMI media supplemented with 20 ng/ml IL-2 and 2 ng/ml IL-12. Cells were activated for 48 h, then washed out and cultured in complete RPMI media supplemented with 20 ng/ml IL-2. On days six or seven, cells were plated at a density of 1 × 10^6^ live cells/ml in the presence or absence of IC87114 inhibitor for 1 h (10 µM). DMSO was used as vehicle control.

### Cell Sorting

Cell sorting was performed on a Sony SH800S cell sorter (Sony Biotechnology). Staining was performed in PBS supplemented with 1% FBS. Sorting and cells collection for *ex vivo* naïve CD8^+^ T cells and 24 h TCR activated CD8^+^ T cell with or without inhibitor was performed in RPMI 1640 containing glutamine, supplemented with 1% FBS. Sorting and cell collection for FOXO1-GFP KO and WT CTL was performed in RPMI 1640 containing glutamine, supplemented with 10% FBS.

Fluorophore-conjugated antibodies were obtained from BD Biosciences, eBioscience or Biolegend.

–*Ex vivo* naïve CD8^+^ T cells were sorted as DAPI^-^TCRß^+^CD8^+^CD62L^hi^CD44^lo^. 1 µg Fc block (BD Pharmingen) per million cells was used to block Fc receptors. Cells were then stained with the fluorophore-conjugated antibodies TCRß-PerCPCy5.5 (H57-587), CD4-PECy7 (RM4-5), CD8-PE (53-6.7), CD44-APC (IM7), CD62L-FITC (MEL-14) and DAPI in PBS 1% FBS.
–24 h TCR activated CD8^+^ T cells with or without inhibitor were stained with the fluorophore-conjugated antibody CD8-APC and DAPI and sorted as DAPI^−^CD8^+^.
–CTL FOXO1-GFP KO from FOXO1-GFP^fl/fl^ GzmB cre+ mice were stained with the fluorophore-conjugated antibody CD8-APC and DAPI and sorted as DAPI^−^CD8^+^GFP^−^.
–CTL WT from GzmB cre+ mice were stained with the fluorophore-conjugated antibody CD8-APC and DAPI and sorted as DAPI^−^CD8^+^.
All sorted cells were then washed twice with HBSS before being snap frozen in liquid nitrogen and stored at −80°C until further processing.

### Forward/Side Scatter

Forward and side scatter profiles for sorted WT CTL treated or untreated for 24 h with the PI3K p110δ inhibitor were acquired on a FACSVerse using FACSuite software and data were analysed using FlowJo software version 10.6.1 (Treestar).

### Flow Cytometry Analysis of Nuclear Extract for FOXO1-GFP Localisation

Harvested cells were washed in PBS supplemented with 1% FBS and then either not lysed or lysed in 300 µl ice-cold nuclear extraction buffer (3.8 mM trisodium citrate, 9.6 mM NaCl, 0.05% NP-40). Total cells (used as control to show that PI3K p110δ inhibition increases FOXO1 nuclear localisation but not the total level of FOXO1 protein) and the nuclei of lysed cells were then fixed immediately with 300 µl ice-cold IC fixation buffer (eBioscience) for 15 min at 4°C. After washing, nuclei were stained with DAPI. Samples were acquired on Novocyte (Acea Biosciences Inc.) using Novo Express software. Data analysis was performed using FlowJo software version 10.6.1 (Treestar).

### ELISA

ELISA kits for GZMB, IFNγ and TNFα (Invitrogen) were used according to the manufacturer’s instructions to determine the effects of 4 h TCR stimulation and PI3K p110δ, MEK or AKT inhibitor treatments on the secretion of these proteins. Experiments were performed in biological triplicate. Statistical analysis was performed with Prism 7 for Mac OS X using unpaired, unequal variance t-test with Welch’s correction. The *P* values are considered as follow: *P <0.05, **P <0.01, ***P <0.001, ****P <0.0001, ‘ns’ not statistically significant.

### Western Blotting

Cell pellets were lysed in RIPA buffer (100 mM HEPES, pH 7.4, 150 mM NaCl, 1% NP40, 0.1% SDS, 0.5% sodium deoxycholate, 10% glycerol, 1 mM EDTA, 1 mM EGTA, 1 mM TCEP, and protease and phosphatase inhibitors (Roche)). Cell lysates were sonicated and then centrifuged at 4°C at 13,000 rpm for 10 min.

LDS sample buffer (1×) (Life Technologies) and tris(2-carboxyethyl)phosphine (TCEP, 25mM) was added to the samples prior to incubation at 100°C for 10 min. Samples were loaded and separated by SDS-PAGE (NuPAGE precast gels, Life Technologies), and then transferred to nitrocellulose membranes (Whatman). Blots were probed with the following antibodies: AKT p-S473 (Cell Signalling and Technology, #4058), AKT p-T308 (Cell Signalling and Technology, #4056), AKT (Cell Signalling Technology, #9272), SMC1 (Bethyl Laboratories, A300-055A), p44/42 MAPK p-T202/Y204, Cell Signalling and Technology, #9106) and p44/42 MAPK (Cell Signalling and Technology, #9102). Horseradish peroxidase (HRP)-conjugated secondary antibodies were used (Thermo Scientific). Chemiluminescence was measured using an Odyssey Fc Imaging System (Licor). Image Studio Software (LI-COR) was used to quantify chemiluminescence detected using the Odyssey system. Total protein bands were normalised to the corresponding SMC1 loading control, and then phosphorylated protein bands were normalised to the total protein band and normalised to a control sample (+TCR 4 h). Statistical analysis was performed with Prism 7 for Mac OS X using unpaired, unequal variance t-test with Welch’s correction. The *P* values are considered as follow: *P <0.05, **P <0.01, ***P <0.001, ****P <0.0001, 'ns' not statistically significant.

### RNA Extraction for RNA-Sequencing (RNAseq)

Total RNA was extracted from frozen cell pellets of sorted naïve CD8^+^ T cells and TCR activated with or without inhibitor, CTL either not TCR stimulated or TCR stimulated for 4 h in the presence or absence of inhibitor, and WT or FOXO1-GFP KO CTL with or without 24 h inhibitor treatment using Qiagen RNAeasy mini kit (Qiagen) as per manufacturer’s instructions. Total RNA was quantified using a Nanodrop ND-1000 spectrophotometer. Three biological replicates were generated for each condition.

For naïve CD8^+^ T cells less than 1 µg of total RNA was supplied; for TCR activated with or without inhibitor cells and all CTL samples 1 µg of total RNA was supplied to the Finnish Functional Genomics Centre of Turku Biosciences whom prepared the libraries and performed the sequencing.

### RNA Libraries Preparation and HiSeq Sequencing Run Information

The quality of the total RNA samples was inspected using Agilent Bioanalyzer 2100 or Advanced Analytical Fragment Analyzer and the concentration of the samples was measured with Nanodrop ND-2000 (Thermo Scientific) or Qubit Fluorometric Quantitation (Life Technologies). Libraries preparation was started from 300 ng of total RNA using the Illumina TruSeq Stranded mRNA sample preparation kit (15031047) as per manufacturer’s instructions. Data presented here were run as three independent experiments as follows: one lane for naïve/TCR 24 h activated cells with or without inhibitor (naïve/TCR activated 24 h ± inhibitor) (this lane included also an unpublished dataset not part of this manuscript); one lane for CTL unstimulated or TCR 4 h stimulated with or without inhibitors (Unstim/TCR stimulated 4 h CTL ± inhibitors); and one lane for WT and FOXO1-GFP KO CTL with or without inhibitor for 24 h (WT/FOXO1-GFP KO CTL ± inhibitor 24 h).

The quality of the libraries was confirmed with Advanced Analytical Fragment Analyzer and the concentrations of the libraries were quantified with Qubit Fluorometric Quantitation (Life Technologies). Libraries were sequenced using Illumina HiSeq 3000 (naïve/TCR activated ± inhibitor) or Illumina HiSeq 2500 (TCR stimulated CTL ± inhibitors) or Illumina HiSeq 3000 (WT/FOXO1-GFP KO CTL ± inhibitor) instruments using paired-end sequencing chemistry and 75 bp (naïve/TCR activated ± inhibitor) or 100 bp (TCR stimulated CTL ± inhibitors) or 75 bp (WT/FOXO1-GFP KO CTL ± inhibitor) read length. The typical yields are 120–150 × 10^6^ paired-end reads per lane on Illumina HiSeq 2500 and 260–310 × 10^6^ paired-end reads per lane on Illumina HiSeq 3000.

### RNAseq Data Processing

Naïve/TCR activated ± inhibitor and TCR stimulated CTL ± inhibitors: raw reads were first aligned against the *Mus musculus* mm10 reference genome using the STAR aligner (34) (versions 2.5.2b or 2.4.2a) and then associated with known genes using the RefSeq annotation. The number of reads associated with each gene was counted using subreads package (versions 1.5.1 and 1.5.0). Genome (*Mus Musculus* mm10) and reference gene annotations (RefSeq based annotation) were downloaded from Illumina iGenomes web site.

WT/FOXO1-GFP KO CTL ± inhibitor: read quality was evaluated and confirmed using MultiQC (35). Raw reads were aligned to the GRCm38.p6 (Ensembl) build of the Mus musculus reference genome using the STAR aligner (34) (version 2.7.1a), with ‘outFilterType BySJout’ option to reduce the number of spurious junctions. The STAR quantMode GeneCounts option was used to map aligned reads to genes to generate a gene counts matrix, using the annotation file GRCm38.98 (Ensembl).

For all experiments, the noise from low count genes was reduced using the filterByExpr function. The resulting count matrix was normalised by the Trimmed Mean of M-values (TMM) method using the edgeR package (36, 37). EdgeR RPKM function was used on TMM-normalised counts to calculate FPKM values, with total exon length calculated using GenomicRanges (38) as the sum of the non-overlapping exonic regions for a gene.

Differential expression analysis was performed using Limma package (39). Reads were converted to log_2_ counts per million and precision weighted using the voom function. A linear model was fitted to each gene and empirical Bayes moderated t-statistics were applied. *P* values were adjusted to control the global false-discovery rate.

All scripts used to perform analysis are available from authors upon request.

### Statistics and Calculations RNAseq Data

Genes were defined as differentially expressed if they had an adj. *P* value <0.05 and a fold change >2 or <0.5 (Naïve/TCR activated ± inhibitor and TCR stimulated CTL +/- inhibitors); and a fold change >1.5 or <0.67 (WT/FOXO1-GFP KO ± inhibitor). *adj. *P <*0.05 and fold change >2 or <0.5 and fold change >1.5 or <0.67.

For the gene ontology (GO) Term enrichment analysis, GO terms enriched in the statistically significant changed gene were identified using the functional annotation tools within DAVID Bioinformatics Resources 6.8, NIAID/NIH (http://david.ncifcrf.gov). The top 5 GO terms describing “biological process” annotation were identified based on *P* value and terms represented by <3 genes in the changed gene list were excluded from the analysis.

Heatmaps were generated using the Morpheus tool from the Broad Institute (http://software.broadinstitute.org/morpheus). Heatmap in **Figure 2B** was arranged with IFNγ positioned at the top and with all mRNA ranked according to similarity using the nearest-neighbor analysis and Pearson correlation. Heatmap in **Figure 2D** was arranged with Aacs positioned at the top. The other heatmaps, with the exclusion of heatmaps in **Figures 6F, G**, were arranged with the indicated mRNA on the top and the others ranked according to similarity using the nearest-neighbor analysis and Pearson correlation. Heatmaps in **Figures 6F, G** were arranged following the order of **Figures 3G, H**.

Venn diagrams were generated using Venny 2.1 from BioinfoGP (http://bioinfogp.cnb.csic.es/tools/venny) (40).

### Proteomics Sample Preparation

Cell pellets were lysed in 0.5 ml urea lysis buffer (8 M urea, 100 mM Tris pH 8.0, protease (cOmplete Mini EDTA-free, Roche) and phosphatase inhibitors (PhosSTOP, Roche) and vigorously mixed for 30 min at room temperature. Samples were sonicated with a Branson digital sonicator and protein concentration was determined by BCA assay as per manufacturer’s instructions (Thermo Fisher Scientific). Lysates were reduced with 10 mM dithiothreitol (DTT) and incubated at 30°C for 30 min before being alkylated with 50 mM iodoacetamide (IAA) in the dark at room temperature for 45 min. Lysates were then diluted with tris buffer (100 mM tris pH 8.0, 1 mM CaCl_2_) to 4 M urea. LysC (Wako), reconstituted in tris buffer, was added to the samples at a 50:1 (protein:LysC) ratio and incubated at 30°C overnight. Samples were then transferred to low-bind 15 ml Falcon tubes (Eppendorf) and further diluted with tris buffer to 0.8 M urea before trypsin (Promega), reconstituted with tris buffer, was added at a ratio of 50:1 protein/trypsin and incubated at 30°C for 8 h. After digestion, samples were adjusted to 1% trifluoroacetic acid (TFA) prior desalting with C18 Sep-Pack cartridges (Waters). The cartridges were washed twice with 1 ml elution buffer (50% acetonitrile ACN/0.1%TFA) and equilibrated twice with 1 ml wash buffer (0.1% TFA). Acidified peptides were loaded twice and then washed three times with 1 ml washing buffer. Peptides were eluted into Eppendorf Protein LoBind tubes by 2 elutions of 600 μl elution buffer each and dried down in a SpeedVac (Genevac).

### Strong Anion Exchange Chromatography

Dried peptide samples were resuspended in 210 μl SAX sample buffer (10 mM sodium borate–20% (v/v) acetonitrile), pH was adjusted to pH 9.3 with 1 M NaOH if necessary, and then fractionated with an UltiMate 3000 HPLC (high-performance liquid chromatography) system equipped with an AS24 SAX column. For the separation, the buffers used were 10 mM sodium borate (pH 9.3) (SAX buffer A) and 10 mM sodium borate (pH 9.3), 500 mM NaCl (SAX buffer B). An exponential elution gradient starting with Buffer A was used to separate the peptides into 16 fractions, which were collected and desalted with Sep-Pack C18 96-well desalting plates (Waters). Desalted peptides were then dried down with a SpeedVac (Genevac). Dried fractions were then resuspended in 1% formic acid, and separated by nanoscale C18 reverse-phase chromatography (UltiMate 3000 RSLCnano System, Thermo Fisher Scientific) before being electrosprayed into the linear trap quadrupole–Orbitrap mass spectrometer (LTQ Orbitrap Velos Pro; Thermo Fisher Scientific) as described previously (22). The chromatography buffers used were as follows: HPLC buffer A (0.1% formic acid), HPLC buffer B (80% acetonitrile and 0.08% formic acid), and HPLC buffer C (0.1% formic acid). Peptides were then loaded onto an Acclaim PepMap100 nanoViper C18 trap column (100 μm inner diameter, 2 cm; Thermo Fisher Scientific) in HPLC buffer C with a constant flow of 5 μl/min. After trap enrichment, peptides were eluted onto an EASY-Spray PepMap RSLC nanoViper, C18, 2 μm, 100 Å column (75 μm, 50 cm; Thermo Fisher Scientific) using the following buffer gradient: 2% B (0 to 3 min), 2 to 40% B (3 to 128 min), 40 to 98% B (128 to 130 min), 98% B (130 to 150 min), 98 to 2% B (150 to 151 min), and equilibrated in 2% B (151 to 180 min) at a flow rate of 0.3 μl/min. The eluting peptide solution was automatically electrosprayed into the coupled linear trap quadrupole–Orbitrap mass spectrometer (LTQ Orbitrap Velos Pro; Thermo Fisher Scientific) using an EASY-Spray nanoelectrospray ion source at 50°C and a source voltage of 1.9 kV (Thermo Fisher Scientific). The mass spectrometer was operated in positive ion mode. Full-scan MS survey spectra (mass/charge ratio, 335 to 1,800) in profile mode were acquired in the Orbitrap with a resolution of 60,000. Data were collected using data-dependent acquisition (DDA): the 15 most intense peptide ions from the preview scan in the Orbitrap were fragmented by collision-induced dissociation (normalized collision energy, 35%; activation Q, 0.250; activation time, 10 ms) in the LTQ after the accumulation of 5,000 ions. Precursor ion charge state screening was enabled, and all unassigned charge states as well as singly charged species were rejected. The lock mass option was enabled for survey scans to improve mass accuracy. MS was performed by the Proteomics Facility, University of Dundee, UK.

### Processing and Analysis of Proteomic Data

The data were processed, searched and quantified with the MaxQuant software package (version 1.6.10.43). Proteins and peptides were identified using a hybrid database from databases in Uniprot release 2020 06 as described in Marchingo et al. (41). The following search parameters were used: protein N-terminal acetylation, methionine oxidation, glutamine to pyroglutamate, and glutamine and asparagine deamidation were selected as variable modifications; carbamidomethylation of cysteine residues was set as a fixed modification; Trypsin and LysC were selected as the proteolytic enzymes; up to two missed cleavages were permitted; protein and PSM False discovery rates was set to 0.01 and matching of peptides between runs was switched off. Perseus software package (version 1.6.6.0) was used for data filtering and protein copy number quantification. Proteins were quantified from unique (found only in a specific protein group) and razor (peptides assigned to a specific protein group without being unique to that group) peptides. The data set was filtered to remove proteins categorised as “contaminants”, “reverse” and “only identified by site”. Copy numbers were calculated using the proteomic ruler plugin as described in Wisniewski et al. (42). Copy numbers of histones in a diploid mouse cell get assigned to the summed peptide intensities of all histones present in a sample. The ratio between the histone peptide intensity and the summed peptide intensities of the other identified proteins is then used to estimate copy number per cell for all identified proteins in the data set.

### Statistics and Calculations Proteomic Data

Three biological replicates were generated. *P* values were calculated *via* a two-tailed, unequal-variance t-test on log_10_ transformed copy number per cell values in Microsoft Excel. *P* values <0.05 were considered as being statistically significant. Fold change >2 or <0.5 were considered as cut-off. Heatmaps were generated using the Morpheus tool from the Broad Institute (http://software.broadinstitute.org/morpheus). *P <0.05 and fold change >2 or <0.5.

### Secretomics Sample Preparation

For this experiment, 400 μl of supernatant was used for each sample and peptides were generated using the S-Trap mini column method (Protifi). Briefly, samples were mixed on a shaker at 1,000 rpm at room temperature for 5 min after addition of 10 mM TCEP and 50 mM TEAB (Triethylammonium bicarbonate) and then transferred to a ThermoMixer shaking at 500 rpm at 95°C for 5 min before being mixed again at 1,000 rpm at room temperature for 5 min. Samples were alkylated with 20 mM Iodoacetamide (IAA) in the dark at room temperature for 1 h and protein concentration was determined using the EZQ method (Thermo Fisher Scientific) according to the manufacturer’s instructions. Lysates were acidified by addition of 1.2% phosphoric acid and then mixed by vortexing. S-Trap binding buffer (90% methanol and 100 mM TEAB pH 7.1) was added at a 1:7 ratio of lysate to S-Trap binding buffer, loaded on S-Trap mini columns (Protifi) and then centrifuged at 6,500 rpm for 30 s. Bound protein was washed five times by addition of 400 μl of S-Trap binding buffer and centrifugation at 6,500 rpm for 30 s. Digestion buffer (125 μl) containing trypsin in a ratio protein 1:trypsin 20 was added into the top of the column and incubated at 47°C for 2 h without shaking. Peptides were then eluted by addition and centrifugation of 80 μl of digestion buffer, 80 μl of 0.2% aqueous formic acid and 80 μl of 50% aqueous acetonitrile containing 0.2% formic acid. Eluted peptides were dried down in a SpeedVac (Genevac) and then reconstituted in 5% formic acid by shaking at 1,000 rpm at 30°C for 1 h. Peptides were run on a Q Exactive Plus Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific) as single shot in a data-dependent acquisition (DDA) mode (120 min). MS was performed by the Proteomics Facility, University of Dundee, UK. The data were processed, searched and quantified as described above with only trypsin selected as proteolytic enzyme. Raw intensity for each replicate was normalised to the corresponding control and expressed as % intensity relative to TCR. Statistical analysis was performed with Prism 7 for Mac OS X using unpaired, unequal variance t-test with Welch’s correction. The *P* values are considered as follow: *P <0.05, **P <0.01, ***P <0.001, ****P <0.0001.

## Results

### PI3K p110δ Control of Antigen Receptor Transcriptional Programs in Naïve CD8^+^ T Cells

TCR driven activation of naïve T cells is the key step in directing the differentiation of effector T cells. Therefore, to understand how PI3K p110δ controls CD8^+^ T cell differentiation we first assessed the contribution of PI3K p110δ signalling pathways to the transcriptional remodelling initiated by the TCR. The cell model used was P14 CD8^+^ T cells expressing a TCR specific for lymphocytic choriomeningitis virus (LCMV) glycoprotein peptide gp33–41. 

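The cells were compared in 3 groups of 3 biological replicates each. Every replicate was a pool of lymph node cells from 3 mice that was divided between the groups, and libraries with the same replicate number were taken to come from the same pool, which the deposited record does not state. Naïve cells were sorted ex vivo. Activated cells were cultured for 24 h with 100 ng/ml gp33–41, 20 ng/ml IL-2 and 2 ng/ml IL-12, with or without 10 µM of an inhibitor of p110δ named IC87114, and were then sorted as live CD8+ cells. The authors deposited FPKM for 11262 mRNA in each of the 9 libraries, made by dividing TMM-normalised counts by the exon length of each gene. The deposited values are rounded to 2 decimals, and blank cells were read as 0. The number of reads per library is not given. For each mRNA, log2(FPKM + 0.1) was fitted with limma, the 9 libraries sharing the estimate of spread, and p-values were adjusted by the Benjamini-Hochberg method. An mRNA was called changed at an adjusted p under 0.05 with a fold change above 2 or below 0.5. A second fit added the replicate number as a block. The deviations of libraries from their group means were correlated across 10072 mRNA to check the pairing by replicate number. For the activated cells with and without PI3Kdi, the mean Pearson r was 0.33 between libraries with the same number and -0.16 between libraries with other numbers. For naïve and activated cells, these values were -0.03 and 0.02. Deviations from a group mean cancel out within the group. In each comparison the second value therefore largely follows from the first and is no separate evidence on the pairing. These correlations are across genes, which are not independent replicates.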

To define the PI3K p110δ transcriptional programs we used RNA sequencing to examine the transcriptome of naïve CD8^+^ T cells before and after 24 h of activation with the LCMV glycoprotein peptide gp33–41 in the presence or absence of the selective PI3K p110δ inhibitor IC87114 (PI3Kdi). In these experiments we quantified 11,262 mRNA and using a fold change cut off >2 fold and adj. *P* value <0.05 we saw that the abundance of 5,613 mRNA was modified by antigen receptor engagement (**Figure 1A**; **Supplementary Table 1** and **Supplementary Datasheet 1**). 

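In the limma fit of the deposited FPKM, 5489 of the 11262 mRNA changed between naïve and TCR activated cells. With the replicate number as a block, 5495 mRNA changed. The count moved most when the fold change limit was left out, which gave 9096 mRNA. The median size of the log2 fold change was 1.83 among the changed mRNA. The group means of log2(FPKM + 0.1) in naïve and TCR activated cells had a Pearson r of 0.737 across mRNA. Between replicates of a group, the lowest r was 0.99 in naïve cells and 0.983 in TCR activated cells.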

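Lower levels after activation were found for 2672 mRNA, which is 23.7% of those tested. With the replicate block the number was 2675. The transcription factor Klf2 (Entrez 16598, chromosome 8 of mm10 from 72319062 to 72321654) had 226 ± 34.1 (SD, n = 3) FPKM in naïve cells and 0.743 ± 0.621 (SD, n = 3) FPKM in TCR activated cells. This corresponds to a log2 fold change of -8.29 (standard error 0.40, adjusted p = 6.1e-09) in limma. The transcription factor Tcf7 (Entrez 21414, chromosome 11 of mm10 from 52246527 to 52283383) was expressed at 946 ± 128 FPKM in naïve cells and 126 ± 25.9 FPKM in TCR activated cells, with errors given as SD of 3 replicates here and in what follows. Activation changed Tcf7 by -2.92 on the log2 scale (standard error 0.15). The translational repressor Pdcd4 had 144 ± 4.18 FPKM in naïve cells and 12.6 ± 2.92 FPKM in TCR activated cells. For the interleukin 7 receptor, Il7r was at 83.6 ± 4.2 FPKM in naïve cells and 9.38 ± 3.24 FPKM in TCR activated cells. The interleukin 6 receptor mRNA Il6ra had 61.5 ± 6.42 FPKM in naïve cells and 1.34 ± 0.0404 FPKM in TCR activated cells. In each of these 5 mRNA, every naïve library was above every TCR activated library. The gene models of Tcf7, Pdcd4 and Il6ra overlap other annotated genes, and the paper names a stranded library kit but does not state whether the counting used the strand.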

There are a number of mRNA (2,722), which represent around 24% of the total transcriptome measured, that are expressed in naïve T cells and downregulated upon immune activation including mRNA encoding transcription factors which maintain pluripotency and cell quiescence (e.g. *Klf2* and *Tcf7*), translational repressors such as *Pdcd4* and growth factor receptors such as the *Il7* and *Il6* receptors (**Supplementary Table 1**). There are also a large number of mRNA (2,891), around 26% of the total transcriptome measured, whose abundance increases following immune activation and this includes mRNA encoding proteins annotated in a GO term enrichment analysis as cell cycle machinery and ribosomal biogenesis (**Figure 1B** and **Supplementary Table 1**) but also includes nutrient transporters (**Figure 1C**), transcription factors (**Figure 1D**) and a wide array of cytokines, growth factors and chemokines (**Figure 1E**).

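Higher levels after activation were found for 2817 mRNA (25.0% of those tested) and for 2820 with the replicate block. Lists of genes for these categories were written down before the data were examined, in place of the GO terms. All 34 cell cycle genes of the list were higher, with a median log2 fold change of 5.96. All 38 ribosome biogenesis genes were higher, with a median of 2.03. Of the 12 nutrient transporters in Figure 1C, 9 were higher and 0 were lower. The amino acid transporter Slc7a5 rose from 18.1 ± 1.52 to 220.3 ± 71.4 FPKM and the glucose transporter Slc2a1 from 17.4 ± 2.42 to 67.7 ± 35.7 FPKM (SD, n = 3). The lactate transporter Slc16a3 varied widely between the activated replicates, at 81.2, 33.8 and 3.1 FPKM. Among 290 mRNA matched by a list of transcription factor symbols, 69 were higher and 94 were lower. Of 39 cytokines and chemokines in the table, 27 were higher and 4 were lower. The counts of changed mRNA in all 5 lists were the same with the p-values adjusted over each list alone and with the replicate block.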

**Figure 1:**
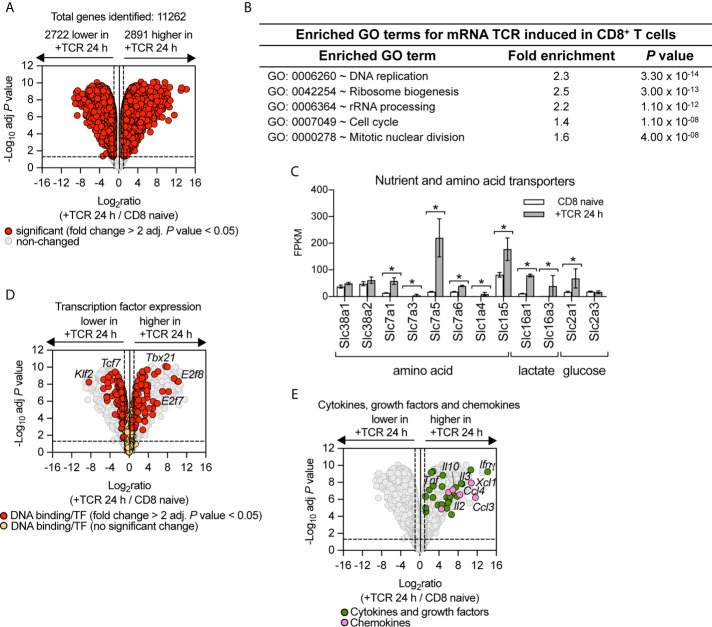
Remodelling of CD8^+^ T cell transcriptome in response to immune activation. RNA sequencing was used to characterise the transcriptome of sorted *ex vivo* naïve or 24 h gp33–41 peptide activated (TCR) P14 CD8^+^ T cells. **(A)** Volcano plot of mRNA expression of 24 h TCR activated versus naïve CD8^+^ T cells. mRNA significantly different between the two populations (fold change >2 or <0.5; adj. P values <0.05) shown in red. The horizontal dashed lines indicate an adj. *P* value of 0.05 shown as −log_10_ while vertical dashed lines indicate a fold change of 2 and 0.5 shown as log_2_. The vertical solid line indicates the mean of log_2_ ratio. **(B)** Enrichment analysis for biological processes for mRNA whose expression was induced upon TCR activation. The top 5 processes are presented. **(C)** Expression profile (FPKM) of amino acid, lactate and glucose transporters. FPKM shown as the mean of three biological replicates ± standard deviation. * adj. P <0.05 and fold change >2 or <0.5. **(D)** Volcano plot highlighting changes in transcription factor expression in response to 24 h TCR activation (GO:0003700 DNA binding transcription factor activity). Annotated mRNA significantly different between the two populations compared are shown in red (fold change >2 or <0.5; adj. *P* value <0.05). Transcription factors that showed no significant differences are shown in yellow. **(E)** Volcano plot highlighting mRNA expression of cytokines, growth factors and chemokines whose expression was induced in response to 24 h TCR activation (GO:0005125 Cytokine activity and GO:0008009 Chemokine activity). Annotated cytokines and growth factors (green) and annotated chemokines (pink) that were significantly upregulated upon TCR stimulation (fold change >2 or <0.5; adj. *P* value <0.05). Input data for highlighted mRNA in **(D, E)** are listed in **Supplementary Datasheet 1**.

What are the consequences of inhibiting PI3K p110δ during TCR activation on the CD8^+^ T cell transcriptome? Overall, PI3K p110δ inhibition controlled the expression of 670 mRNA (>2 fold change threshold and an adj. *P* value of <0.05) in the TCR activated CD8^+^ T cells (**Figure 2A**), which represent 6% of the total 11,262 mRNA identified. 

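Adding PI3Kdi to the TCR activation changed 579 mRNA in the limma fit, 5.1% of those tested, of which 237 were lower and 342 higher. Adding the replicate block gave 244 that were lower and 347 higher. With a pseudocount of 1 in place of 0.1, which weighs against mRNA of low expression, 311 mRNA changed. Leaving out each replicate in turn gave between 323 and 574 changed mRNA. With no limit on the fold change, 1975 mRNA changed. Of the 413 mRNA that the paper lists as higher in Supplementary Table 2, 338 were called higher, and of the 257 listed as lower, 228 were called lower. Among mRNA that changed in the same direction in every replicate pair, the 5 largest rises were in Gpr83, Klf2, Gbp2, Pgpep1l and Ecm1, with log2 fold changes from 3.44 to 4.51. The orphan receptor Gpr83 (Entrez 14608, chromosome 9 of mm10 from 14859880 to 14870789) rose from 0.18 ± 0.0265 (SD, n = 3) to 6.57 ± 2.66 (SD, n = 3) FPKM. The interferon-inducible GTPase Gbp2 rose from 52.5 ± 26.3 (SD, n = 3) to 650.5 ± 167 (SD, n = 3) FPKM. The 5 largest falls were in Xcl1, Il3, Ifng, Penk and Il22, with log2 fold changes from -6.63 to -4.05. Penk and Il22 were at 0.040 ± 0.0346 and 0.090 ± 0.156 FPKM (SD, n = 3) with the inhibitor, so the size of their fall depends on the pseudocount. The same holds for the rises of Gpr83 and Pgpep1l, the second of which was at 0.14 ± 0.14 FPKM (SD, n = 3) without the inhibitor. Across 10 alternative settings, the fold change of Pgpep1l with PI3Kdi went from 2.986 to 31.36.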

There are 257 mRNA whose expression is repressed and more than 400 mRNA whose expression is increased by loss of PI3K p110δ activity (**Supplementary Table 2** and **Supplementary Datasheet 1**). The selectivity of the effects of PI3K p110δ inhibition is striking as shown by **Figure 2B** which uses nearest neighbor analysis and Pearson correlation to group and align the expression profile of 11,262 mRNA in naïve, TCR activated CD8^+^ T cells and CD8^+^ T cells activated *via* their TCR in the presence of the PI3K p110δ inhibitor. These data show that a large portion of the TCR regulated transcriptional programs is PI3K p110δ independent. 

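Of the 5489 mRNA changed by TCR activation, 460 also changed when PI3Kdi was present, which is 8.38%. The share was 8.59% with the replicate block and 19.3% when the fold change limit was left out. The median size of the log2 fold change caused by PI3Kdi in the mRNA changed by TCR activation was 0.27, and for 90.8% of them it was under 1. PI3Kdi moved 388 of the 460 shared mRNA against the direction of TCR activation and 72 in the same direction. It lowered 165 of the 2817 mRNA raised by the TCR and raised 223 of the 2672 that the TCR lowered. Across mRNA, the group means of activated cells with and without PI3Kdi had a Pearson r of 0.979. Between a library with and a library without PI3Kdi, r ranged from 0.965 to 0.978. From the alignment of the 3 profiles, the paper concludes that much of the transcriptional response to the TCR does not depend on PI3K p110δ.

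**Figure D1:**
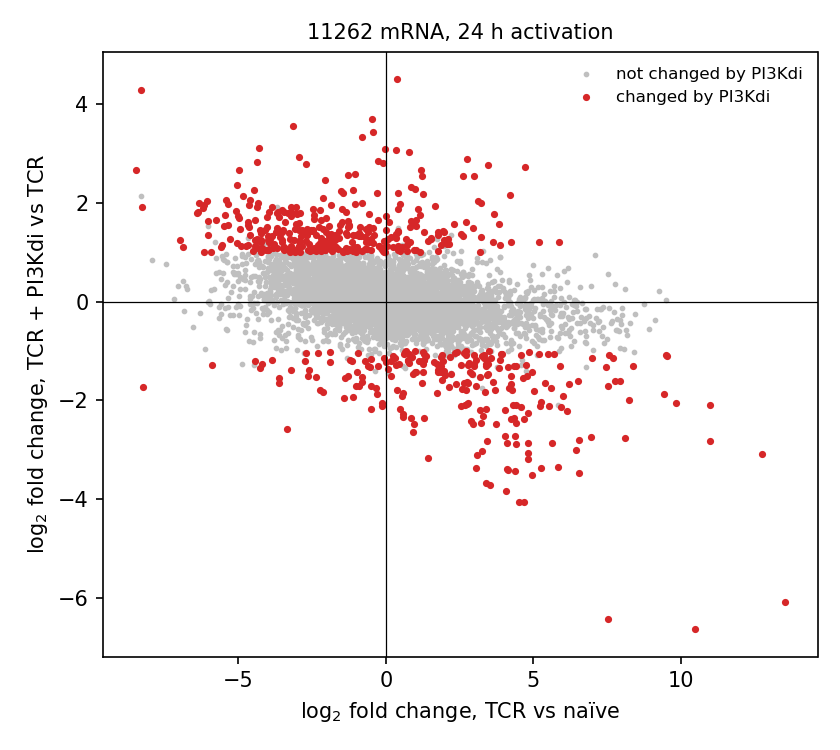
log2 fold change of each of 11262 mRNA after TCR activation (x axis, TCR against naïve) and after adding PI3Kdi (y axis, TCR with PI3Kdi against TCR). The 579 mRNA changed by PI3Kdi are red, and most points lie close to 0 on the y axis while they spread along the x axis.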

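FPKM were summed over 18 glycolytic enzymes and 20 enzymes of one-carbon metabolism, from lists written before the data were examined. The glycolytic sum was 1171 ± 52.8 (SD, n = 3) in naïve cells, 5911 ± 865 in TCR activated cells and 4653 ± 517 with PI3Kdi. The ratio of the sum with PI3Kdi to that without was 0.787 (exact two-sided permutation test, p = 0.2, where 3 against 3 cannot go below 0.1), and the mean of the 3 ratios within replicates was 0.792 ± 0.0639 (SD). The one-carbon sum was 466 ± 15 in naïve cells, 1801 ± 52.7 after TCR activation and 1535 ± 35 with PI3Kdi. Its ratio was 0.853 (exact two-sided permutation test, p = 0.1, the smallest that the design allows), with a mean within replicates of 0.854 ± 0.0446. The rise above naïve cells that was kept with PI3Kdi was 73.5% of the glycolytic rise and 80.1% of the one-carbon rise. Of 42 genes on a fatty acid list, 4 were lower with PI3Kdi and 0 were higher, and the counts were the same with p-values adjusted over the list alone and with the replicate block. The lower genes Scd1, Scd2, Acsl6 and Fads2 were all higher after TCR activation. Scd1 had 0.327 ± 0.188 FPKM in naïve cells, 7.56 ± 4.67 after TCR activation and 0.73 ± 0.645 with PI3Kdi (SD, n = 3). The log2 fold change of Scd1 with PI3Kdi was -3.39 (standard error 0.59, adjusted p = 0.003) in limma. The gene Scd2 went from 111 ± 55.1 to 31 ± 14.5 FPKM (SD, n = 3). Without replicate 2 the call for Scd2 was lost (adjusted p = 0.06). The call for Fads2 was lost in 4 of 10 alternative settings, namely no intensity trend, leaving out replicate 2 or replicate 3, and fitting only the activated groups.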

Of note, PI3K p110δ does not mediate TCR induced changes in the abundance of transcripts encoding the metabolic machinery that mediate glycolysis, one carbon or fatty acid metabolism (**Figures 2C, D** and **Supplementary Figure 1A**). Moreover, TCR engagement switches on expression of the transcription factors *Myc* and *Hif1* alpha (*Hif1α*), which control expression of amino acid transporters and glucose transporters (41, 43, 44) respectively, even in the absence of PI3K p110δ activity (**Figure 2E**). Indeed expression of *Hif1α* mRNA was increased relative to controls in cells activated in the absence of PI3K p110δ activity. 

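The mRNA for Myc (Entrez 17869, chromosome 15 of mm10 from 61985341 to 61990361) was at 70.6 ± 14.6 (SD, n = 3) FPKM in naïve cells, 349.9 ± 53.2 (SD, n = 3) in TCR activated cells and 303 ± 15.2 (SD, n = 3) with PI3Kdi. The log2 fold change of Myc was 2.32 (standard error 0.14, adjusted p = 4.6e-08) after TCR activation and -0.20 (standard error 0.14, adjusted p = 0.39) for PI3Kdi in limma, and the second was not past the threshold with the replicate block either (adjusted p = 0.35). With PI3Kdi, Slc7a5 was at 121 ± 14.9 (SD, n = 3) FPKM and Slc2a1 at 34.8 ± 4.98 (SD, n = 3) FPKM, both on average above naïve cells and below TCR activated cells without inhibitor. Slc2a1 was called lower in 1 of 10 alternative settings, without replicate 3 (log2 fold change -1.09). Of the 12 transporters in Figure 1C, 11 were lower on average with PI3Kdi and 1 higher, with a median log2 fold change of -0.50. At an unadjusted limma p under 0.05, 5 differed. Slc7a5 and Slc7a1 had log2 fold changes of -0.83 and -0.56 (adjusted p = 0.011 and 0.012 in limma), both under the 2-fold limit. Only 1 of the 12 was called lower, the neutral amino acid transporter Slc1a4, at 9.48 ± 6.38 (SD, n = 3) FPKM without and 2.91 ± 1.28 (SD, n = 3) with the inhibitor. That call, with an adjusted p of 0.041 in limma, was lost in 5 of 10 alternative settings, namely a pseudocount of 0.01 (adjusted p = 0.072), no intensity trend, leaving out replicate 2 (adjusted p = 0.21) or replicate 3, and fitting only the activated groups.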

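Hif1a (Entrez 15251, chromosome 12 of mm10 from 73901324 to 73947554) was at 32.9 ± 1.04 (SD, n = 3) FPKM in naïve cells, 125 ± 33.3 (SD, n = 3) after TCR activation and 271 ± 52.2 (SD, n = 3) with PI3Kdi. The log2 fold change between the activated groups was 1.14 (standard error 0.19, adjusted p = 0.0023) in limma, and with the replicate block the adjusted p was 9.5e-04. With each replicate left out in turn it stayed between 1.07 and 1.22, and the adjusted p rose to 0.059 without replicate 2. Another annotated gene overlaps Hif1a.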

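Of the 290 mRNA matched by the list of transcription factor symbols, which is not the GO annotation, 36 changed with PI3Kdi, 23 to lower and 13 to higher levels. The count was the same with the replicate block and with p-values adjusted over the list alone. At an unadjusted limma p under 0.05, 121 differed. The largest rise on the list was in Klf2.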

The selectivity of the effects of PI3K p110δ signalling is also highlighted by exploring the impact on the expression of mRNA encoding key transcription factors that control CD8^+^ T cell differentiation: over 300 transcription factors were identified using the annotation DNA binding/transcription factor activity (GO:0003700) and only 31 are controlled by PI3K p110δ (**Figure 2F** and **Supplementary Datasheet 1**). 

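With PI3Kdi, Klf2 was at 14.4 ± 5.09 (SD, n = 3) FPKM, above the TCR activated cells without inhibitor in each of the 3 replicate pairs and below every naïve library. The log2 fold change between the activated groups was 4.28 (standard error 0.40, adjusted p = 5.9e-05) in limma, against an adjusted p of 4.3e-05 with the replicate block. Leaving out each replicate in turn gave values between 3.96 and 4.59. Tcf7 was at 166 ± 17.3 (SD, n = 3) FPKM with PI3Kdi, a log2 fold change of 0.41 (standard error 0.15, adjusted p = 0.086) that stayed under the 2-fold limit. After adding the replicate block, its adjusted p was 0.014.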

As examples, the ability of the TCR to downregulate expression of *Klf2* and *Tcf7* is not PI3K p110δ dependent. Nor does PI3K p110δ inhibition prevent TCR induction of *Tbx21*, *Blimp1* and *Irf4*: key drivers of CD8^+^ T cell differentiation (**Figure 2F** and **Supplementary Figure 2A**). Nevertheless, there are some key CD8^+^ T cell transcription factors whose expression is PI3K p110δ dependent including *Eomes* (**Figure 2F** and **Supplementary Figure 2A**). 

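Tbx21 (Entrez 57765, chromosome 11 of mm10 from 97098007 to 97115331) was at 1.32 ± 0.382 FPKM in naïve cells, 86.4 ± 7.88 after TCR activation and 70.4 ± 3.81 with PI3Kdi (SD, n = 3). Its log2 fold change for PI3Kdi was -0.29 (standard error 0.18, adjusted p = 0.29) in limma. Prdm1, which encodes BLIMP1 (Entrez 12142, chromosome 10 of mm10 from 44437174 to 44528558), was at 0.183 ± 0.101 FPKM in naïve cells, 3.22 ± 1.75 after TCR activation and 3.61 ± 1.46 with PI3Kdi (SD, n = 3). The difference between its activated groups, a log2 fold change of 0.27 (standard error 0.45, adjusted p = 0.72), was smaller than the spread between replicates, and it turned negative without replicate 3. Irf4 (Entrez 16364, chromosome 13 of mm10 from 30749233 to 30766981) was at 1.47 ± 0.255 FPKM in naïve cells, 289 ± 16.6 after TCR activation and 425 ± 29.8 with PI3Kdi (SD, n = 3). It was higher with PI3Kdi in each replicate pair, with a log2 fold change of 0.56 (standard error 0.12, adjusted p = 0.0083) that is under the 2-fold limit. In the fit with the replicate block, the adjusted p-values of Tbx21, Prdm1 and Irf4 were 0.2, 0.71 and 0.017.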

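Eomes (Entrez 13813, chromosome 9 of mm10 from 118478186 to 118486132) was at 14.5 ± 1.45 FPKM in naïve cells, 17 ± 6.01 after TCR activation and 5.99 ± 2.12 with PI3Kdi (SD, n = 3). TCR activation alone gave a log2 fold change of 0.18 (standard error 0.26, adjusted p = 0.54) in limma, a difference smaller than the spread between the activated replicates. For PI3Kdi the log2 fold change was -1.5 (standard error 0.26, adjusted p = 0.0031), and the adjusted p was 5.0e-04 with the replicate block. Without replicate 2 the adjusted p was 0.07. Another annotated gene overlaps Eomes.

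**Figure D2:**
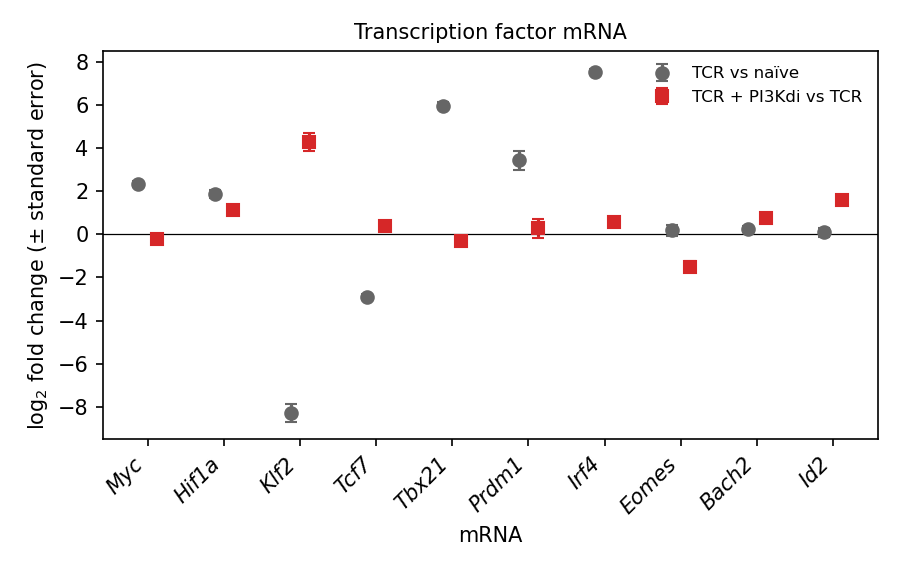
log2 fold change (y axis, with standard error from limma) of the transcription factor mRNA named in the paper (x axis), for TCR against naïve cells (grey) and for TCR with PI3Kdi against TCR (red). Klf2 lies at -8.29 for the TCR and 4.28 for PI3Kdi, and Eomes lies near 0 for the TCR and below 0 for PI3Kdi.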

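Bach2 (Entrez 12014, chromosome 4 of mm10 from 32238413 to 32586109) was at 12.6 ± 1.99 FPKM in naïve cells, 14.8 ± 1.94 after TCR activation and 24.8 ± 2.44 with PI3Kdi (SD, n = 3). All 3 libraries with PI3Kdi were above all those without, and the log2 fold change was 0.74 (standard error 0.14, adjusted p = 0.0045) in limma, which is under the 2-fold limit and past a limit of 1.5-fold. Id2 (Entrez 15902, chromosome 12 of mm10 from 25093799 to 25096092) was at 13.2 ± 1.61 FPKM in naïve cells, 14.5 ± 4.57 after TCR activation and 43.6 ± 8.57 with PI3Kdi (SD, n = 3), with a log2 fold change of 1.61 (standard error 0.20, adjusted p = 3.9e-04) for PI3Kdi. In the fit with the replicate block, the adjusted p was 0.011 for Bach2 and 4.5e-04 for Id2. The gene Bach2os overlaps Bach2 in the annotation.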

There are also increases in expression of mRNA encoding the transcriptional repressors BACH2 and ID2 in PI3K p110δ inhibitor treated cells (**Figure 2F** and **Supplementary Figure 2A**).

**Figure 2:**
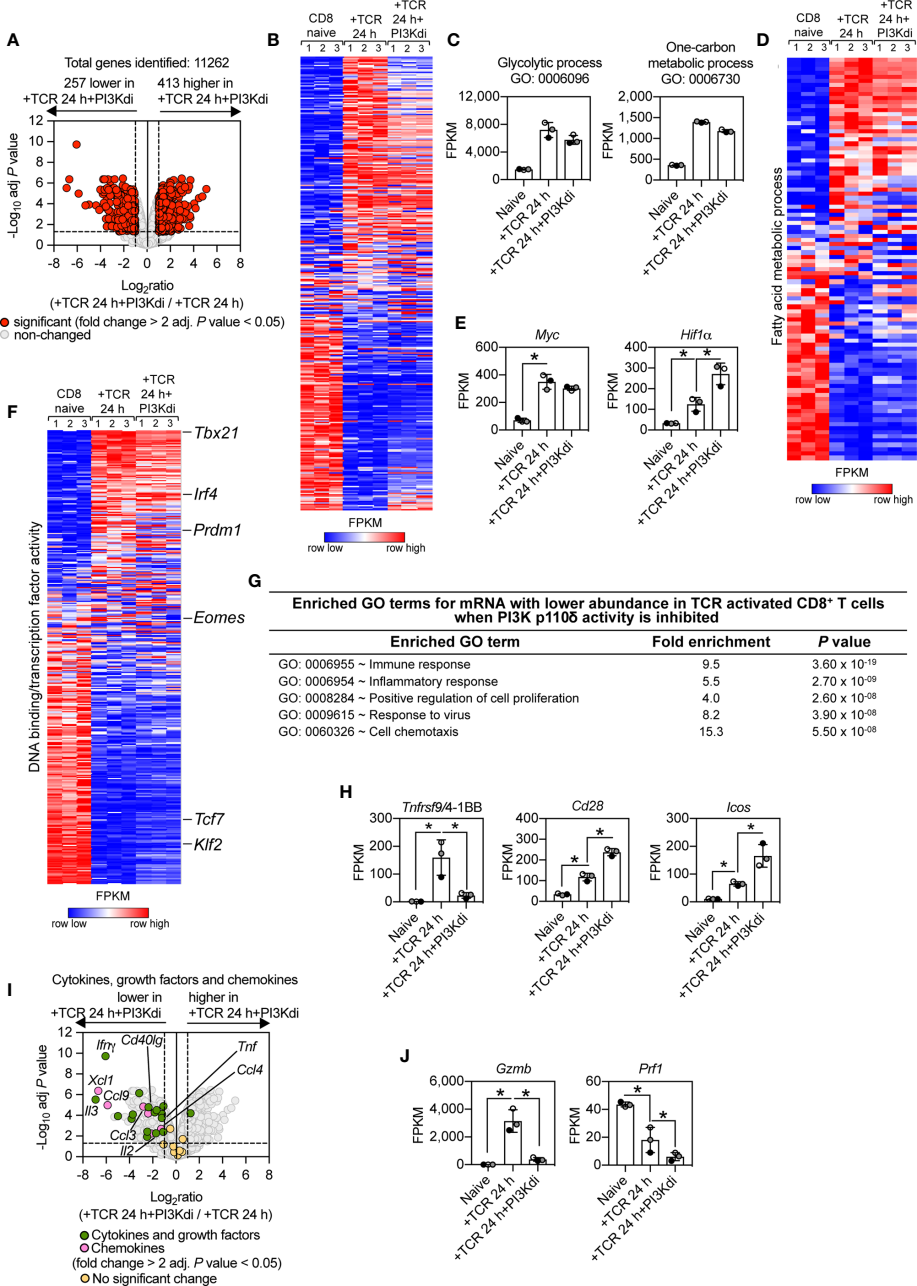
PI3K p110δ control of antigen receptor transcriptional programs in naïve CD8^+^ T cells. P14 CD8^+^ T cells were activated *in vitro* with the gp33–41 peptide in the presence or absence of the PI3K p110δ inhibitor IC87114 (PI3Kdi) for 24 h. **(A)** Impact of PI3K p110δ inhibition on mRNA expression. Volcano plot shows the ratio of PI3K p110δ treated versus untreated TCR activated CD8^+^ T cells. mRNA significantly different between the two populations (fold change >2 or <0.5; adj. *P* values <0.05) shown in red. The horizontal dashed lines indicate an adj. *P* value of 0.05 shown as −log_10_ while vertical dashed lines indicate a fold change of 2 and 0.5 shown as log_2_. The vertical solid line indicates the mean of log_2_ ratio. **(B)** Heatmap of CD8^+^ T cells naïve, TCR activated 24 h ± PI3K p110δ inhibitor (PI3Kdi) transcriptomes. Heatmap was arranged with *Ifnγ* positioned at the top and shows the relative mRNA abundance graded from low (blue) to high (red) per row. Input data for the heatmap are listed in **Supplementary Datasheet 1**. **(C)** Summed mRNA expression (FPKM) of genes annotated as glycolytic process (GO:0006096), and one-carbon metabolic process (GO:0006730). FPKM represented as the mean of three biological replicates ± standard deviation. Input data are listed in **Supplementary Datasheet 1**. **(D)** Heatmap of mRNA encoding enzymes that mediate fatty acid metabolism (Fatty acid metabolic process GO:0006631). The heatmap shows the relative mRNA abundance graded from low (blue) to high (red) per row. Input data for the heatmap are listed in **Supplementary Datasheet 1**. **(E, H, J)** mRNA expression levels (FPKM) of *Myc*, *Hif1α*, *Tnfrsf9*/4-1BB, *Cd28*, *Icos*, *Gzmb* and *Prf1*. FPKM shown as the mean of three biological replicates ± standard deviation. * adj. P <0.05 and fold change >2 or <0.5. **(F)** Heatmap of more than 300 mRNA annotated as DNA binding/transcription factor activity or added manually (GO:0003700). Heatmap was arranged with *Tbx21* mRNA positioned at the top and shows the relative mRNA abundance graded from low (blue) to high (red) per row. Input data for the heatmap are listed in **Supplementary Datasheet 1**. **(G)** Enrichment analysis for biological processes for mRNA whose expression was reduced in TCR activated CD8^+^ T cells by PI3K p110δ inhibition. The top 5 processes are presented. **(I)** Volcano plot highlighting the effect of PI3K p110δ inhibition on mRNA expression of cytokines, growth factors and chemokines induced in response to 24 h TCR activation (GO:0005125 Cytokine activity and GO:0008009 Chemokine activity). Shown in green are annotated cytokines and growth factors and shown in pink are annotated chemokines that were significantly regulated in response to PI3K p110δ inhibition (fold change >2 or <0.5; adj. P value <0.05). Cytokines, growth factors and chemokines that showed no significant differences are shown in yellow. Input data are listed in **Supplementary Datasheet 1**.

What are the PI3K p110δ controlled processes in T cells? Here GO term enrichment analysis reveals the dominant effect of PI3-kinase signalling pathways in TCR activated cells is to control expression of transcripts annotated as ‘immune response molecules’ (**Figure 2G**). For example, TCR triggering induces an increase in expression of mRNA encoding the important T cell costimulatory molecules 4-1BB, CD28 and ICOS: TCR mediated upregulation of mRNA encoding 4-1BB is dependent on PI3K p110δ; whereas *Icos* and *Cd28* mRNA is increased in PI3K p110δ inhibitor treated cells (**Figure 2H**).

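Tnfrsf9, which encodes 4-1BB (Entrez 21942, chromosome 4 of mm10 from 150920155 to 150946104), was at 1.5 ± 0.0416 FPKM in naïve cells, 159 ± 63.9 after TCR activation and 23.1 ± 10.2 with PI3Kdi (SD, n = 3). Its log2 fold change was 6.54 (standard error 0.35, adjusted p = 1.4e-08) after TCR activation and -2.80 (standard error 0.35, adjusted p = 3.9e-04) for PI3Kdi in limma. Cd28 (Entrez 12487, chromosome 1 of mm10 from 60746388 to 60773359) was at 34.2 ± 4.51 FPKM in naïve cells, 118 ± 18.3 after TCR activation and 238 ± 17.2 with PI3Kdi (SD, n = 3). PI3Kdi gave Cd28 a log2 fold change of 1.02 (standard error 0.13, adjusted p = 3.7e-04), which fell to 0.95, under the 2-fold limit, without replicate 3. Icos (Entrez 54167, chromosome 1 of mm10 from 60960773 to 61000322) was at 10.6 ± 0.944 FPKM in naïve cells, 65.2 ± 7.87 after TCR activation and 166 ± 41 with PI3Kdi (SD, n = 3), with a log2 fold change of 1.32 (standard error 0.16, adjusted p = 2.6e-04) for PI3Kdi. In the fit with the replicate block, the adjusted p-values for PI3Kdi were 8.8e-05 for Tnfrsf9, 3.2e-04 for Cd28 and 9.5e-04 for Icos.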

Antigen activation also causes T cell to switch on expression of mRNA encoding a diverse array of cytokines, chemokines and cytotoxic effector molecules. These include Interleukin-2 (IL-2), Interferon gamma (IFN*γ*), Tumour necrosis factor (TNF), Interleukin-3 (IL-3), Interleukin-24 (IL-24), Lymphotoxin-alpha (LTα), Leukemia inhibitory factor (LIF), CD40 ligand (CD40lg), Chemokine (C-C motif) ligand 3 (CCL3), Chemokine (C-C motif) ligand 4 (CCL4), Chemokine (C motif) ligand 1 (XCL1). 

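All 11 of these mRNA were called higher in TCR activated than in naïve cells by limma. Ifng (Entrez 15978, chromosome 10 of mm10 from 118441046 to 118445894) was at 0.0867 ± 0.0379 (SD, n = 3) FPKM in naïve and 2179 ± 199 (SD, n = 3) in TCR activated cells. Il2 (Entrez 16183, chromosome 3 of mm10 from 37120713 to 37125954) was left blank in every naïve library, which was read as 0. It was at 10.8 ± 7.45 (SD, n = 3) FPKM in TCR activated cells. Il3 and Il24 were also left blank in naïve cells and were at 20.5 ± 9.89 and 4.63 ± 3.38 FPKM in TCR activated cells (SD, n = 3). Tnf was at 8.1 ± 0.875 and 58.1 ± 8.82, Lta at 9.8 ± 2.36 and 277 ± 37.3, Lif at 0.0667 ± 0.0115 and 119.8 ± 22.2, and Cd40lg at 10.1 ± 0.501 and 24.9 ± 6.01 FPKM in naïve and TCR activated cells (SD, n = 3).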

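With PI3Kdi, the same 11 mRNA were all called lower in limma, and the ratio to cells without PI3Kdi was below 1 in 33 of 33 replicate pairs. Ifng was at 32.4 ± 5.81 (SD, n = 3) FPKM with PI3Kdi, a log2 fold change of -6.08 (standard error 0.16, adjusted p = 5.9e-09). Il3 was at 0.147 ± 0.133 (SD, n = 3) FPKM with PI3Kdi, close to the rounding of the table. Lta was at 31.7 ± 12.5, Tnf at 24.7 ± 4.59, Cd40lg at 4.75 ± 0.748 and Lif at 56.5 ± 12 FPKM (SD, n = 3). Il2 was at 2.9 ± 0.391 (SD, n = 3) FPKM, with a log2 fold change of -1.61 (standard error 0.41, adjusted p = 0.021), and Il24 was at 0.313 ± 0.242 (SD, n = 3) FPKM. Without replicate 2, the calls for Ccl4, Il2, Il24 and Lif were lost, with adjusted p-values from limma of 0.095, 0.19, 0.079 and 0.059. Without replicate 3, the calls for Ccl4 and Il2 were lost, and Il2 also lost its call when only the activated groups were fitted. All but Cd40lg stayed above their naïve level with PI3Kdi. In the wider list of cytokines and chemokines, 20 of the 27 raised by the TCR were lower with PI3Kdi and 1 was higher, namely Il21, a call that was lost without replicate 1 or replicate 2 and when only the activated groups were fitted. Among all mRNA raised by the TCR, 165 of 2817 were lower with PI3Kdi (Fisher's exact test, two-sided, p = 4.5e-20, across genes, which are not independent replicates). With the replicate block, 21 of the 27 were lower. With p-values adjusted over the 39 listed genes alone, 25 in place of 23 changed in either direction. From these mRNA, the paper states that their induction depends on PI3K p110δ.

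**Figure D3:**
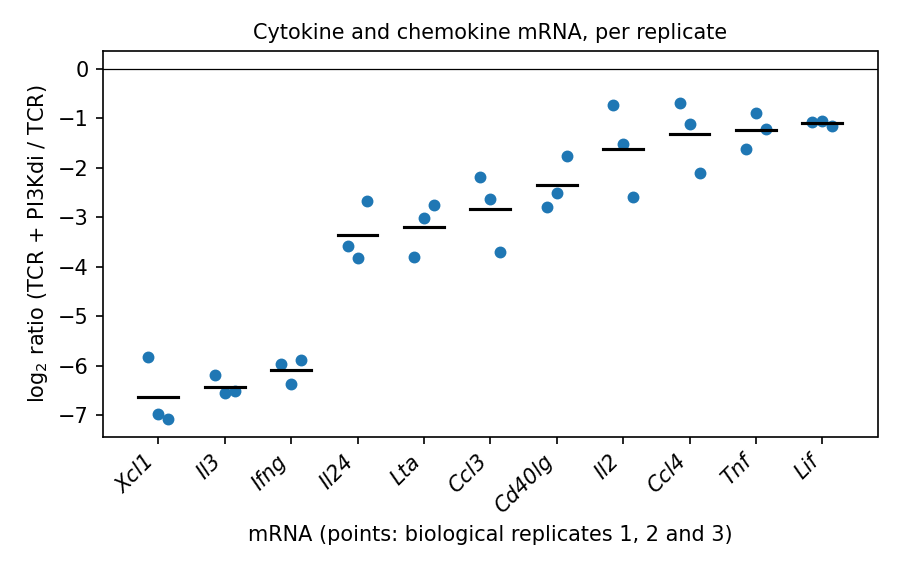
log2 ratio of TCR with PI3Kdi to TCR (y axis, on log2(FPKM + 0.1)) for the 11 cytokine and chemokine mRNA named in the paper (x axis). Points are the 3 biological replicates and bars their mean, and all points lie below 0, from -7.08 to -0.69.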

The induction of this subset of mRNA is all dependent on activation of PI3K p110δ (**Figure 2I**). 

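Granzyme B mRNA, Gzmb (Entrez 14939, chromosome 14 of mm10 from 56258836 to 56262334), was at 0.407 ± 0.258 FPKM in naïve cells, 3147 ± 808 after TCR activation and 379 ± 138 with PI3Kdi (SD, n = 3). The log2 fold change of Gzmb for PI3Kdi was -3.08 (standard error 0.40, adjusted p = 4.7e-04) in limma, and with the replicate block the adjusted p was 0.0018. Perforin mRNA, Prf1 (Entrez 18646, chromosome 10 of mm10 from 61297751 to 61304684), was at 43.6 ± 1.7 FPKM in naïve cells, 18.1 ± 9.04 after TCR activation and 6.07 ± 2.92 with PI3Kdi (SD, n = 3). It was thus lower after TCR activation in each replicate pair, with a log2 fold change of -1.40 (standard error 0.40, adjusted p = 0.0067) that fell short of the 2-fold limit without replicate 3 (-0.94), and lower again with PI3Kdi, with a log2 fold change of -1.55 (standard error 0.40, adjusted p = 0.022). The second call was lost without replicate 2 (adjusted p = 0.19) and when the naïve libraries were left out of the fit. With the replicate block, the adjusted p for PI3Kdi on Prf1 was 0.0057. Gzmc, which is a neighbour of Gzmb in a family of similar genes whose reads the counting could have split, was at 2.06 ± 0.391 without and 0.297 ± 0.114 FPKM with PI3Kdi (SD, n = 3). The 2 other granzymes in the table were not called changed by PI3Kdi. Gzma was at 4.16 ± 0.955 FPKM in naïve cells, 2.14 ± 1.33 after TCR activation and 1.7 ± 0.248 with PI3Kdi (SD, n = 3), with a log2 fold change of -0.18 (standard error 0.34, adjusted p = 0.77) for PI3Kdi in limma, and Gzmm was at 0.907 ± 0.0473 FPKM in naïve cells, 0.257 ± 0.207 after TCR activation and 0.333 ± 0.0462 with PI3Kdi (SD, n = 3), with a log2 fold change of 0.45 (standard error 0.36, adjusted p = 0.44) for PI3Kdi. Under the replicate block, their adjusted p-values were 0.71 and 0.41. Both were called lower after TCR activation than in naïve cells, a call lost for Gzma in 3 of 10 alternative settings (a pseudocount of 1, median scaling and leaving out replicate 2) and for Gzmm with a pseudocount of 1.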

The expression of mRNA encoding effector CD8^+^ T cell cytolytic molecules like granzymes and perforin also depends on PI3K p110δ activity in TCR activated CD8^+^ T cells (**Figure 2J**).

PI3K p110δ activation thus both positively and negatively controls the expression of T cell costimulatory molecules and is required for the production of multiple cytokines and effector molecules that allow CD8^+^ T cells to mediate adaptive immune responses. It is particularly striking that PI3K p110δ activity is required for the production of CCL3, CCL4 and XCL1 as these are the essential chemokines used by immune activated CD8^+^ T cells to direct their interactions with dendritic cells/monocytes and macrophages (45, 46).

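Ccl3 (Entrez 20302, chromosome 11 of mm10 from 83647843 to 83649378) was at 0.0667 ± 0.0577 FPKM in naïve cells, 326 ± 40.7 after TCR activation and 48 ± 18.2 with PI3Kdi (SD, n = 3), and its log2 fold change for PI3Kdi was -2.83 (standard error 0.31, adjusted p = 1.6e-04) in limma. Ccl4 (Entrez 20303, chromosome 11 of mm10 from 83648624 to 83664683) was at 0.773 ± 0.382 FPKM in naïve cells, 273 ± 73.4 after TCR activation and 109.7 ± 25.8 with PI3Kdi (SD, n = 3), with a log2 fold change of -1.31 (standard error 0.32, adjusted p = 0.018) for PI3Kdi. The annotated extents of Ccl3 and Ccl4 overlap, so reads in the shared stretch could have been counted for either or neither. Xcl1 (Entrez 16963, chromosome 1 of mm10 from 164931644 to 164935522) was at 0.11 ± 0.191 FPKM in naïve cells, 237 ± 50.6 after TCR activation and 2.3 ± 0.642 with PI3Kdi (SD, n = 3), with a log2 fold change of -6.63 (standard error 0.47, adjusted p = 1.0e-05) for PI3Kdi. In the fit with the replicate block, the adjusted p was 4.1e-04 for Ccl3, 0.017 for Ccl4 and 3.9e-05 for Xcl1.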

### PI3K p110δ Control of Transcriptional Programs in Effector Cytotoxic CD8^+^ T Cells

The TCR-PI3K p110δ signalosome is remodelled during T cell differentiation (47) but the contribution of PI3K p110δ to TCR triggered transcriptional programs in effector CD8^+^ T cells has not been assessed. To address this question, antigen-primed P14 TCR transgenic CD8^+^ T cells were clonally expanded in IL-2 to produce differentiated CTL. RNA sequencing then compared the transcriptome of CTL before and after retriggering of the TCR with the LCMV glycoprotein peptide gp33–41 in the presence or absence of the PI3K p110δ inhibitor IC87114. The data show that out of 11,022 mRNA, TCR triggering induces increased expression of 1,039 mRNA and downregulated expression of 1,294 mRNA (fold change cut off >2 and an adj. *P* value <0.05), representing just over 20% of the total transcriptome measured (**Figure 3A**; **Supplementary Table 3** and **Supplementary Datasheet 2**). The upregulated mRNA in TCR activated CTL encode cytokines, growth factors and chemokines highlighting how one key role of antigen receptor triggering in effector T cells is to produce molecules that communicate pathogen recognition to other cells of the immune system (**Figures 3B, C**). The downregulated mRNA in TCR activated CTL encode genes annotated in a GO term enrichment analysis as “cell cycle” (**Figure 3D**) that includes E2F transcription factors (*E2f1-E2f2-E2f7-E2f8*), cyclin A2 (*Ccna2*), cyclin B2 (*Ccnb2*) and cyclin D3 (*Ccnd3*) (**Supplementary Figures 3A, B**).

**Figure 3:**
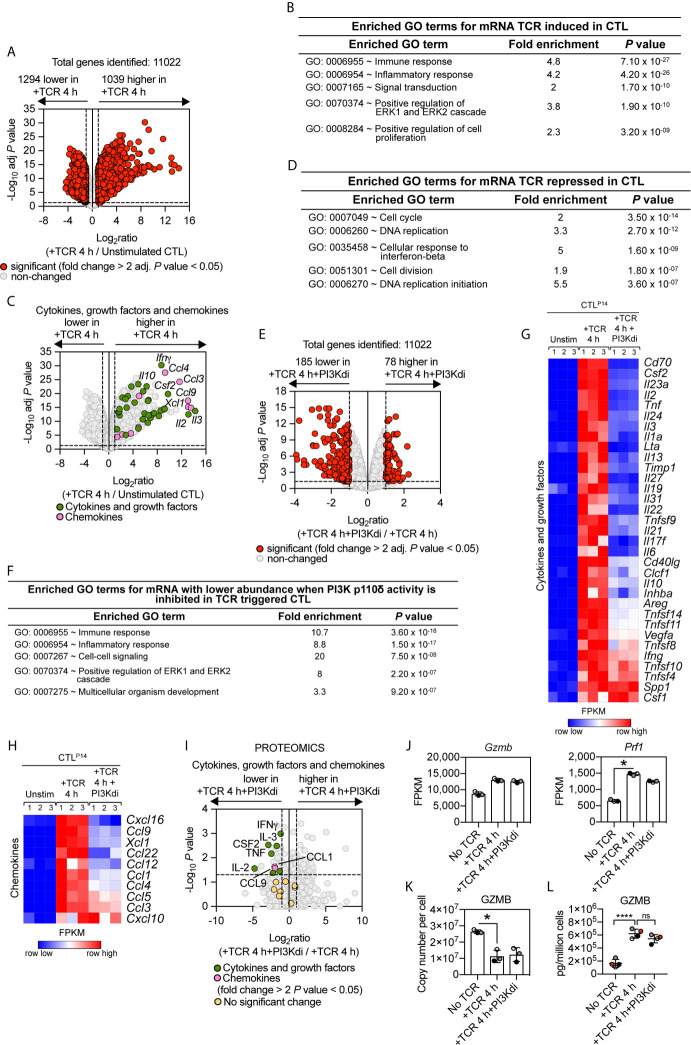
PI3K p110δ control of antigen receptor transcriptional programs in effector cytotoxic CD8^+^ T cells. P14 CTL were either left unstimulated or TCR retriggered with the LCMV peptide in the presence or absence of the PI3K p110δ inhibitor IC87114 (PI3Kdi) for 4 h and the transcriptome analysed by RNAseq. **(A)** Impact of TCR retriggering on mRNA expression in CTL. Volcano plot showing the ratio for 4 h TCR retriggered versus unstimulated CTL. mRNA significantly different between the two populations (fold change >2 or <0.5; adj. *P* values <0.05) shown in red. The horizontal dashed lines indicate an adj. *P* value of 0.05 shown as −log_10_ while vertical dashed lines indicate a fold change of 2 and 0.5 shown as log_2_. The vertical solid line indicates the mean of log_2_ ratio. **(B, D)** GO term enrichment analysis for biological processes for mRNA whose expression was up or downregulated by TCR retriggering. The top 5 processes are presented. **(C)** Volcano plot of cytokines, growth factors and chemokines mRNA whose expression was induced in CTL by 4 h TCR retriggering (GO:0005125 Cytokine activity and GO:0008009 Chemokine activity). Annotated cytokines and growth factors (green) and annotated chemokines (pink) that were significantly upregulated upon TCR retriggering (fold change >2 or <0.5; adj. *P* value <0.05). Input data are listed in **Supplementary Datasheet 2**. **(E)** Volcano plot showing the ratio of TCR stimulated CTL ± PI3K p110δ inhibitor (PI3Kdi). In red mRNA significantly different between the two populations (fold change >2 or <0.5; adj. *P* values <0.05). The horizontal dashed lines indicate an adj. *P* value of 0.05 shown as −log_10_ while vertical dashed lines indicate a fold change of 2 and 0.5 shown as log_2_. The vertical solid line indicates the mean of log_2_ ratio. **(F)** Enriched GO terms for mRNA whose expression was reduced in TCR retriggered CTL in the absence of PI3K p110δ activity. The top 5 biological processes are presented. **(G, H)** Heatmaps of mRNA encoding **(G)** cytokines, growth factors and **(H)** chemokines annotated as Cytokine activity (GO:0005125) and Chemokine activity (GO:0008009). The heatmaps show the relative mRNA abundance graded from low (blue) to high (red) per row. Input data for heatmaps are listed in **Supplementary Datasheet 2**. **(I)** The proteome of P14 CTL either left unstimulated or TCR retriggered for 4 h in the presence or absence of the PI3K p110δ inhibitor IC87114 (PI3Kdi) was analysed by mass spectrometry. Volcano plot shows fold change in protein copy number between TCR retriggered CTL lacking PI3K p110δ activity and TCR retriggered CTL, highlighting the effect of PI3K p110δ inhibition on the expression of TCR induced cytokine, growth factor and chemokine proteins. In green annotated cytokines and growth factors and in pink annotated chemokines that were significantly regulated in response to PI3K p110δ inhibition (fold change >2 or <0.5; *P* value <0.05). In yellow cytokines, growth factors and chemokines that showed no significant changes. Input data are listed in **Supplementary Datasheet 4**. **(J)** mRNA expression levels (FPKM) of *Gzmb* and *Prf1*. FPKM shown as the mean of three biological replicates ± standard deviation. *adj. P <0.05 and fold change >2 or <0.5. **(K)** Mean protein copy number per cell of granzyme B (GZMB) calculated using the proteomic ruler method as described in *Materials and Methods*. *P <0.05 and fold change >2 or <0.5. **(L)** Granzyme B levels in supernatants of P14 CTL unstimulated and TCR retriggered in the presence or absence of PI3K p110δ inhibitor (PI3Kdi) determined by ELISA. Data shown as the mean of four biological replicates ± standard deviation and statistical analysis calculated by unpaired, unequal variance t-test with Welch’s correction. The P values are considered asfollow: ****P < 0.0001 and ‘ns’ not statistically significant.

As in the naïve T cells, only a small fraction (less than 3%) of the TCR induced transcriptional programs is sensitive to inhibition of PI3K p110δ in CTL. Blocking PI3K p110δ activity decreased expression of approximately 185 mRNA and increased the abundance of 78 mRNA (**Figure 3E**, **Supplementary Table 4** and **Supplementary Datasheet 2**). Enrichment analysis of the downregulated mRNA revealed that the top 3 enriched GO terms for PI3K p110δ sensitive processes are biological processes involving cytokines and chemokines (**Figures 3F–H**). **Figure 3G** thus shows that PI3K p110δ activity is required for the production of mRNA encoding multiple cytokines including Granulocyte–macrophage colony-stimulating factor (GM-CSF/CSF2), IL-2, TNF, IL-3, IL-24, IL-10, Ltα, CD40lg. Notably, PI3K p110δ activity is also required for the TCR induced production of chemokine mRNA including CCL9 and XCL1 (**Figure 3H**). Moreover, the effects of PI3K p110δ inhibition on expression of mRNA encoding chemokines and cytokines were paralleled by changes in the production of cytokine and chemokine proteins as measured by high resolution mass spectrometry analysis of the proteomes and secretomes of unstimulated or P14 CTL activated with cognate peptide for 4 h in the presence or absence of the PI3K p110δ inhibitor (**Figure 3I** and **Supplementary Datasheet 4**).

In TCR activated naïve T cells, PI3K p110δ activity directed expression of the cytolytic effector molecules granzyme B and perforin (**Figure 2J**). mRNA and protein levels for these effector molecules are already high in CTL (**Figure 3J**) [**Supplementary Figure 4A** and (48)] However, neither granzyme nor perforin expression is PI3K p110δ regulated in CTL (**Figure 3J**). Here, an important consideration is that a primary function of TCR engagement in CTL is to induce degranulation of cytolytic effector molecules. TCR activated CTL thus lose intracellular granzyme B protein following TCR engagement (**Figure 3K**). This response is not prevented by PI3K p110δ inhibition, with the same amount of granzyme B content remaining in the cell in CTL after 4 h retriggering with or without inhibitor (**Figure 3K**). Analysis of granzyme B levels in cell supernatants also failed to see an impact of PI3K p110δ inhibition on granzyme B exocytosis (**Figure 3L**). PI3K p110δ thus does not control the TCR mediated production of cytolytic T cell granules or degranulation processes in CTL.

### The Impact of Sustained Loss of PI3K p110δ Activity on CTL Transcriptional Programs

In these initial CTL experiments we examined the impact of PI3K p110δ inhibition on an immediate (4 h) response of CTL to TCR engagement. The rationale for this time choice was that CTL activated *via* the TCR undergo activation induced cell death making it difficult to interpret data from longer time points. However, to explore further how PI3K p110δ controls CTL biology, we also examined the impact of sustained inhibition of PI3K p110δ on CTL phenotypes. In this context, CTL maintained in IL-2 have high levels of PtdIns(3,4,5)*P_3_* produced by sustained activity of PI3K p110δ (6, 7). RNA sequencing was thus used to compare the transcriptome of CTL maintained for 24 h in the presence or absence of the PI3K p110δ inhibitor IC87114. In this setting, blocking PI3K p110δ activity did not affect the growth and death of effector CD8^+^ T cells [**Figures 4A, B** and (23)] but did modulate the CTL transcriptome. **Figure 4C** shows increased expression of 254 mRNA and decreased expression of 96 mRNA in CTL lacking PI3K p110δ activity (**Supplementary Table 5** and **Supplementary Datasheet 3**). The mRNA dependent on sustained PI3K p110δ activity in CTL includes chemokines and cytokines (**Figure 4D**). Interestingly, there is no PI3K p110δ regulation of mRNA encoding the costimulatory molecules 4-1BB and ICOS (**Figure 4E**) or mRNA encoding cytolytic effector molecules granzyme and perforin (**Figure 4F**).

**Figure 4:**
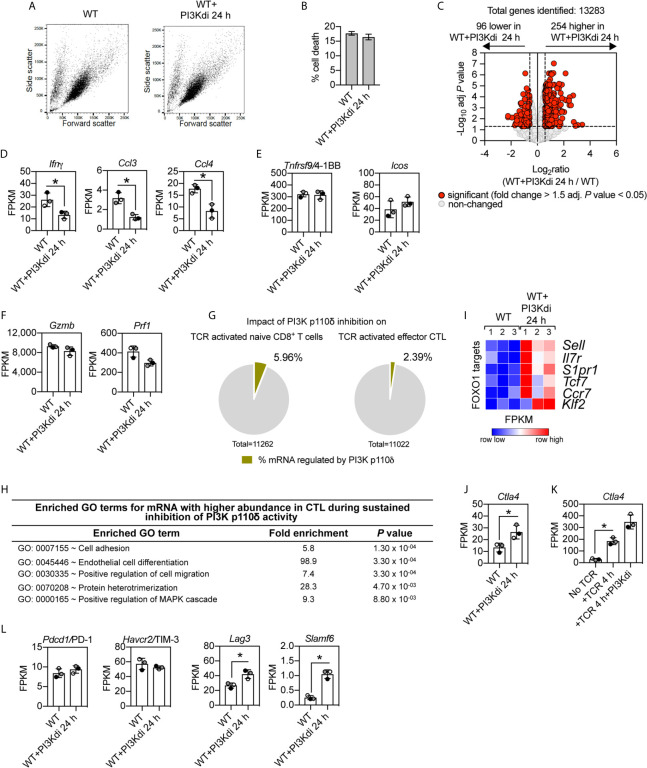
Impact of sustained PI3K p110δ inhibition on CTL transcriptional programs. WT CTL were maintained for 24 h in the presence or absence of the PI3K p110δ inhibitor IC87114 (PI3Kdi) and RNAseq was used to characterise their transcriptome. **(A)** Forward/side scatter flow cytometry analysis of IL-2/IL-12 maintained or 24 h inhibitor treated WT CTL. **(B)** Percentage of cell death at the end of the culture quantified by flow cytometry as proportion of cells DAPI positive. **(C)** Volcano plot showing the ratio for 24 h PI3K p110δ inhibitor (PI3Kdi) treated cells versus untreated WT CTL. mRNA significantly different between the two populations shown in red (fold change >1.5 or <0.67; adj. *P* values <0.05). The horizontal dashed lines indicate an adj. *P* value of 0.05 shown as −log_10_ while vertical dashed lines indicate a fold change of 1.5 and 0.67 shown as log_2_. The vertical solid line indicates the mean of log_2_ ratio. **(D–F)** Histograms showing mRNA expression levels (FPKM) for *Ifnγ*, *Ccl3*, *Ccl4*, *Tnfrsf9/*4-1BB, *Icos*, *Gzmb* and *Prf1*. FPKM shown as the mean of three biological replicates ± standard deviation. **(G)** Percentage of the impact of PI3K p110δ inhibition on the total transcriptome of TCR activated naïve (left) and effector CD8^+^ T cells (right). **(H)** GO term enrichment analysis for biological processes for mRNA whose expression was induced by sustained inhibition of PI3K p110δ activity. The top 5 processes are presented. **(I)** Heatmap of known FOXO1 targets in WT CTL cultured for 24 h in the presence or absence of PI3K p110δ inhibitor (PI3Kdi): *Sell*, *Il7r*, *S1pr1*, *Tcf7*, *Ccr7* and *Klf2*. The relative mRNA abundance is graded from low (blue) to high (red) per row. Input data for the heatmap are listed in **Supplementary Datasheet 3**. **(J, K)** mRNA expression levels (FPKM) of *Ctla4* in **(J)** WT CTL ± PI3K p110δ inhibitor (PI3Kdi) for 24 h and **(K)** in TCR stimulated CTL ± PI3K p110δ inhibitor (PI3Kdi) for 4 h. FPKM shown as the mean of three biological replicates ± standard deviation. **(L)** mRNA expression levels (FPKM) for inhibitory receptors *Pdcd1/*PD-1, *Havcr2*/TIM-3, *Lag3* and *Slamf6* in WT CTL ± PI3K p110δ inhibitor (PI3Kdi). **(D, J, K, L)**: *adj. P <0.05 and fold change >1.5 or <0.67.

The absence of any effect of PI3K p110δ inhibition on expression of cytolytic effector molecules and 4-1BB and ICOS is a fundamental difference between naïve T cells and CTL (**Figures 2H, J** and **Figures 4E, F**). One other difference, in terms of the impact of PI3K p110δ inhibition on TCR responses in naïve T cells versus CTL, is the magnitude of the effects. There are many more TCR regulated transcripts dependent on PI3K p110δ activity in naïve T cells than in CTL (**Figure 4G**).

What are the PI3K p110δ regulated mRNA in CTL? The GO term annotation for mRNA that increased in expression following loss of PI3K p110δ activity in CTL identified molecules linked to the control of cell adhesion and migration, notably CD62L (*Sell*) an adhesion molecule that controls T cell trafficking into secondary lymphoid tissue and *Ccr7* and sphingosine 1-phosphate receptor 1 (*S1pr1*), chemokine receptors that regulates lymphocyte entry and egress from lymphoid tissues (**Figures 4H, I**, and **Supplementary Table 5**). These have previously been described as proteins whose expression is controlled by PI3K p110δ (29, 49). mRNA that increases in expression in CTL treated with the PI3K p110δ inhibitor also include the interleukin 7 receptor (*Il7r*) and the transcription factors *Tcf7 and Klf2* (**Figure 4I** and **Supplementary Table 5**).

Are there any new insights about the role of PI3K p110δ in effector CD8^+^ T cells from these experiments? One fundamental observation is that sustained loss of PI3K p110δ activity in CTL increases mRNA expression of the important inhibitory receptor *Ctla4* (**Figure 4J**). Increased *Ctla4* expression was also seen in TCR activated CTL treated with the PI3K p110δ inhibitor for 4 h (**Figure 4K**). In this respect other critical inhibitory receptors that control CTL function are PD-1, LAG3, TIM3 and SLAMF6: there is no effect of PI3K p110δ inhibition on the mRNA expression of PD-1 or TIM3 but the mRNA expression of LAG3 and SLAMF6 is induced by loss of PI3K p110δ activity (**Figure 4L**). These results inform that the activation of PI3K p110δ represses the expression of three important inhibitory receptors: *Ctla4*, *Slamf6* and *Lag3* in CTL.

### The Contribution of PKB/AKT, FOXO1 and ERK1/2 to the Control of Cytokine and Chemokine Production in CTL

One major role for PI3K p110δ in CTL is to control the nuclear localisation of the transcription factor FOXO1. CTL have high levels of PtdIns(3,4,5)*P_3_* which drives phosphorylation and activation of the serine/threonine kinase AKT which phosphorylates FOXO1 causing its nuclear exclusion. Inhibition of PI3K p110δ, which prevents PtdIns(3,4,5)*P_3_* production and AKT phosphorylation, causes a rapid translocation of FOXO1 to the nucleus [**Figure 5A** and (6)]. Here, a pertinent point is that the PI3K p110δ repression of CD62L, CCR7, S1P1R, IL7R, TCF7 and KLF2 is mediated by FOXO1 (29, 49). A key question then is whether the repressive effect that PI3K p110δ activity has on the expression of *Ctla4*, *Slamf6* and *Lag3* mRNA in CTL is mediated by FOXO1. In this context, it has been described that the expression of PD-1 in CD8^+^ T cells is FOXO1 mediated (28) but the role of FOXO1 in controlling expression of other inhibitory receptors in CTL has not been examined.

**Figure 5:**
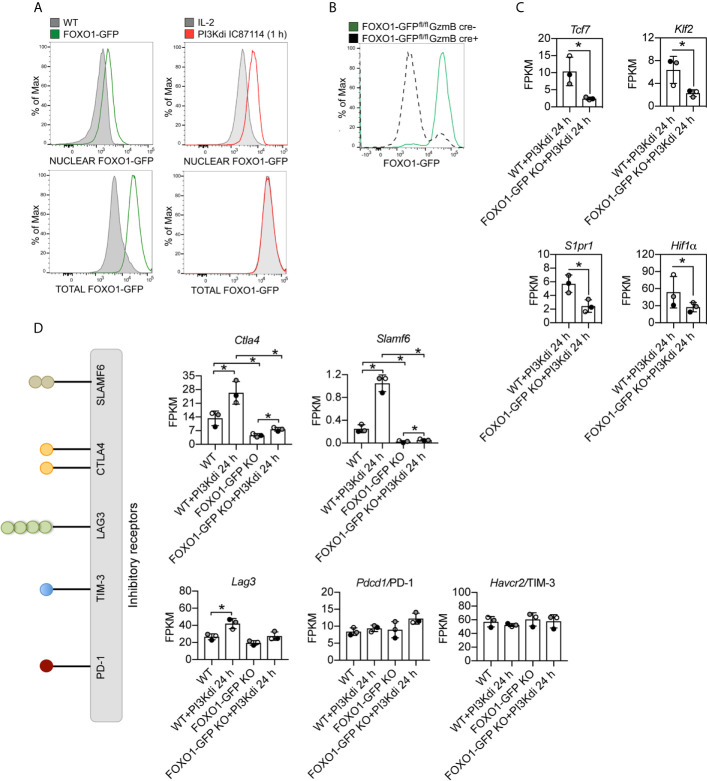
*Ctla4* and *Slamf6* mRNA are modulated by FOXO1 in CTL. FOXO1-GFP null and WT CTL maintained for 24 h in the presence or absence of the PI3K p110δ inhibitor IC87114 (PI3Kdi) were subjected to RNAseq and their transcriptomes compared. **(A)** Nuclear localisation of FOXO1-GFP analysed by flow cytometry in IL-2 maintained CTL and after 1 h treatment with the PI3K p110δ inhibitor. Left panel: purified nuclei from WT CTL (expressing untagged FOXO1) and FOXO1-GFP CTL were compared. The green line indicates detection of FOXO1-GFP expression level in the nucleus (top) or total cell (bottom). Right panel: purified nuclei (top) or total cells (bottom) from FOXO1-GFP CTL either maintained in IL-2 (grey filled line) or treated with PI3K p110δ inhibitor for 1 h (red line) were compared. The right shift of the red line compared to the grey filled line indicates an increased level of FOXO1-GFP in the nuclei of PI3K p110δ inhibitor treated cells (top right), while there is no change in the total FOXO1 protein level (bottom right). Graph of treated cells is representative of three biological replicates. **(B)** Representative histogram showing the deletion of FOXO1-GFP quantified by flow cytometry in CTL generated from FOXO1-GFP^fl/fl^GzmB cre+ (grey dashed line FOXO1-GFP KO) versus FOXO1-GFP^fl/fl^GzmB cre− (green solid line FOXO1-GFP) mice. **(C)** mRNA expression levels (FPKM) of *Tcf7*, *Klf7*, *S1pr1* and *Hif1α* in WT and FOXO1-GFP KO CTL lacking PI3K p110δ activity. **(D)** Histograms showing mRNA expression levels (FPKM) for inhibitory receptors *Ctla4*, *Slamf6*, *Lag3*, *Pdcd4/*PD-1 and *Havcr2/*TIM3 in WT and FOXO1-GFP KO CTL ± PI3K p110δ inhibitor (PI3Kdi). **(C, D)** FPKM shown as the mean of three biological replicates ± standard deviation. *adj. P <0.05 and fold change >1.5 or <0.67.

To explore the mechanisms used by PI3K p110δ to control T cells we analysed the impact of PI3K p110δ inhibition on the expression of mRNA encoding CTLA4, SLAMF6, PD-1, TIM-3 and LAG3 in FOXO1 null CTL (FOXO1-GFP KO). To delete *Foxo1* in CTL we backcrossed mice with floxed *Foxo1*-*EGFP* alleles (32) to transgenic mice expressing Cre recombinase under the control of a granzyme B promoter that allows deletion of FOXO1-GFP in CTL (**Figure 5B**, **Supplementary Figures 5A, B**). In normal CTL >90% of FOXO1 is excluded from the nucleus and hence is transcriptionally inactive, whereas in CTL treated with the PI3K p110δ inhibitor FOXO1 relocates to the nucleus. We therefore performed RNA sequencing of FOXO1-GFP null CTL before and after 24 h treatment with the PI3K p110δ inhibitor and compared to WT treated CTL (**Supplementary Datasheet 3**). The full list of FOXO1 dependent mRNA identified in these experiments is shown in supplemental data (**Supplementary Table 6**) and includes previously identified FOXO1 targets including *Tcf7*, *Klf2* and *S1pr1* and as well as the transcription factor Hif1a (**Figure 5C**). There were also mRNAs whose expression was enhanced in FOXO1 null CTL (**Figure 5C**). These data also show that the expression of *Ctla4* and *Slamf6* mRNA is dependent on FOXO1 (**Figure 5D**). In this respect, recent chromatin analysis (ChIP-seq) has identified FOXO1 binding to *Ctla4* and *Slamf6* gene loci and ATAC-seq analytic comparisons of wild type and FOXO1 null CD8^+^ T cells have indicated reduced chromatin accessibility in the *Ctla4* and *Slamf6* gene loci in FOXO1 null CD8^+^ T cells [**Supplementary Figure 6A** and (50)].

Interestingly, not all inhibitory receptor mRNA expression was changed in FOXO1 null CTL. **Figure 5D** shows *Lag3* mRNA is still expressed in FOXO1 null CTL, though it is marginally lower, and PD-1 and TIM-3 are not regulated by PI3K p110δ or FOXO1 (**Figure 5D**). It is also pertinent that not all the PI3K p110δ regulated mRNA in CTL are sensitive to FOXO1 deletion (**Figure 6A**; **Supplementary Table 7** and **Supplementary Datasheet 3**). For example, inhibition of PI3K p110δ in CTL causes decreased expression of chemokine (*Ccl3, Ccl4*) and cytokine (*Ifnγ*) mRNA in both WT and FOXO1 null T cells (**Figure 6B**). In this respect, previous studies have shown that the nuclear exclusion of FOXOs is necessary for the production of Interferon gamma (23), which would be consistent with a repressive role for FOXO1 in the control of Interferon gamma production. The current data found no evidence for enhanced expression of Interferon gamma mRNA in FOXO1 null CTL (**Figure 6B**), which highlights that the regulation of this key cytokine is not controlled by a simple FOXO1 dependent switch but requires co-ordination with other signalling pathways. It also argues that the profound effect of PI3K p110δ on Interferon gamma production is not mediated solely by PI3K p110δ control of FOXOs. In this respect, CTL lacking PI3K p110δ activity show reduced activation of the MAP kinases ERK1 and ERK2 in response to antigen receptor engagement [**Figure 6C**, **Supplementary Figure 7A** and (29, 30)]. This is germane because the activity of ERK1/2 is necessary for cytokine and chemokine production by antigen activated naïve CD8^+^ T cells (51). We therefore evaluated the PKB/AKT and ERK1/2 signalling requirements of antigen receptor induced cytokine and chemokine production in CTL. The data show that TCR induced production of multiple chemokines and cytokines is dependent on both the activation of the PKB/AKT serine threonine kinases and ERK1/2 activity (**Figures 6D, E**). In particular the PI3K p110δ controlled cytokines and chemokines mRNA, shown in **Figures 3G, H** and protein in **Figure 3I**, are also ERK1/2 controlled (**Figures 6F–I**, **Supplementary Figure 8A**, **Supplementary Tables 8**, **9** and **Supplementary Datasheets 2**, **4**). These data collectively highlight that PI3K p110δ control of the CD8^+^ T cell transcriptional programs reflects the role of this lipid kinase in co-ordinating the activity of multiple signalling pathways.

**Figure 6:**
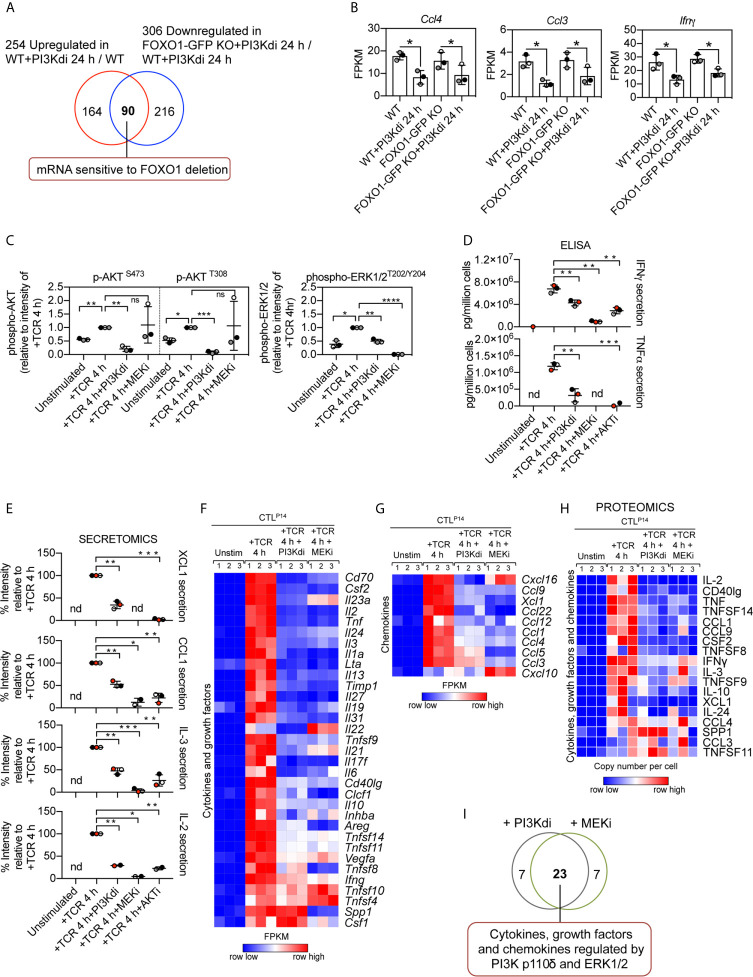
Contribution of PKB/AKT, FOXO1 and ERK1/2 to the control of cytokine and chemokine production in CTL. **(A)** Venn diagram showing the overlap in the number of mRNA whose expression was induced by sustained PI3K p110δ inhibition in WT CTL and reduced in treated FOXO1-GFP KO CTL versus WT treated CTL. **(B)** mRNA expression levels (FPKM) of *Ccl4*, *Ccl3* and *Ifnγ* in WT and FOXO1-GFP KO CTL ± PI3K p110δ inhibitor. *adj. P <0.05 and fold change >1.5 or <0.67. **(C)** Quantification of phosphorylated AKT (S473 and T308) and ERK1/2 (T202/Y204) in CTL in response to TCR stimulation in the presence or absence of PI3K p110δ (PI3Kdi) or MEK (MEKi) inhibitor assayed by western blot (**Supplementary Figure 7A**). **(D)** Levels of Interferon gamma (IFNγ) and Tumour necrosis factor alpha (TNFα) present in the supernatant of P14 CTL unstimulated and TCR retriggered in the presence or absence of either PI3K p110δ (PI3Kdi), MEK (MEKi) or AKT (AKTi) inhibitor determined by ELISA. **(E)** Levels of XCL1, CCL1, IL-3 and IL-2 protein secreted in the supernatant of unstimulated, TCR stimulated and TCR stimulated CTL in the presence of either PI3K p110δ (PI3Kdi), MEK (MEKi) or AKT (AKTi) inhibitor assayed by mass spectrometry. Transcriptome and proteome of P14 CTL unstimulated and TCR retriggered in the presence or absence of either PI3K p110δ (PI3Kdi) or MEK (MEKi) inhibitor were characterised by RNAseq and mass spectrometry respectively. Impact of PI3K p110δ and ERK1/2 inhibition on TCR induced cytokines and chemokines mRNA and protein expression was assessed. **(F, G)** Heatmaps showing mRNA encoding for annotated **(F)** cytokines, growth factors and **(G)** chemokines (Cytokine activity GO:0005125 and Chemokine activity GO:0008009). **(H)** Heatmap of proteins annotated as cytokines, growth factors and chemokines. Heatmaps show the relative mRNA abundance or the relative protein abundance graded from low (blue) to high (red) per row. Input data for heatmaps are listed in **Supplementary Datasheets 2** **(F, G)** and **4** **(H)**. **(I)** Overlap in the number of cytokine, growth factor and chemokine mRNA regulated by both PI3K p110δ and ERK1/2. Data in **(C–E)** shown as the mean of three biological replicates ± standard deviation and statistical analysis is calculated by unpaired, unequal variance t-test with Welch’s correction. The P values are considered as follow: *P <0.05, **P <0.01, ***P <0.001, ****P <0.0001. 'ns' not statistically significant.

## Discussion

The aim of the present study was to gain an in-depth knowledge of the contribution of PI3K p110δ to antigen receptor controlled programs in naïve and effector CD8^+^ T cells to understand how this lipid kinase controls CD8^+^ T cell differentiation. One important conclusion is that the dominant targets for PI3K p110δ regulation are the secreted molecules and cell surface receptors that mediate CD8^+^ T cells communication with other immune cells. The production of multiple cytokines by TCR activated CD8^+^ T cells thus requires PI3K p110δ activity. Notable amongst these are cytokines that control the activation of monocytes and macrophages such as GM-CSF/CSF2, TNF and IFNγ. One other important insight is that PI3K p110δ controls the production of chemokines mRNA which orchestrate the ability of CD8^+^ T cells to recruit innate immune cells to sites of infection (45, 52).

PI3K p110δ activity also selectively shapes the repertoire of costimulatory receptor that control CD8^+^ T cell differentiation. For example, in naïve CD8^+^ T cells, TCR induced upregulation of the mRNA encoding the costimulatory receptor 4-1BB, which is essential for the persistence of tissue resident CD8^+^ effector/memory T cells (53–55), is dependent on PI3K p110δ activity. Further support for the concept that PI3K p110δ controls the ability of CD8^+^ T cells to communicate with other immune cells includes the role of PI3K p110δ in controlling expression of the inhibitory receptors *Ctla4* and *Slamf6* mRNA in effector CTL. Hence the loss of PI3K p110δ activity and the relocalisation of the transcription factor FOXO1 to the nucleus upregulates *Ctla4* and *Slamf6* mRNA expression. The significance of this result stems from the essential role that CTLA4 and SLAMF6 have as immunomodulatory/inhibitory receptors that restrain peripheral T cell responses to maintain peripheral tolerance (56–58). In this context, an elegant study by Kaech and colleagues has shown that FOXO1 is necessary for the differentiation of PD-1^hi^ Eomes^hi^ terminally exhausted CTL. Moreover, FOXO1 null cytotoxic T cells fail to persist and control chronic viral infection (28). The authors hypothesised that the importance of FOXO1 in controlling T cell exhaustion reflected that FOXO1 controlled expression of the inhibitory receptor PD-1 (28). The current study forces a revision of this conclusion by demonstrating that FOXO1 does not directly control PD-1 expression in CD8^+^ T cells. Hence inhibition of PI3K p110δ, which immediately causes FOXO1 to relocalise to the nucleus to transcriptionally reprogram CTL, does not impact PD-1 expression. Moreover, there is no loss of PD-1 expression in FOXO1 null CD8^+^ T cells. The expression of inhibitory receptors is thus not a simple on/off FOXO1 switch but requires integration of multiple signals with evidence that the oxygen environment is particularly important (59). In terms of T cell exhaustion and the ability of PI3K p110δ to control CD8^+^ effector/memory T cells transition then FOXO1 control of *Ctla4* and *Slamf6* mRNA could be relevant as these two molecules control T cell exhaustion (26, 60, 61). However, the role of FOXO1 in enforcing T cell quiescence by controlling expression of *Tcf7*, *Klf2* and AP-1 family transcription factors will also be important in regulating the effector/memory versus senescent fate of CD8^+^ T cells (50). Moreover, PI3K p110δ and FOXO1 control of T cell trafficking, by regulating the expression of key adhesion receptors and chemokine receptors, will also influence CD8^+^ T cell immune responses *in vivo* as will PI3K p110δ control of the production of inflammatory cytokines and chemokines that recruit and/or regulate innate immune cells.

One salient insight from the current work is the magnitude and selectivity of the effects of PI3K p110δ on the transcriptional restructuring that accompanies T cell differentiation. Hence only 6% of the TCR regulated transcripts in naïve T cells were sensitive to loss of PI3K p110δ activity and in CTL this dropped to 3%.

One notable result was that expression of the major regulatory components of the metabolic programs that control T cell growth and differentiation are not dependent on PI3K p110δ activation. In this respect, T cell metabolic programs are controlled by the transcription factor Myc and serine/threonine kinase mTORC1 (mammalian target of rapamycin complex 1) (41, 48). We have shown previously that PI3K p110δ activation is not required for mTORC1 activity in CD8^+^ T cells (29, 43) and the present data found no role for PI3K p110δ in Myc mRNA expression or in controlling expression of Myc targets. Nor did PI3K p110δ prevent expression of *Hif1α* mRNA in CD8^+^ T cells. In this respect, analysis of the impact of mTORC1 inhibition of CTL transcriptome identified mRNA encoding glycolytic regulators and molecules that control lipid metabolism and ribosome biogenesis as major targets for mTORC1 signalling pathways (7) whereas the data herein show these were not regulated directly by PI3K p110δ. It should be emphasised there are some common targets for mTORC1 and PI3K p110δ notably KLF2 and receptors such as CD62L and S1PR1 that control T cell trafficking (7, 29, 43). The existence of these shared targets has historically been explained using a linear model whereby PI3K p110δ controls T cell responses *via* mTORC1 (29). However, it is now recognised that a shared requirement for PI3K p110δ and mTORC1 activity rather reflects that these signalling molecules control pathways that can converge on a single target (43). Indeed, one key observation herein is that even the role of PI3K p110δ in controlling T cell transcriptomes cannot be ascribed to a simple linear signalling pathway. For example, the ability of PI3K p110δ to control the nuclear exclusion of FOXO1 is critical for T cell differentiation yet PI3K p110δ and PKB/AKT dependent but FOXO1 independent mechanisms are also relevant. As well the ability of PI3K p110δ to repress the activity of ERKs can also contribute to its ability to modulate T cell differentiation.

Finally, a fundamental finding from the present study was that there are differences in how PI3K p110δ inactivation impacts T cell antigen receptor activated lymphocytes as they exit quiescence versus effects in effector T cells. Effector CTL are thus far less sensitive to loss of PI3K p110δ activity than naïve T cells. Moreover, inhibition of PI3K p110δ could affect the expression of cytolytic effector molecules such as the granzymes and perforin in TCR activated naïve CD8^+^ T cells but not in CTL. PI3K p110δ inhibition could also selectively suppress the production of cytokines and chemokines in both naïve T cells and CTL but did not prevent degranulation and release of cytolytic molecules by CTL. These results are pertinent because when thinking of how to use PI3K p110δ inhibitors therapeutically it is important to consider whether the objective is to supress the effector immune response or to prevent *de novo* immune activation. Many screens focus on how inhibitors prevent primary activation of quiescent peripheral blood derived T cells. The current study highlights how unbiased screening of both naïve and effector populations would give a better perspective on the potential therapeutic benefit of signalling inhibitors.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE169436; https://www.ncbi.nlm.nih.gov/geo/, GSE169449; https://www.ncbi.nlm.nih.gov/geo/, GSE169572; http://www.proteomexchange.org/, PXD025046; http://www.proteomexchange.org/, PXD025061. ChIP-seq, and ATAC-seq datasets were previously published (50) and deposited to the NCBI GEO/SRA and can be accessed with the identifier GSE163723.

## Ethics Statement

The animal study was reviewed and approved by the University Ethical Review Committee under the authorisation of the UK Home Office Animals (Scientific Procedures) Act 1986.

## Author Contributions

LS and DC designed the experiments. LS, AN, and MD performed the experiments. JM did the bioinformatics for the RNAseq data. LS analysed the data and produced the figures. LS and DC interpreted the results and wrote the manuscript. DC conceived the study, supervised the experiments and provided financial support. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by a Wellcome Trust Principal Research Fellowship to DC (205023/Z/16/Z). JM was supported by an Australian NHMRC CJ Martin Early Career fellowship and JM and DC have received funding from the European Union’s Horizon 2020 research and innovation programme under the Marie Sklodowska Curie grant agreement No. 705984. AN was supported by the MRC doctoral training program (MR/K501384/1).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Phosphoinositide 3-Kinase p110 Delta Differentially Restrains and Directs Naïve Versus Effector CD8+ T Cell Transcriptional Programs
**Source:** Front Immunol. 2021 Jun 18;12:691997. doi: 10.3389/fimmu.2021.691997
**Supplement:** Supplementary Data Sheet 1 — CD8 naive and TCR activated 24 h ± inhibitor RNAseq data.

**Supplementary Figure 1**

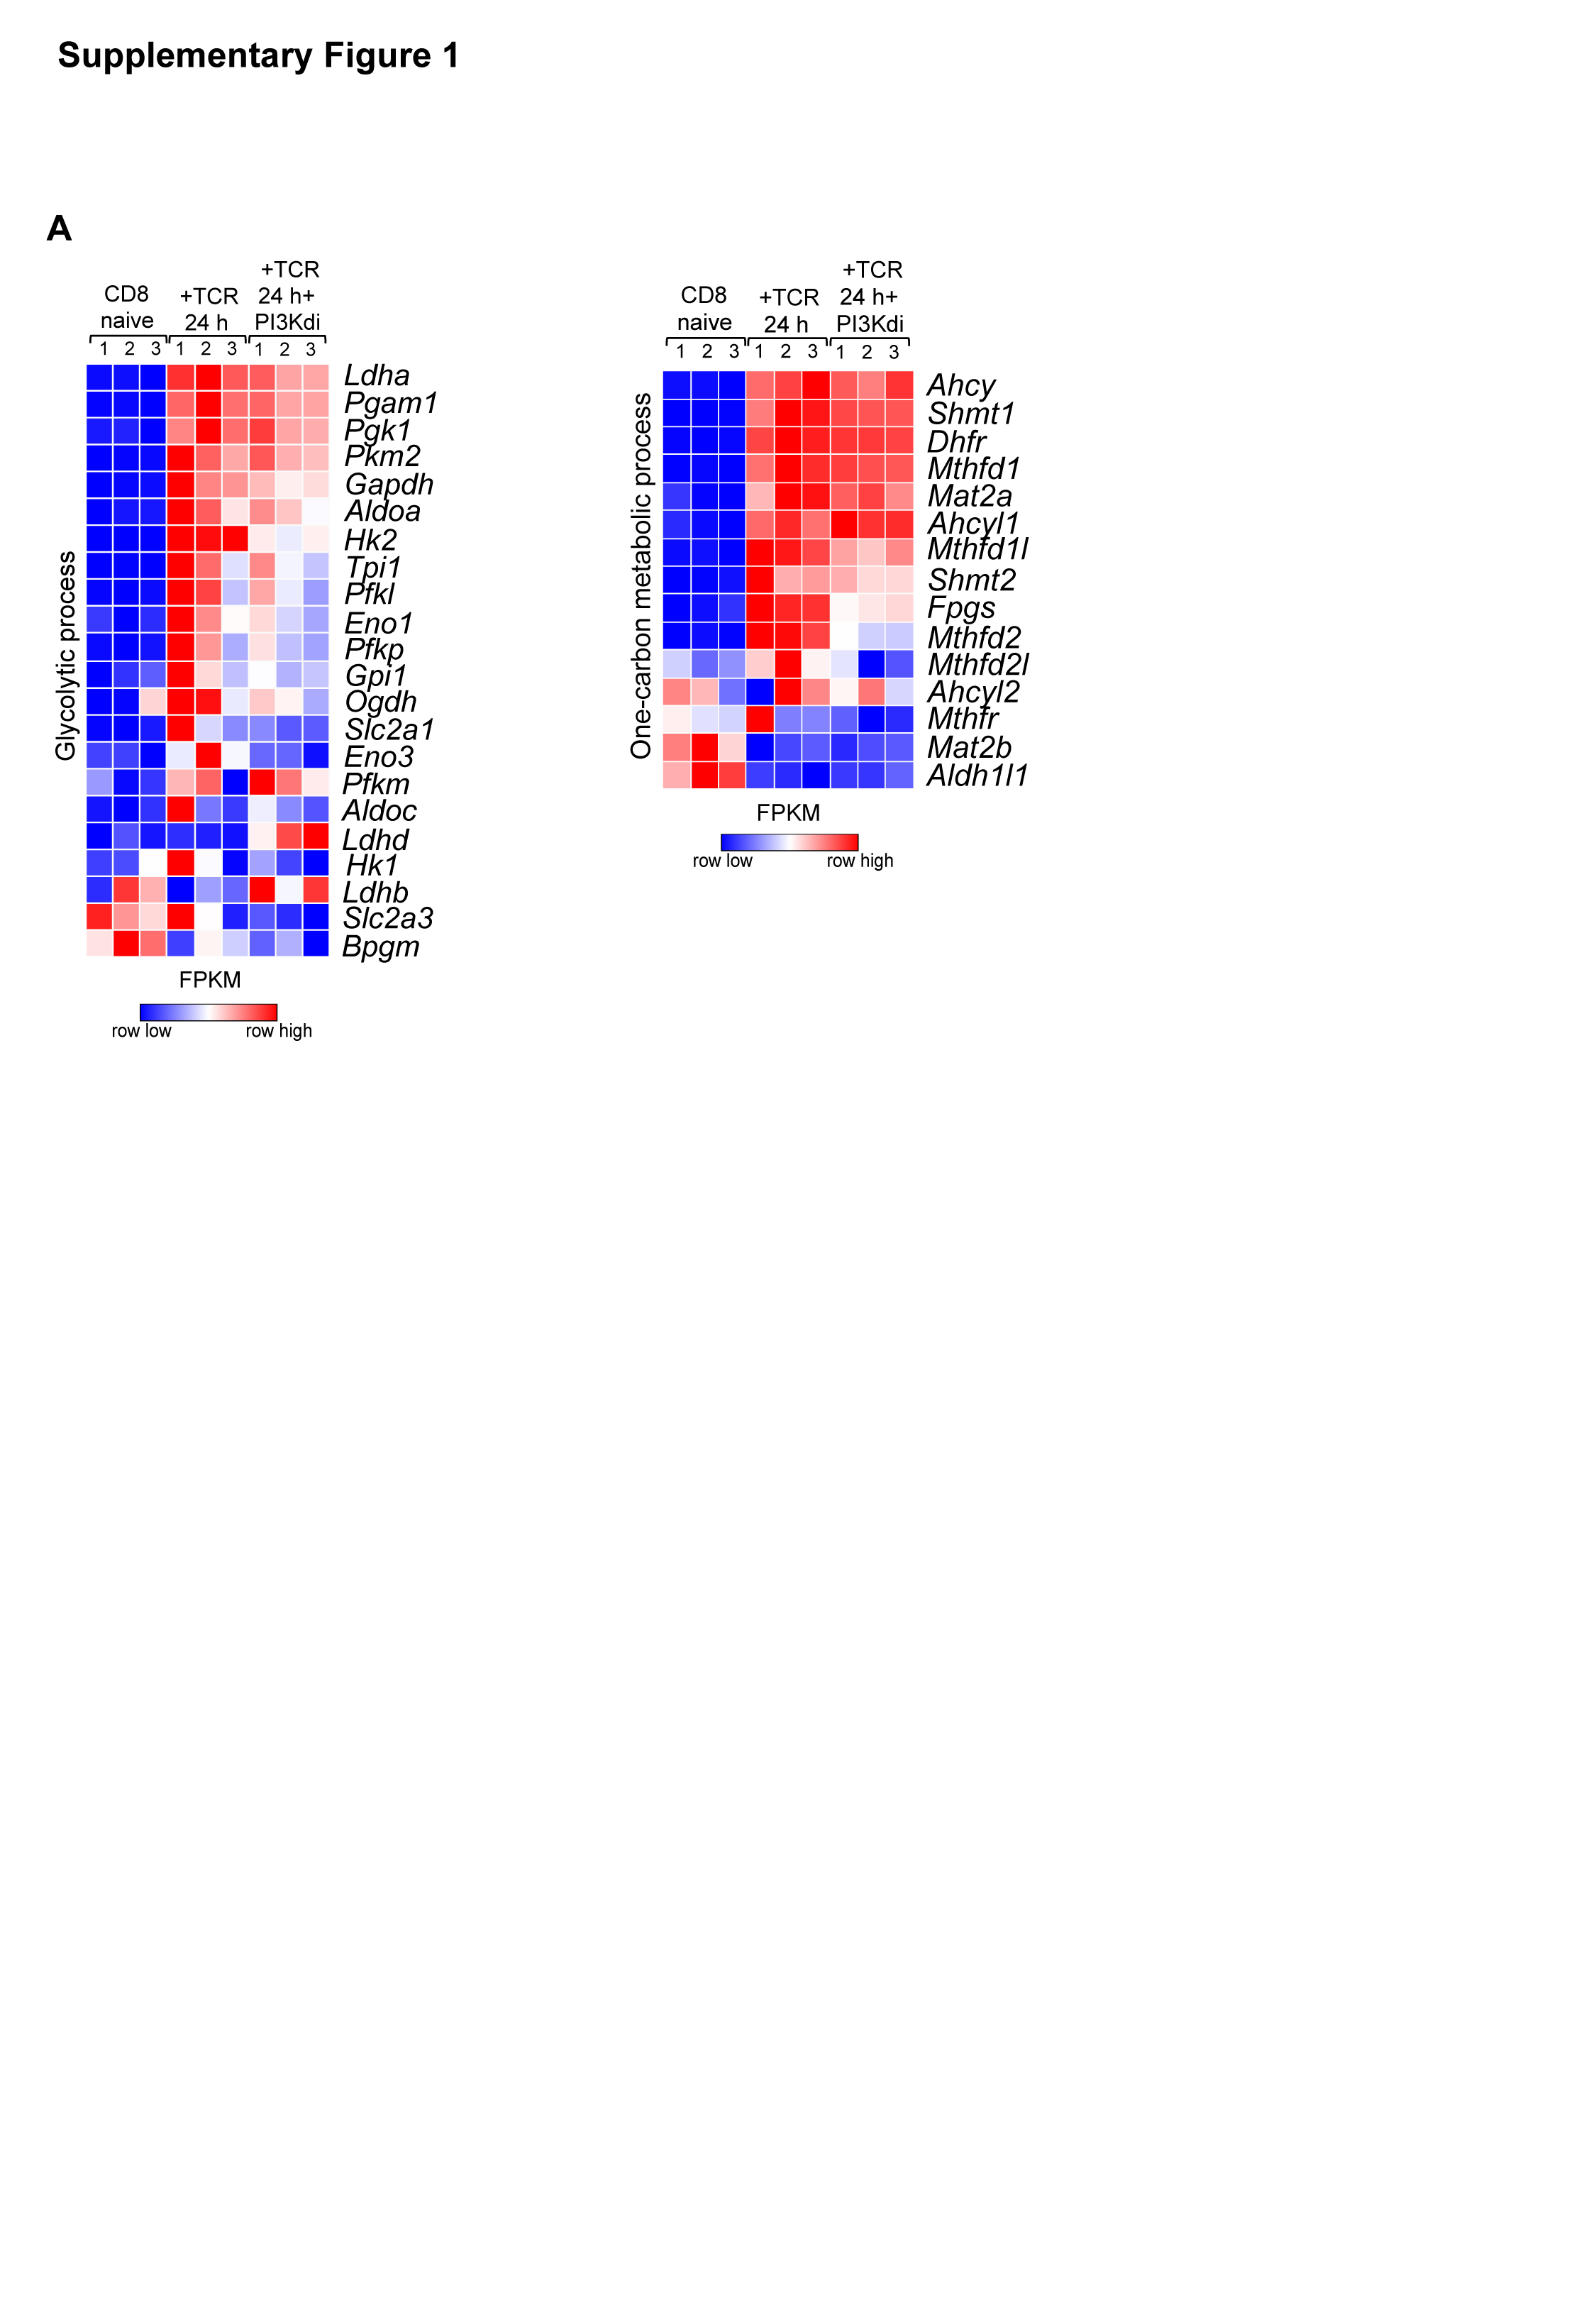

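Taken one by one, 0 of the 18 glycolytic enzymes changed with PI3Kdi in limma, and 6 differed at an unadjusted p under 0.05. Of these enzymes, 16 were lower on average and 2 higher. The largest difference was in hexokinase 2, Hk2, at 0.377 ± 0.168 FPKM in naïve cells, 122 ± 1.51 after TCR activation and 62.8 ± 5.15 with PI3Kdi (SD, n = 3), a log2 fold change of -0.96 (standard error 0.20, adjusted p = 0.0074) that is under the 2-fold limit. Of the 20 one-carbon enzymes, 1 was called lower, Mthfd2, at 15.5 ± 2.23 FPKM in naïve cells, 177 ± 12.3 after TCR activation and 88.6 ± 9.8 with PI3Kdi (SD, n = 3). Its log2 fold change of -1.0 (standard error 0.11, adjusted p = 2.1e-04) lies at the 2-fold limit itself, and the call was lost with a pseudocount of 1, with median scaling and without replicate 2. With the replicate block, 0 glycolytic and 1 one-carbon enzyme changed.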

**Supplementary Figure 1 TCR induced changes in expression of mRNA encoding metabolic machinery enzymes are not PI3K p110δ regulated in activated CD8^+^ T cells.** Heatmaps of mRNA encoding enzymes that mediate glycolysis (Glycolytic process GO:0006096) and One-carbon metabolism (One-carbon metabolic process GO:0006730). Heatmaps show the relative mRNA abundance graded from low (blue) to high (red) per row. Input data for heatmaps are listed in Supplementary Datasheet 1**.**

**Supplementary Figure 2**

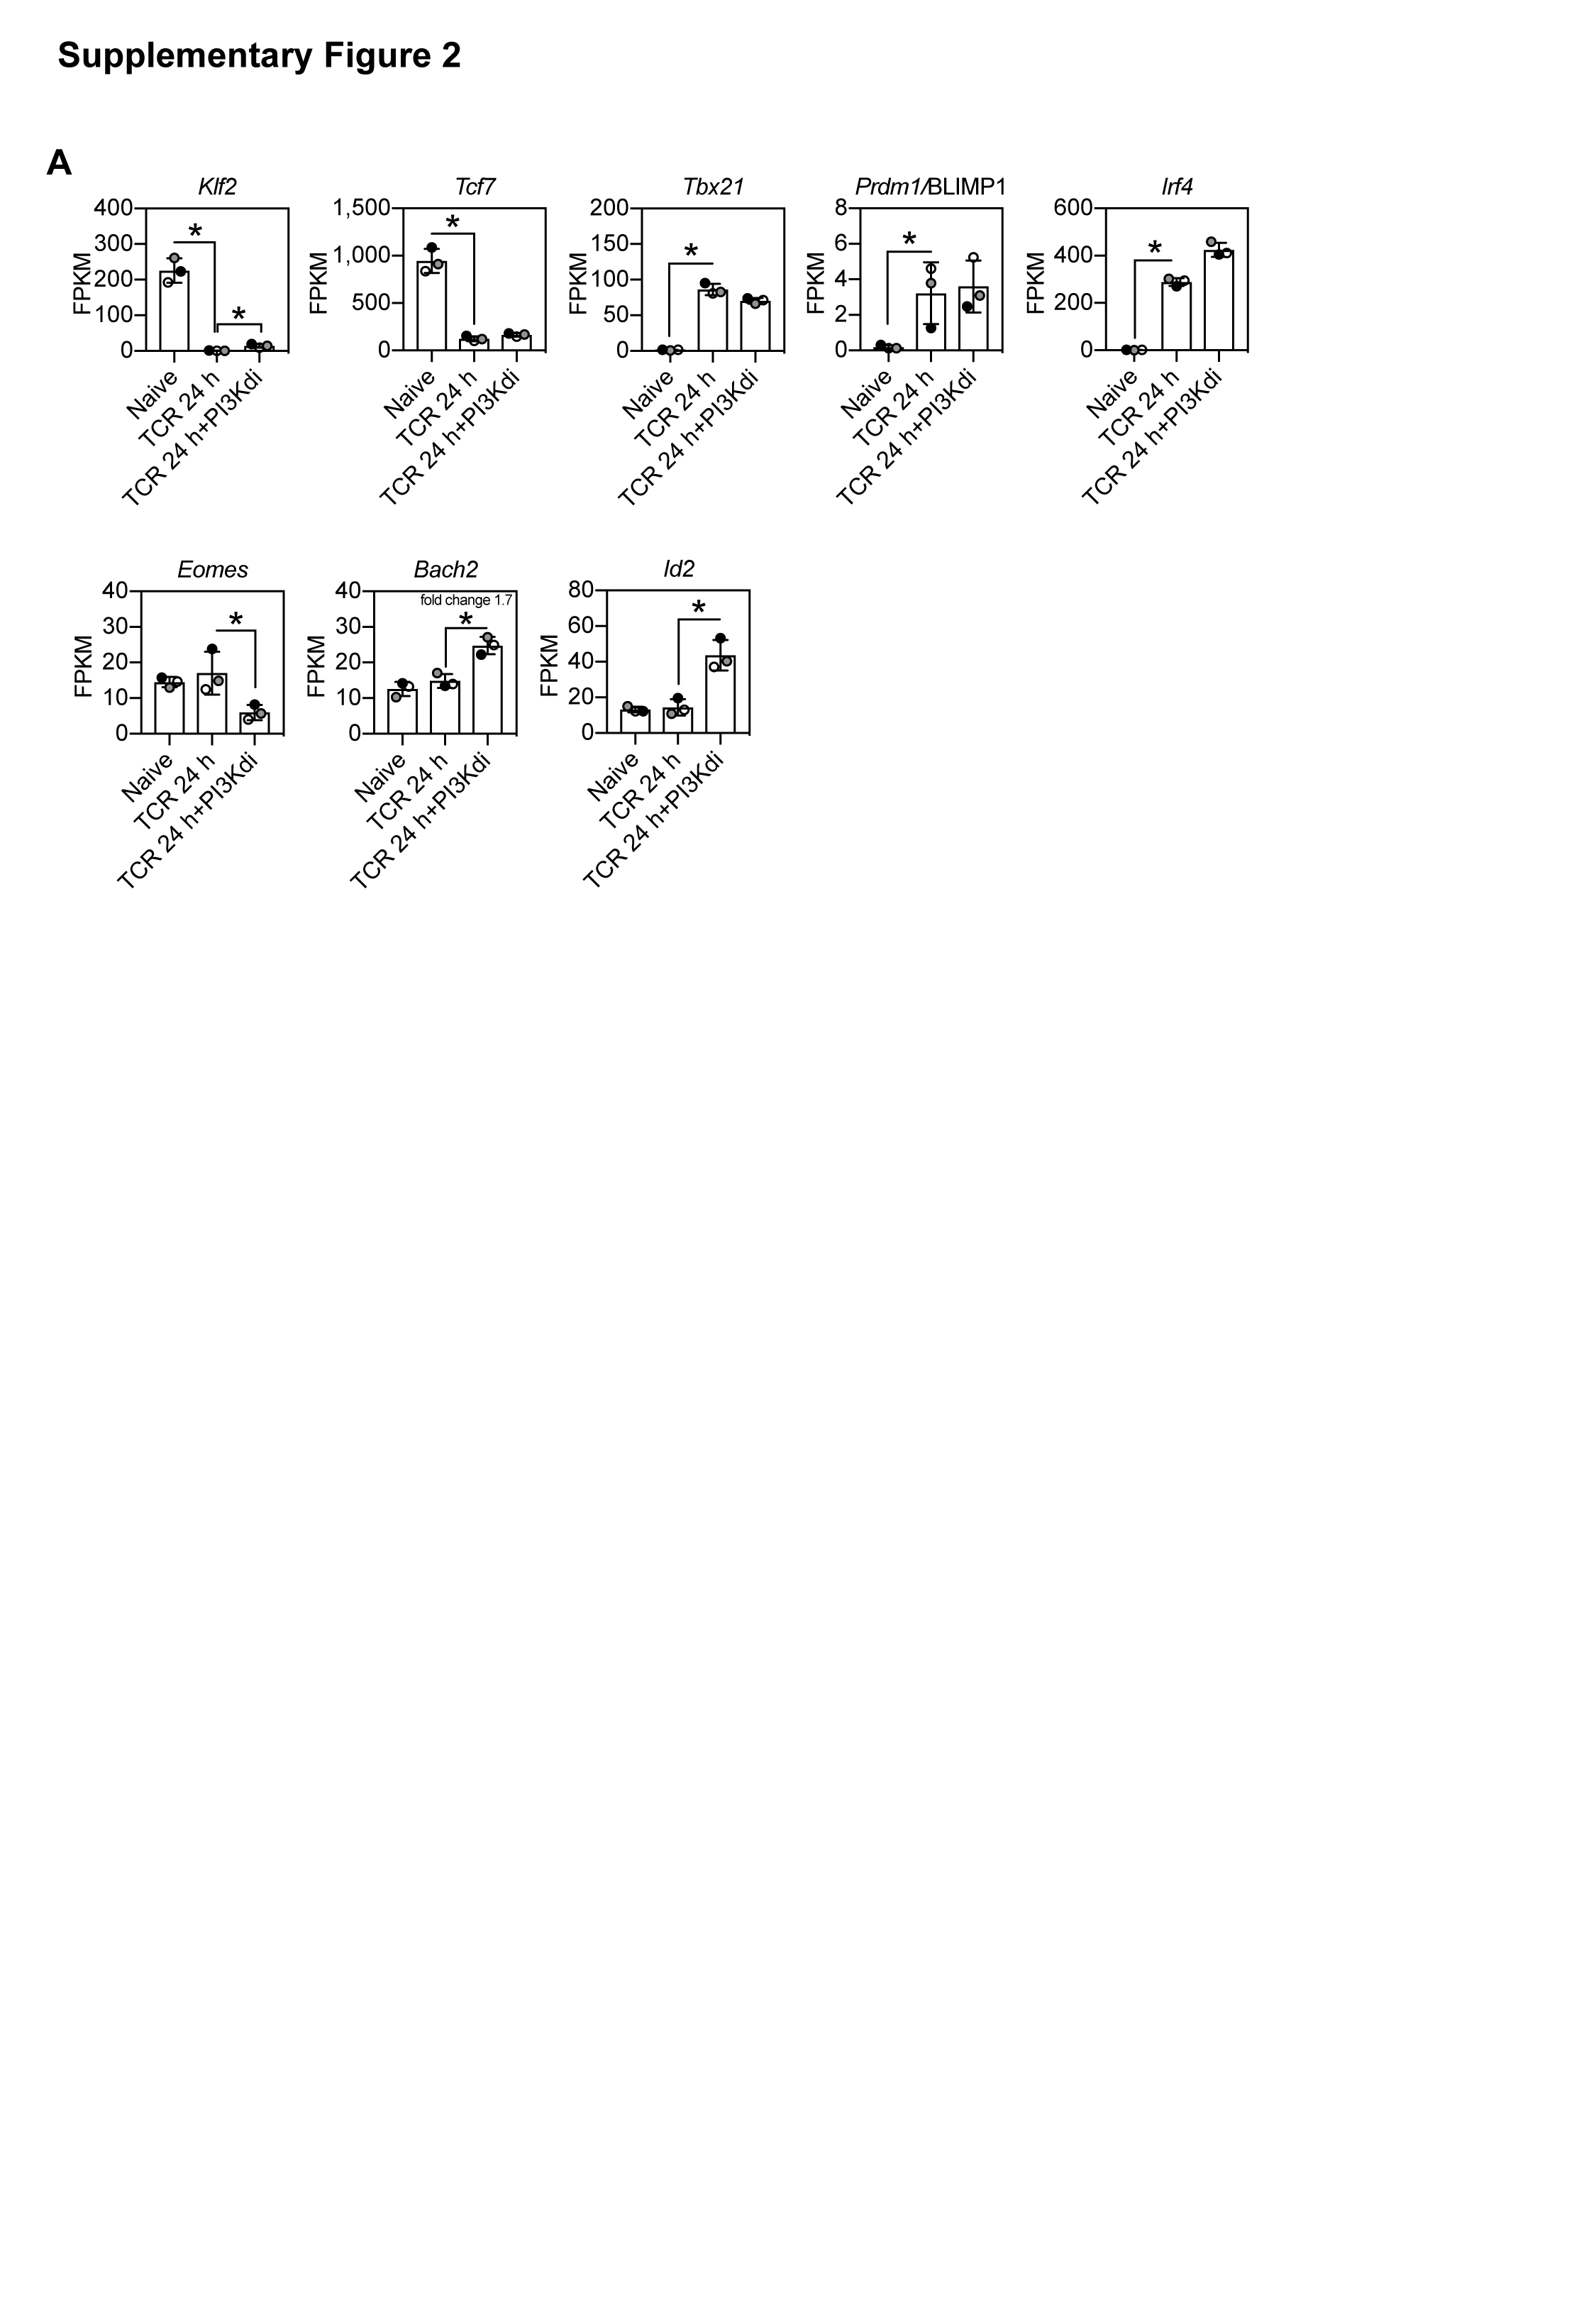

**Supplementary Figure 2 Impact of PI3K p110δ inhibition on the expression of mRNA encoding transcription factors key for the regulation of CD8^+^ T cell differentiation.** mRNA expression levels (FPKM) of key transcription factors shown as the mean of 3 biological replicates ± standard deviation.

**Supplementary Figure 3**

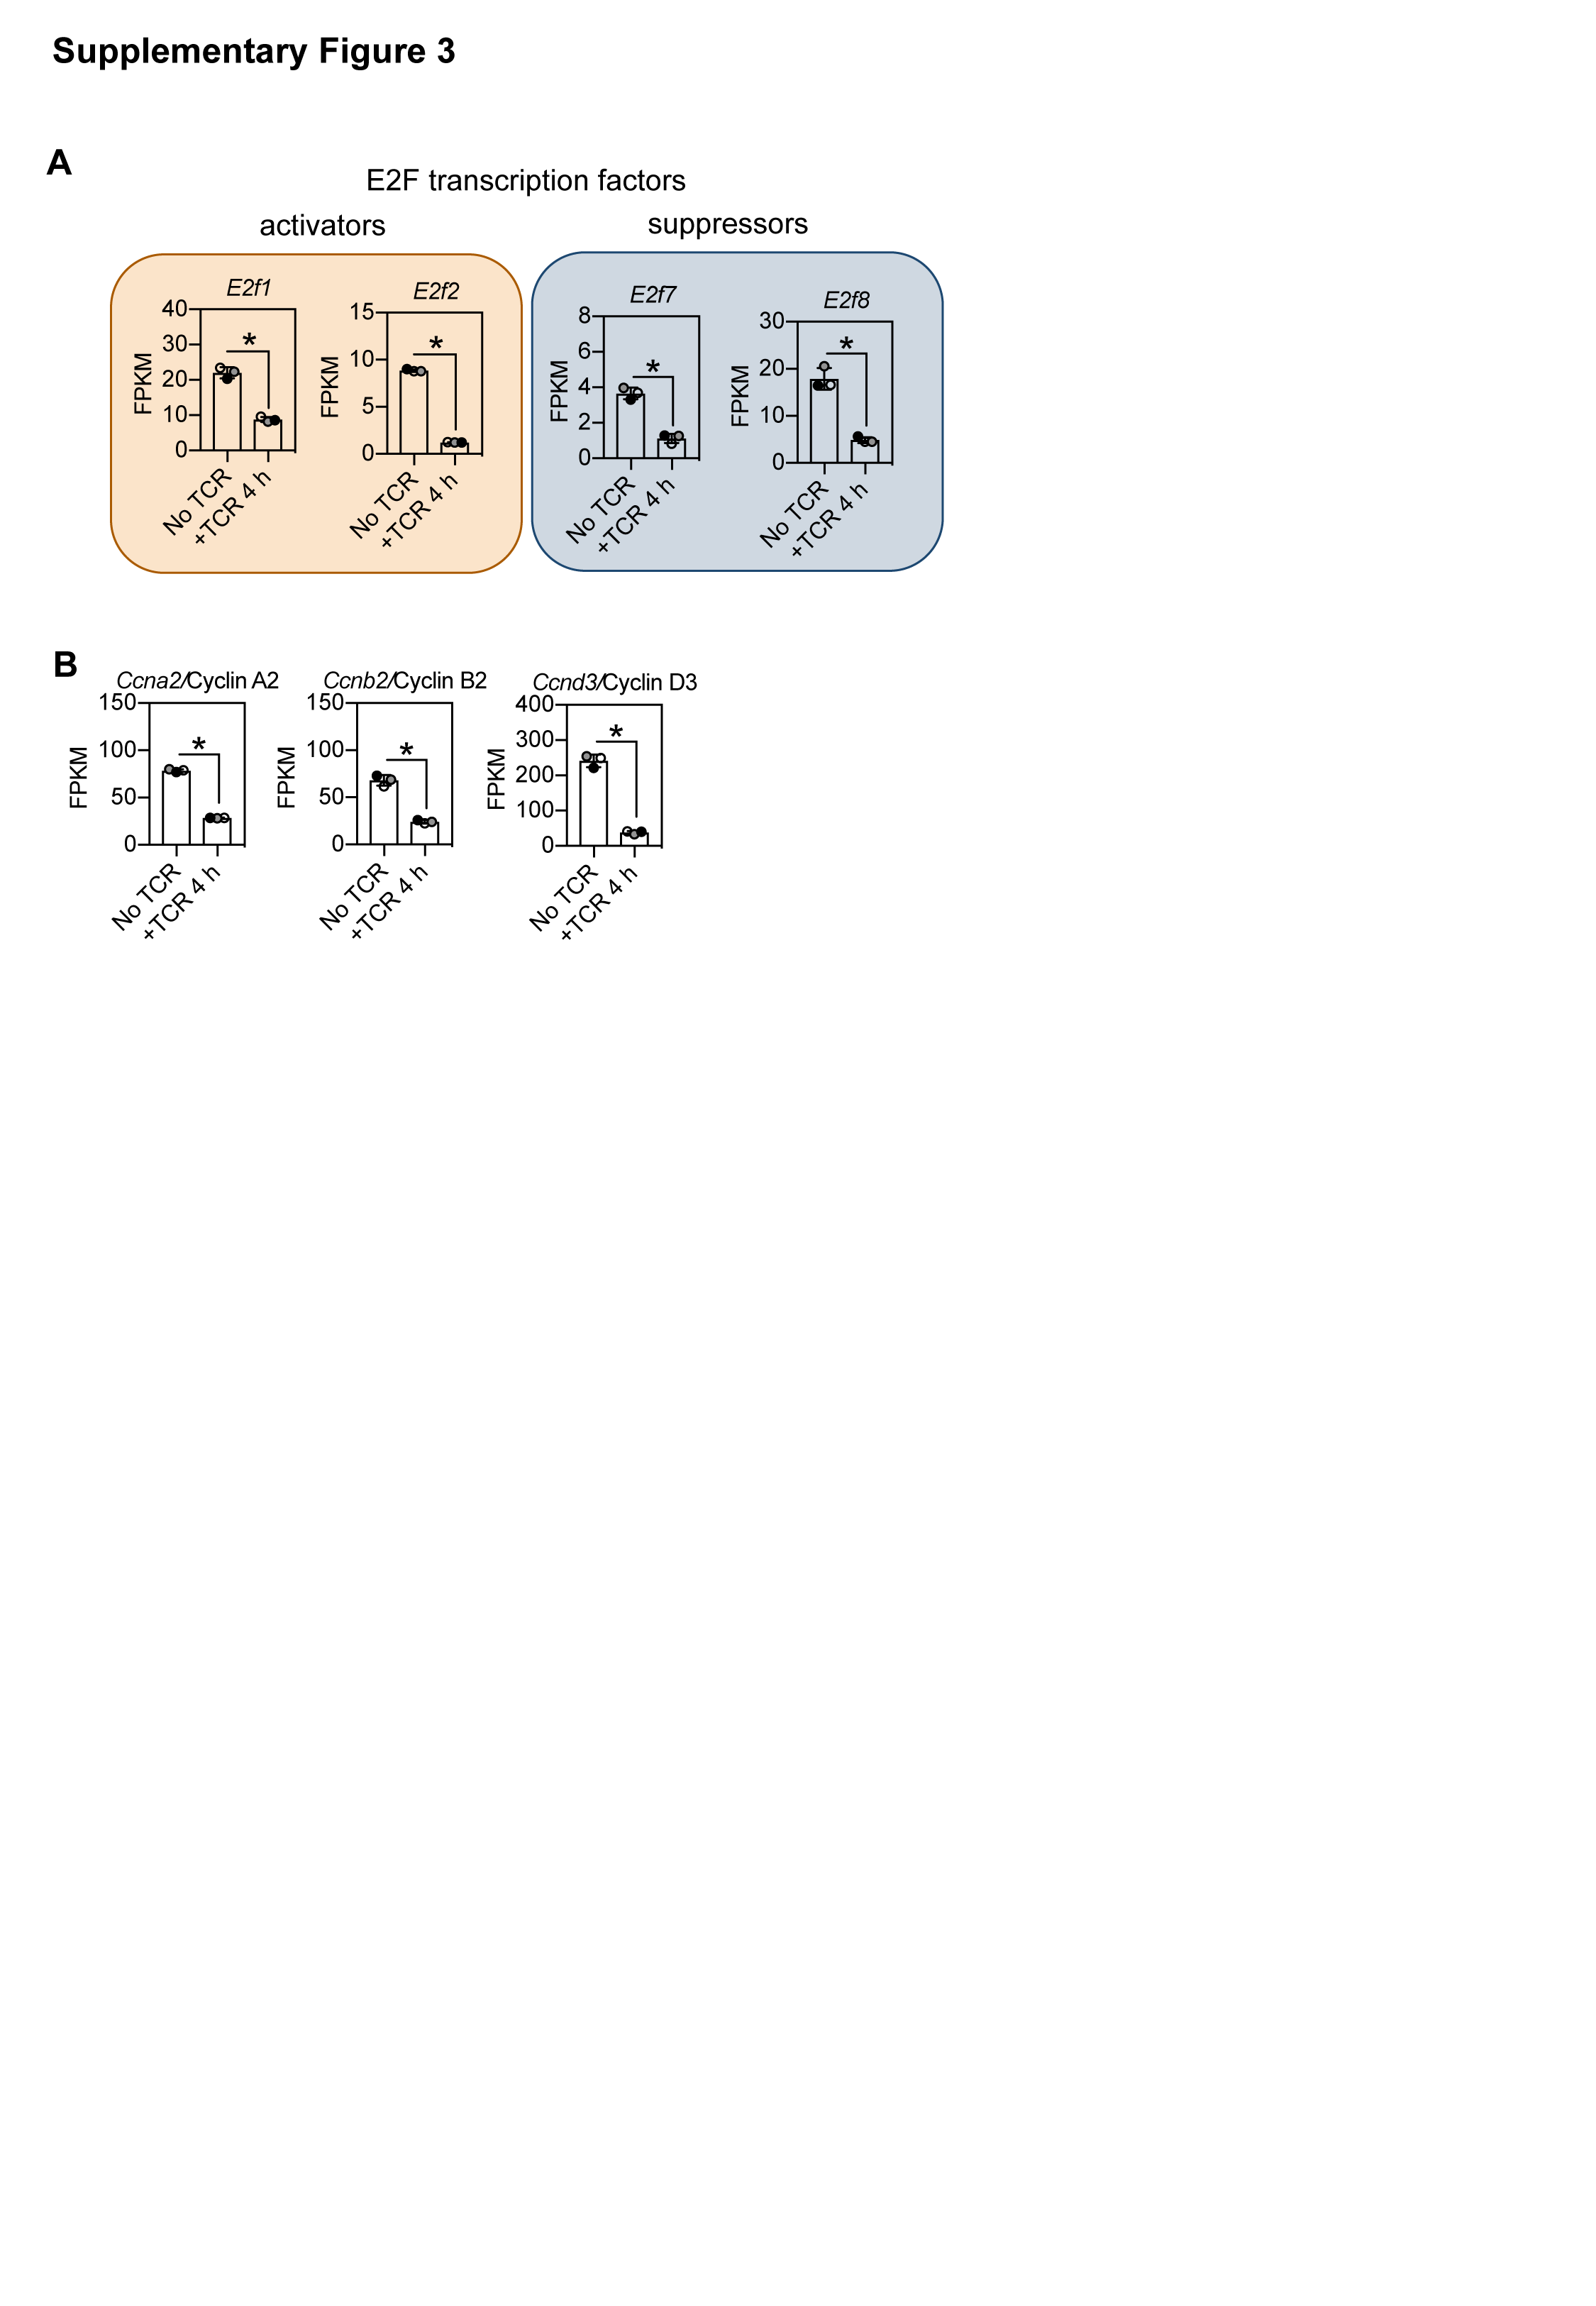

**Supplementary Figure 3 Antigen receptor regulation of cell cycle mRNA expression in effector CD8^+^ T cells.** mRNA expression levels (FPKM) of **(A)** E2F transcription factors: *E2f1*, *E2f2*, *E2f7* and *E2f8*, and **(B)** Cyclins: *Ccna2*/Cyclin A2, *Ccnb2*/Cyclin B2 and *Ccnd3*/Cyclin D3. FPKM shown as the mean of 3 biological replicates ± standard deviation.

**Supplementary Figure 4**

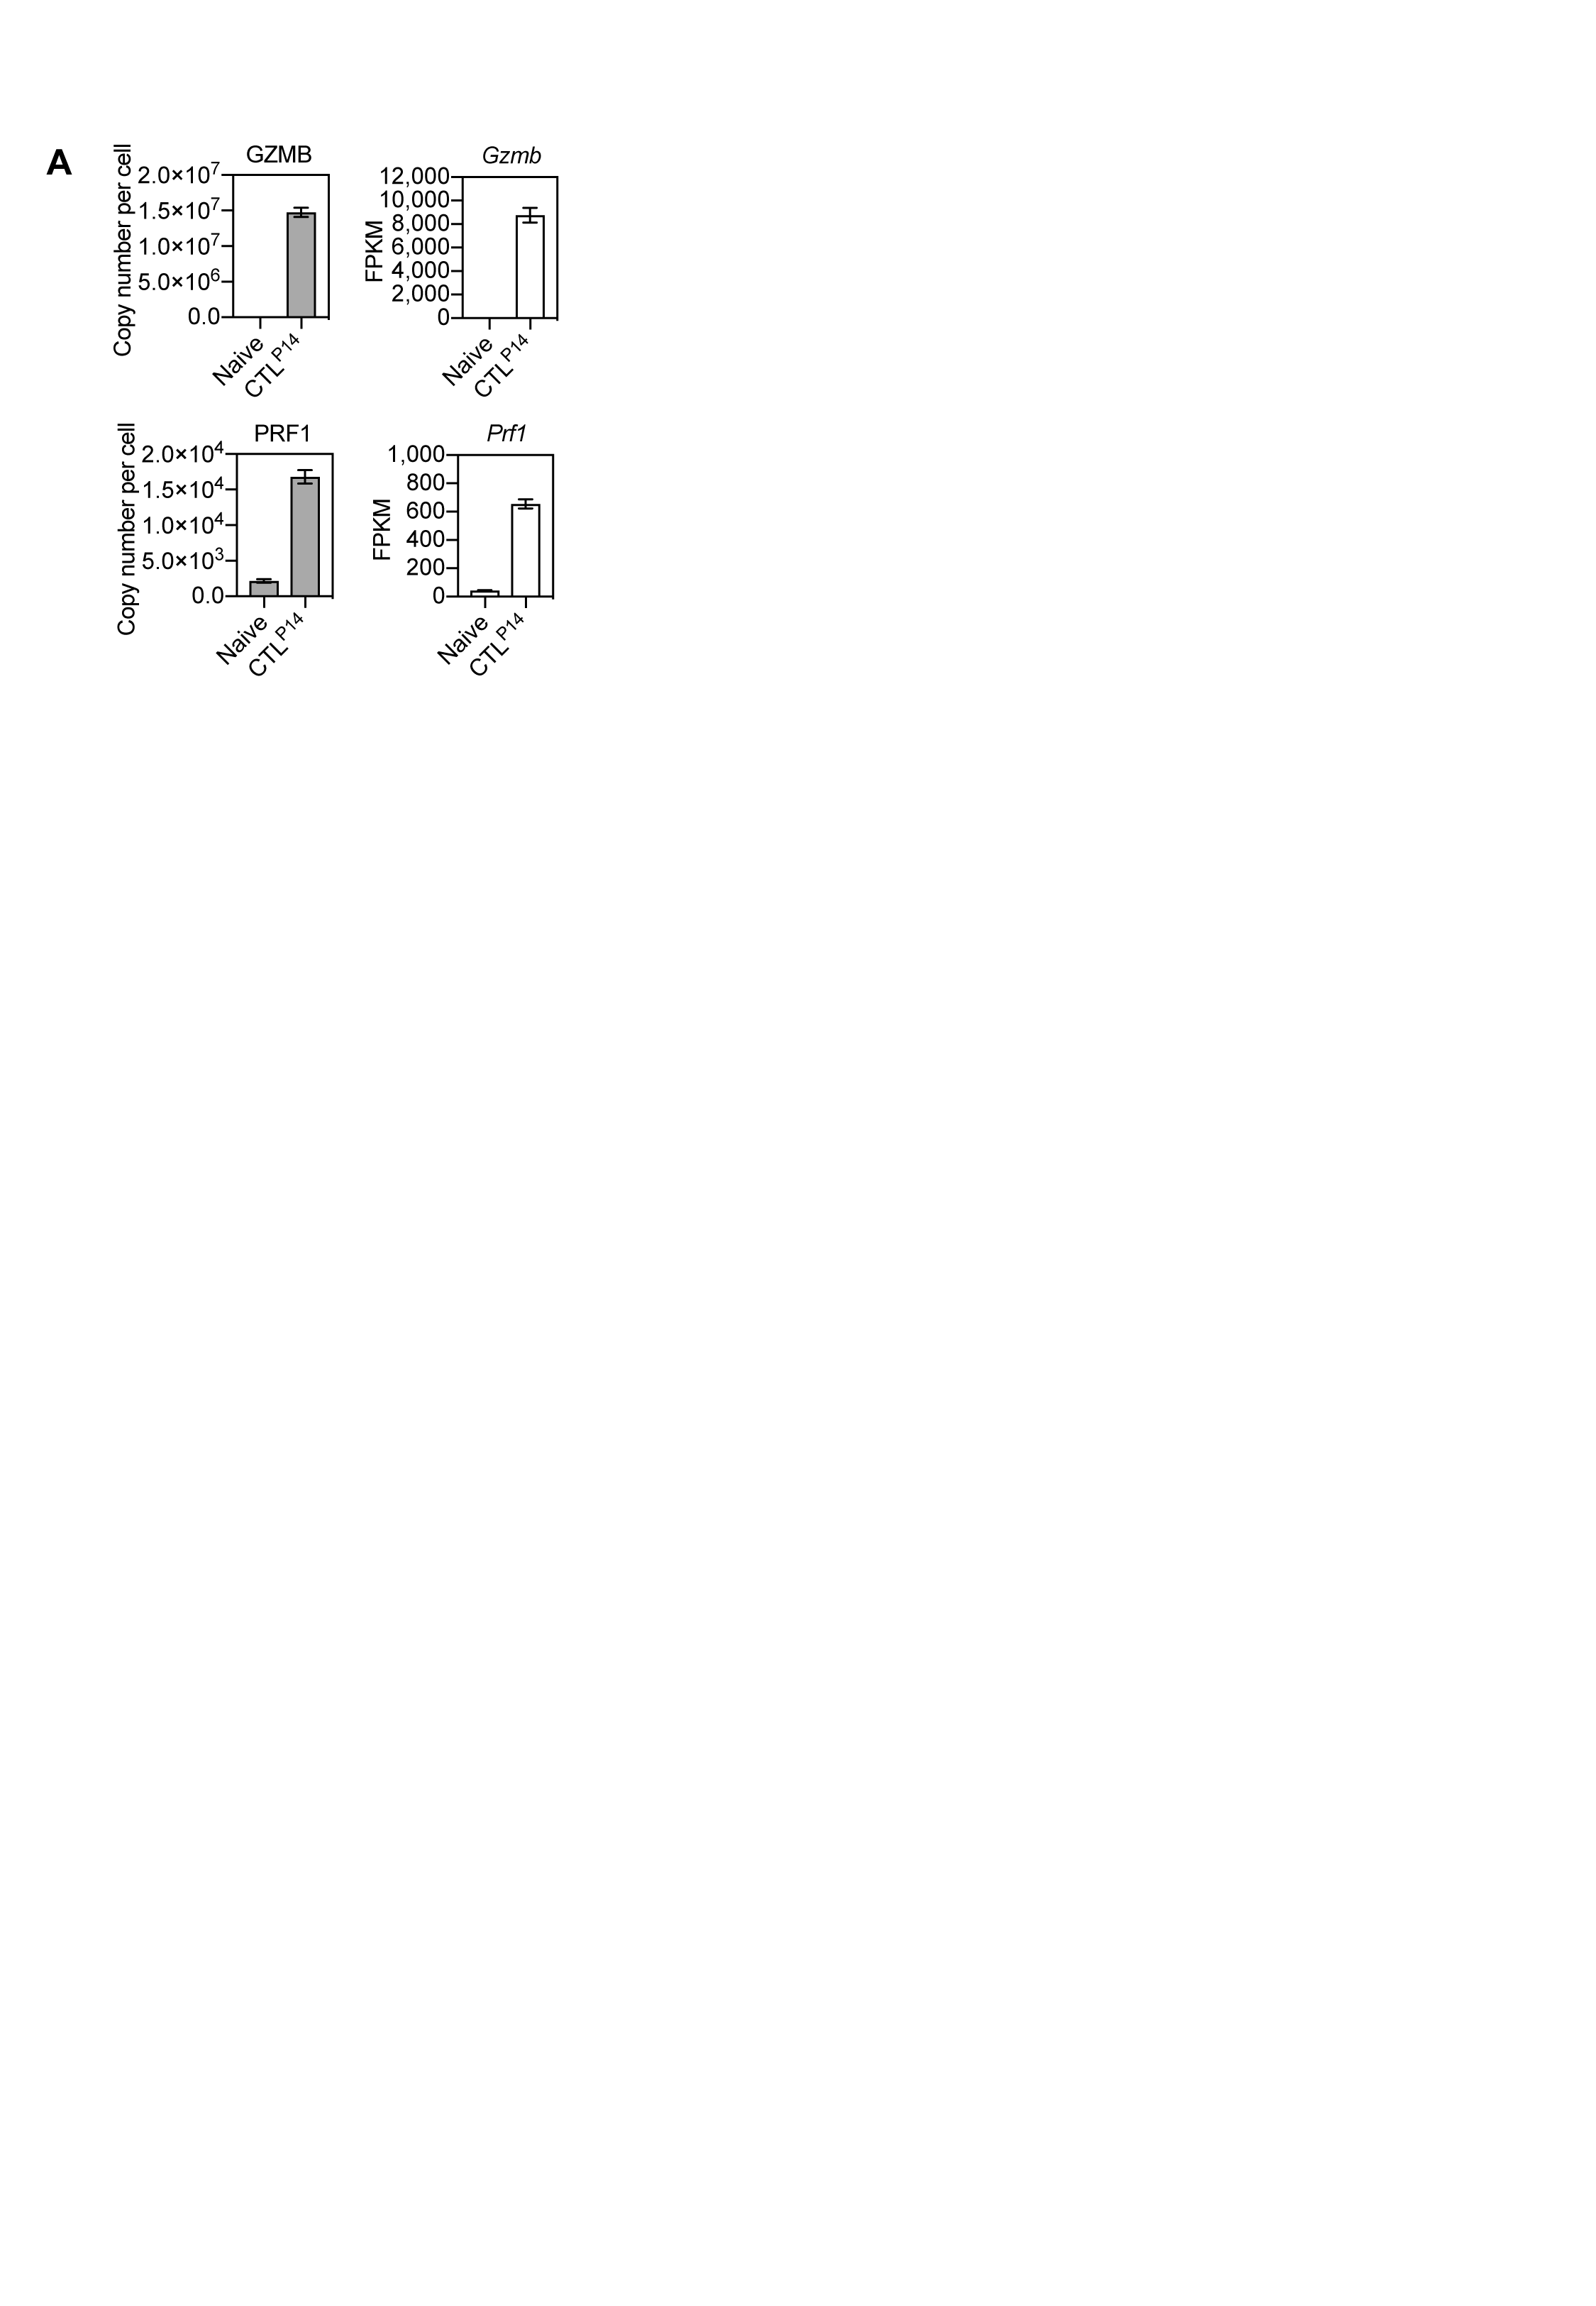

**Supplementary Figure 4 mRNA and protein expression profile of effector molecules in naïve and effector CD8^+^ T cells. (A)** Expression levels of granzyme B protein (copy number per cell) (Howden et al., 2019 and ImmPRes http://immpres.co.uk) or mRNA (FPKM) in naïve CD8^+^ T cells and CTL. Copy numbers and FPKM shown as the mean of 3 biological replicates ± standard deviation.

**Supplementary Figure 5**

**
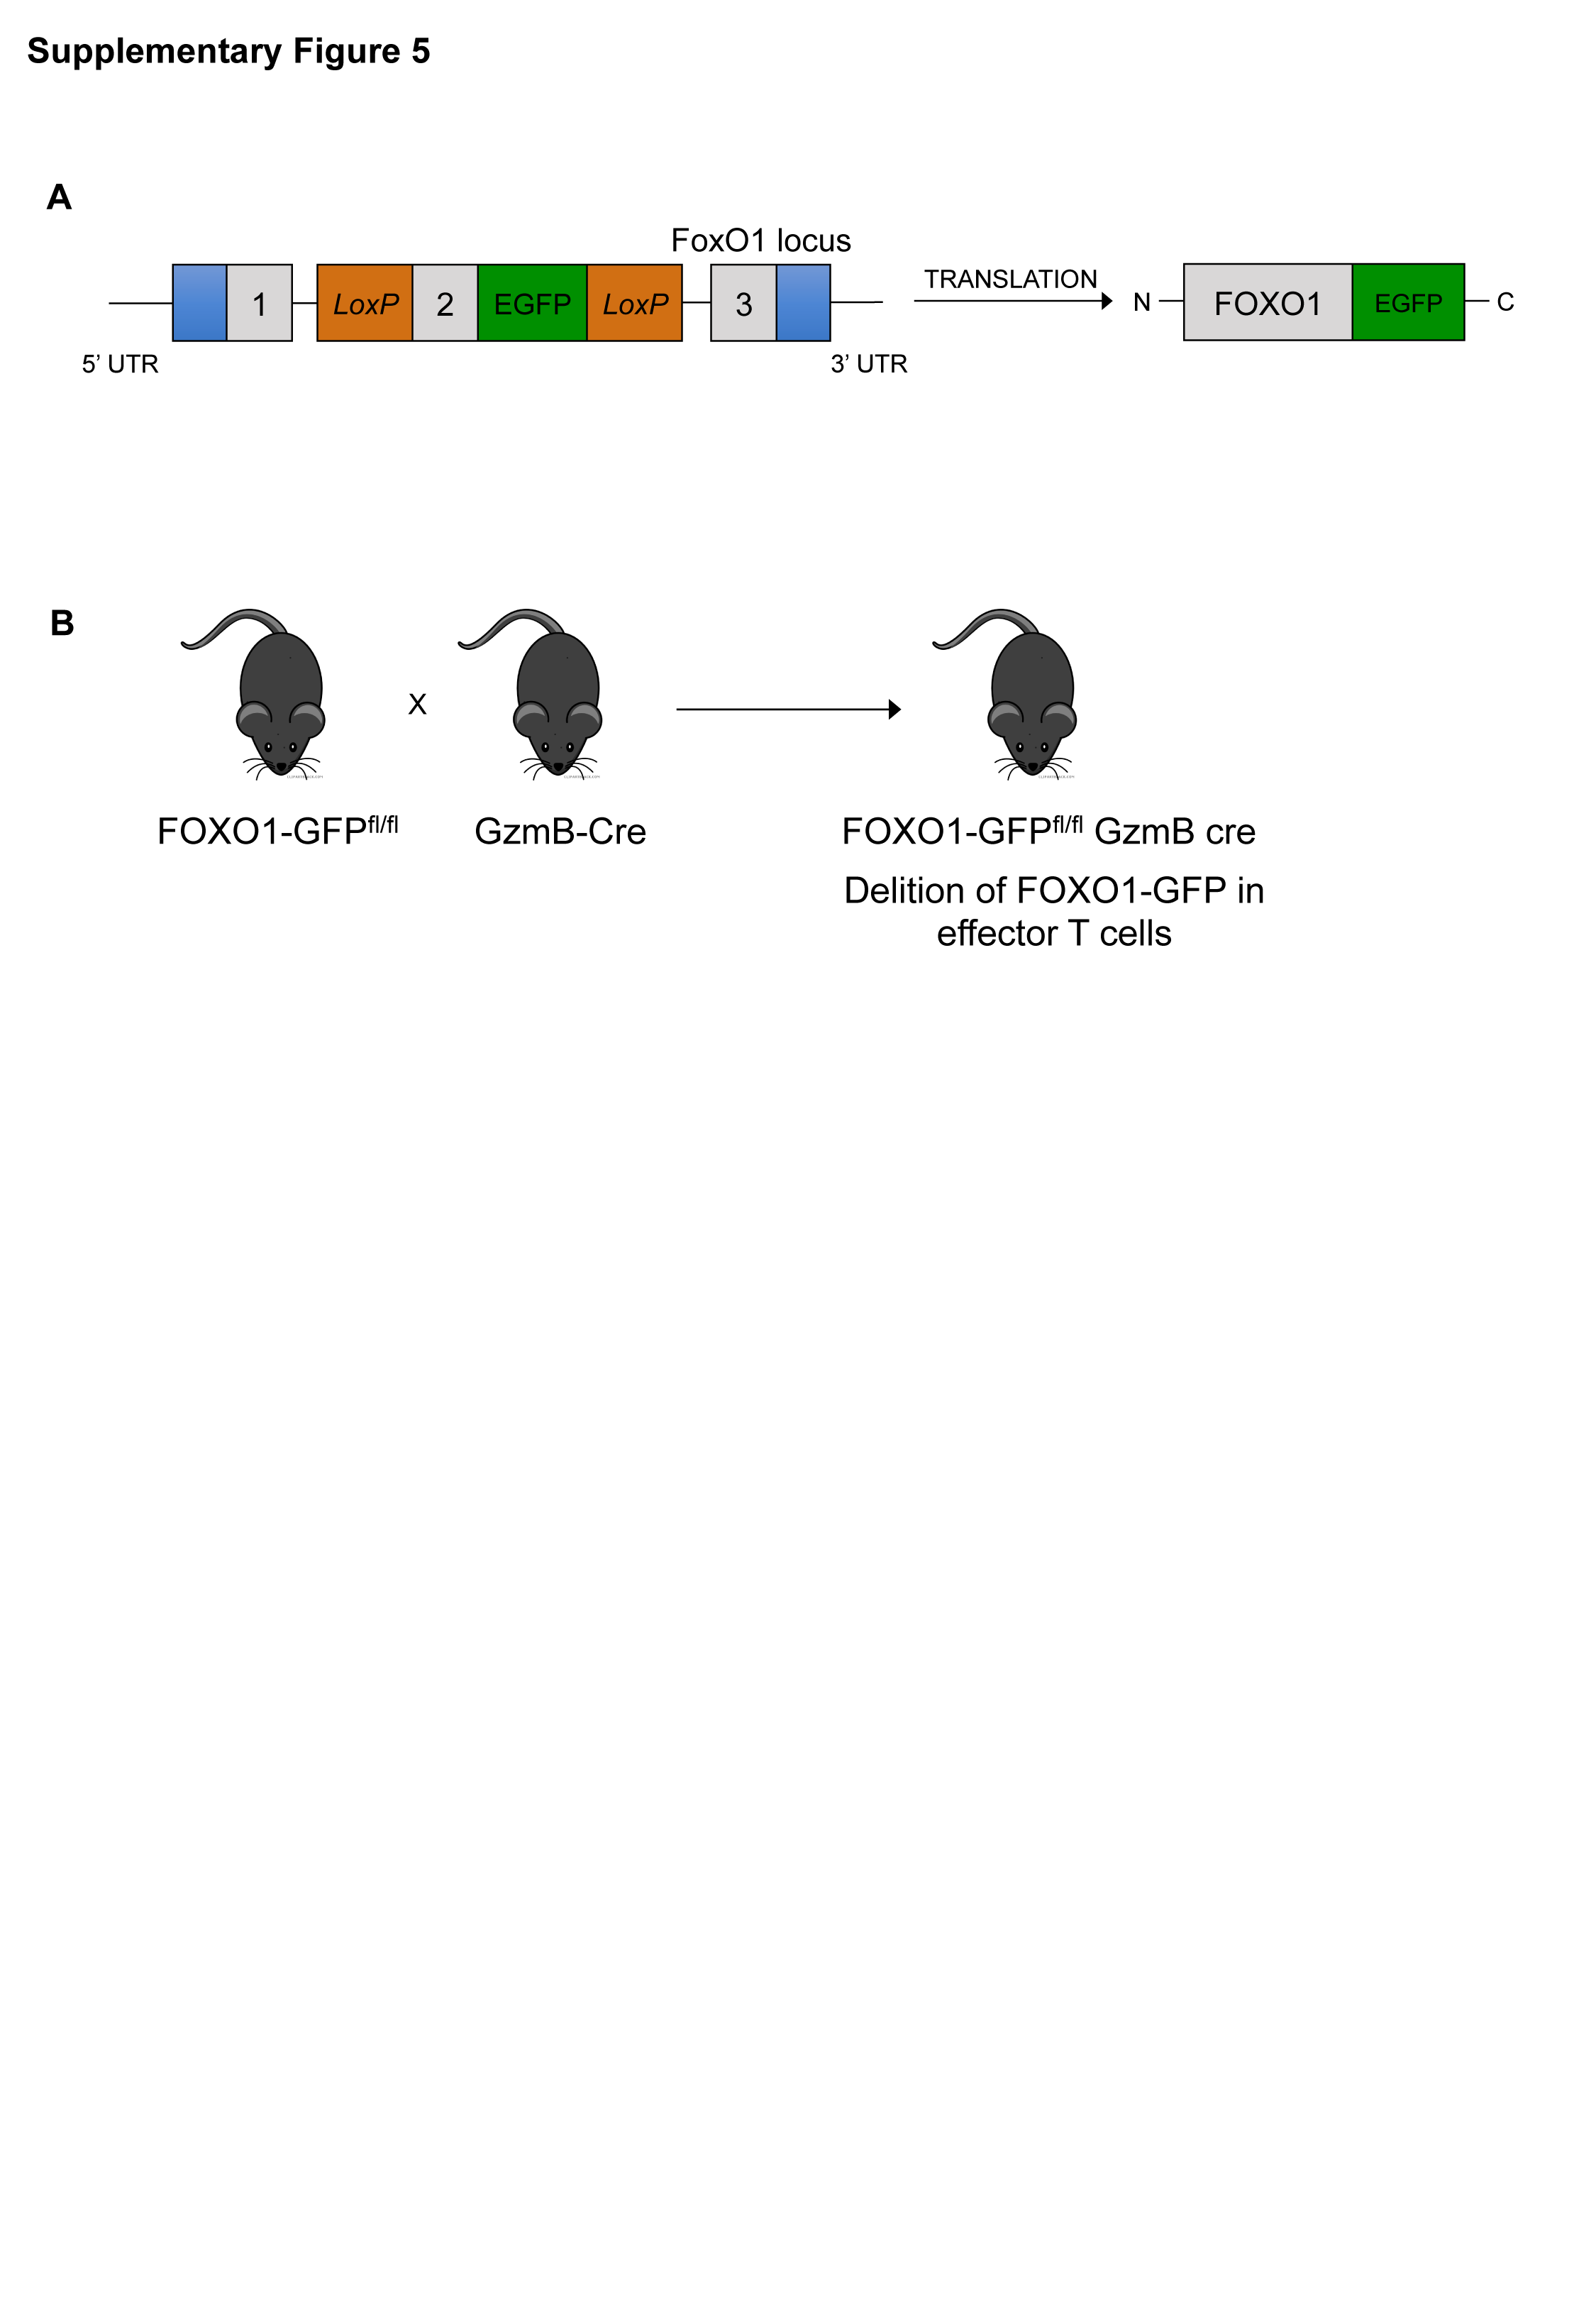
**

**Supplementary Figure 5 Generation of a mouse with a floxed *Foxo1-EGFP* gene and conditional deletion in activated T cells with Granzyme B cre. (A)** Schematic of floxed *Foxo1-EGFP*. EGFP sequence is inserted between the codon coding for the last amino acid of FOXO1 and the stop codon in exon 2 of the *Foxo1* gene. This enables the translation of FOXO1-GFP fusion protein. Exon 2, which includes the EGFP sequence, is flanked by LoxP sites allowing conditional deletion. **(B)** Schematic diagram of generating a conditional knockout mouse for the deletion of *Foxo1-EGFP* gene in activated T cells. FOXO1-GFP^fl/fl^ GzmB cre mice were generated by crossing floxed *Foxo1-EGFP* mice to mice expressing the Cre recombinase under the control of the granzyme B promoter sequence.

**Supplementary Figure 6**

**
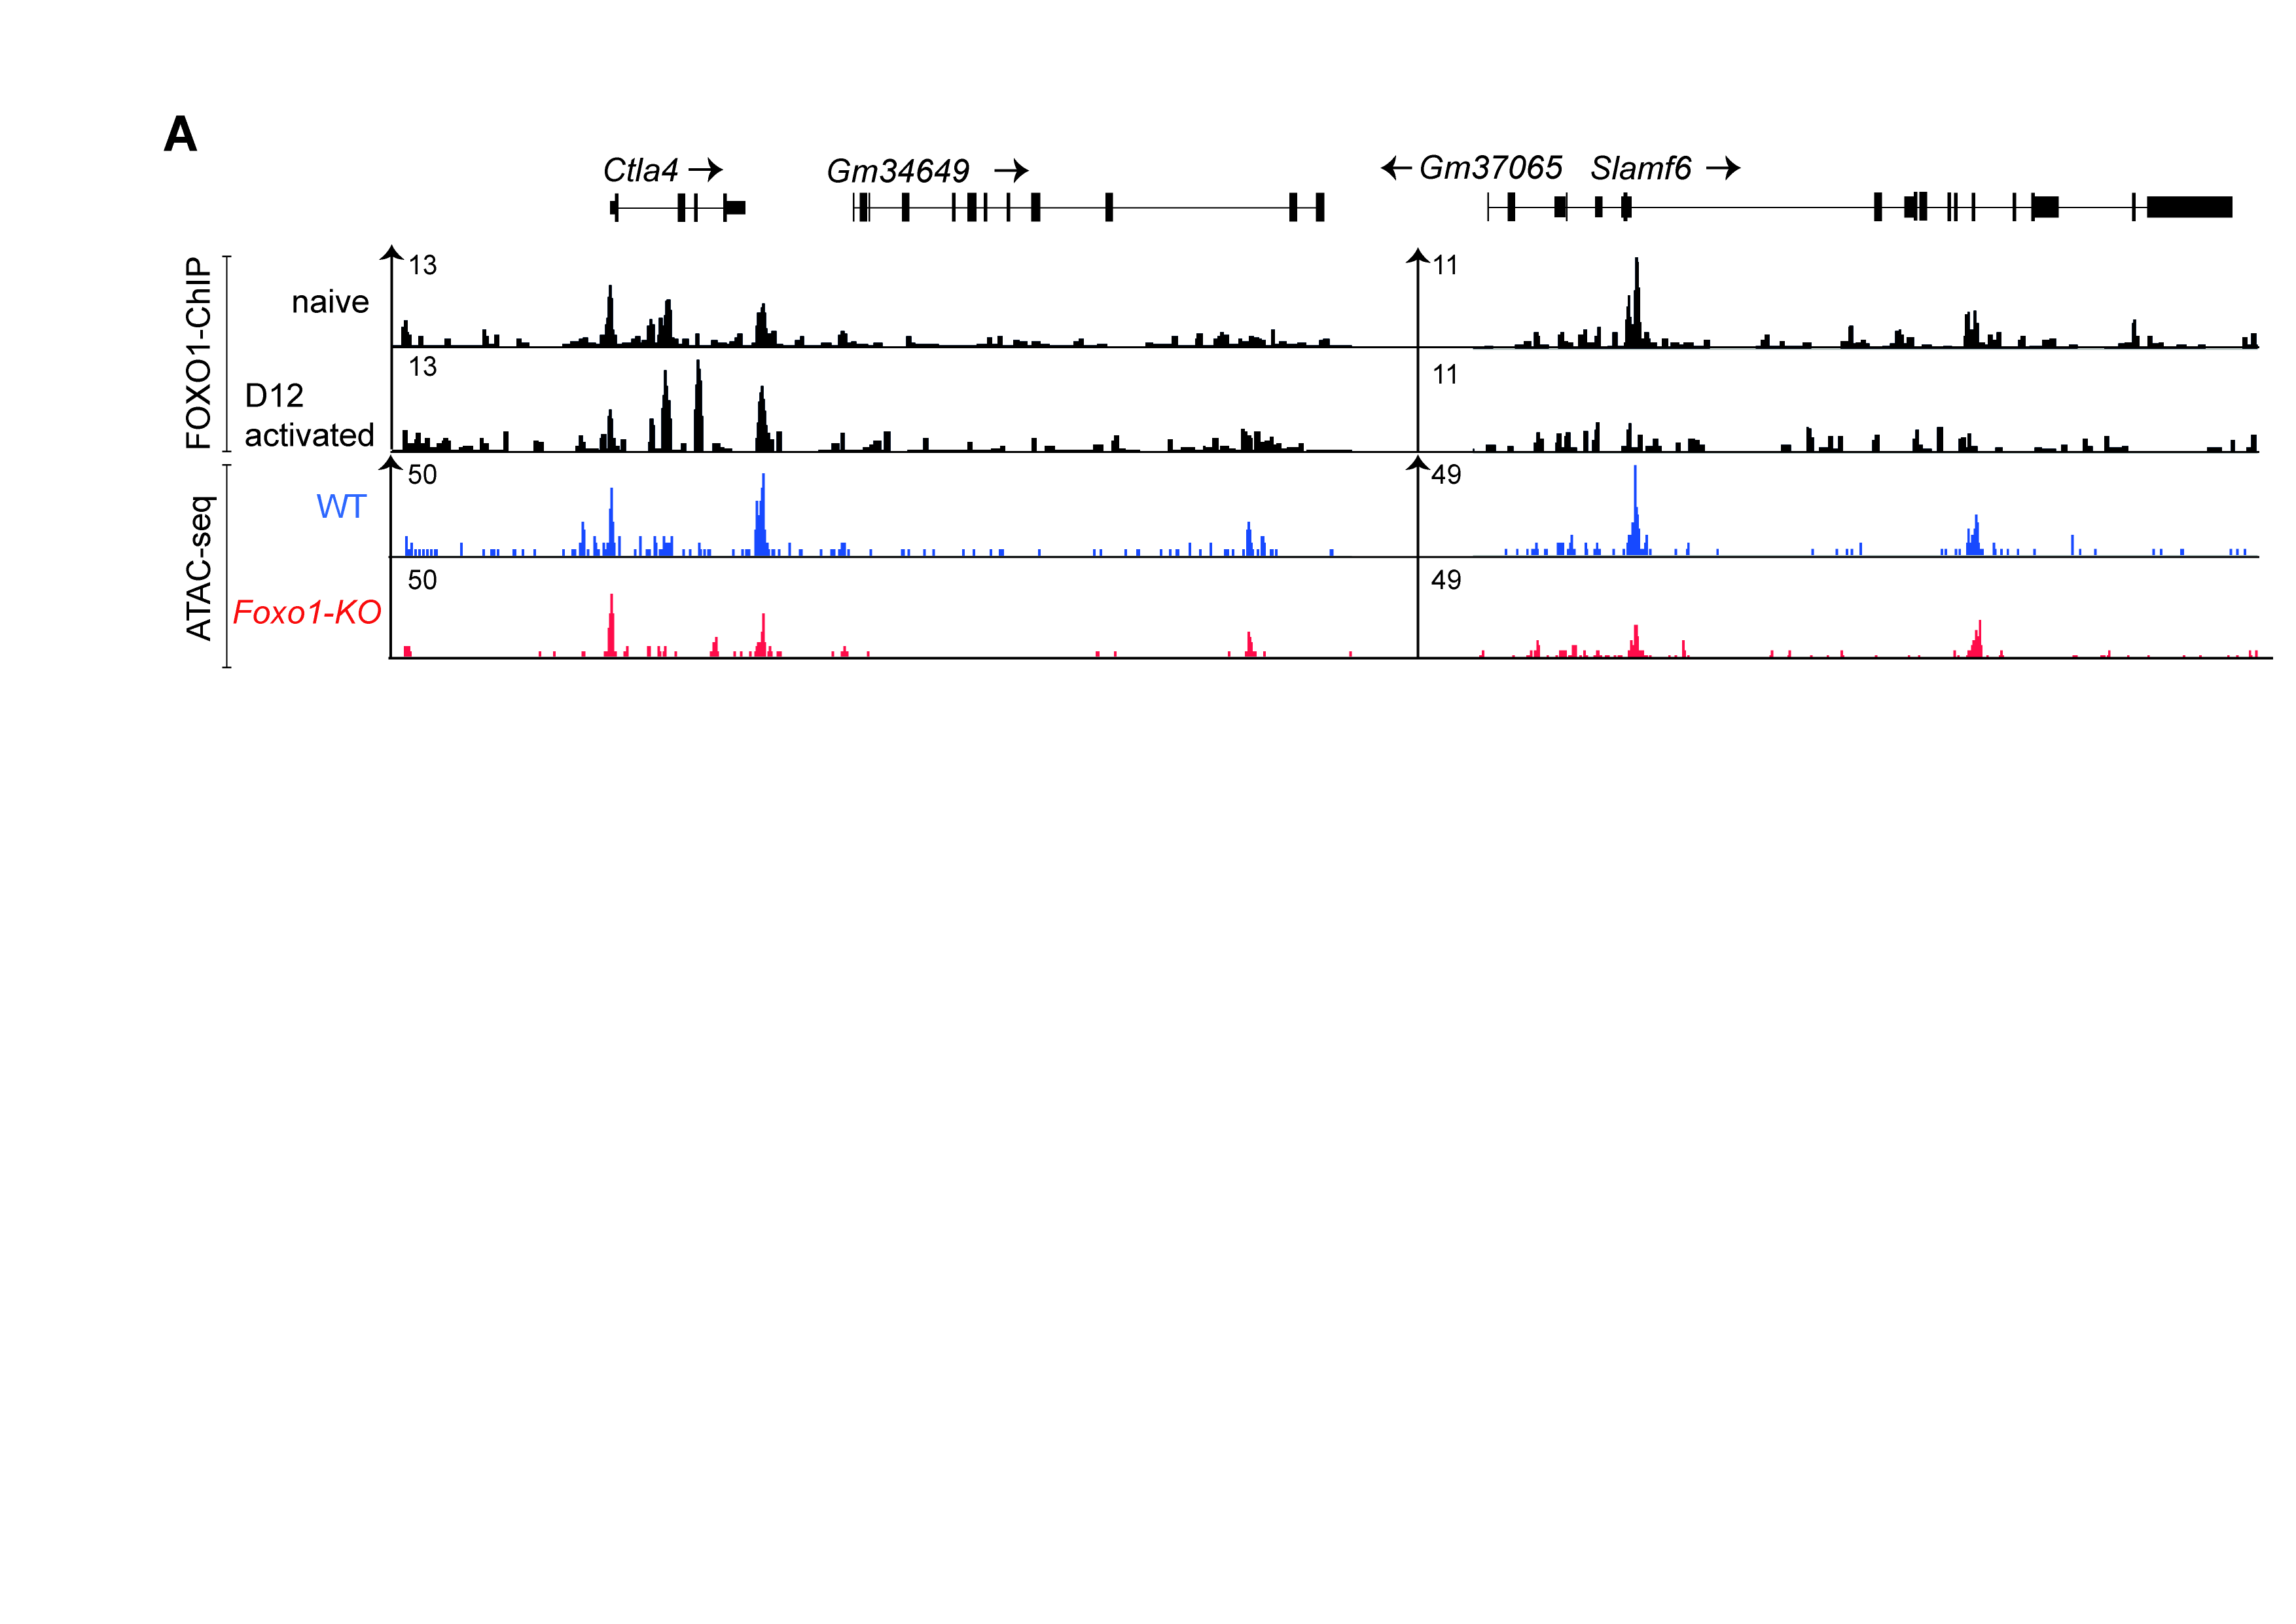
**

**Supplementary Figure 6 Direct FOXO1 regulation of *Ctla4* and *Slamf6*. (A)** FOXO1 genomic binding (ChIP-seq) in naive and D12 post-infection (LCMV-ARM) P14 CD8^+^ T cells, and chromatin accessibility (ATAC-seq) in naïve WT and FOXO1 KO CD8^+^T cells for *Ctla4* and *Slamf6* from published datasets (1) deposited to the NCBI GEO/SRA and accessible with the identifier GSE163723. IGV genome browser ((2) version 2.8.10) was used to visualise ChIP and ATAC peaks on the mouse genome (mm10).

**Supplementary Figure 7**

**
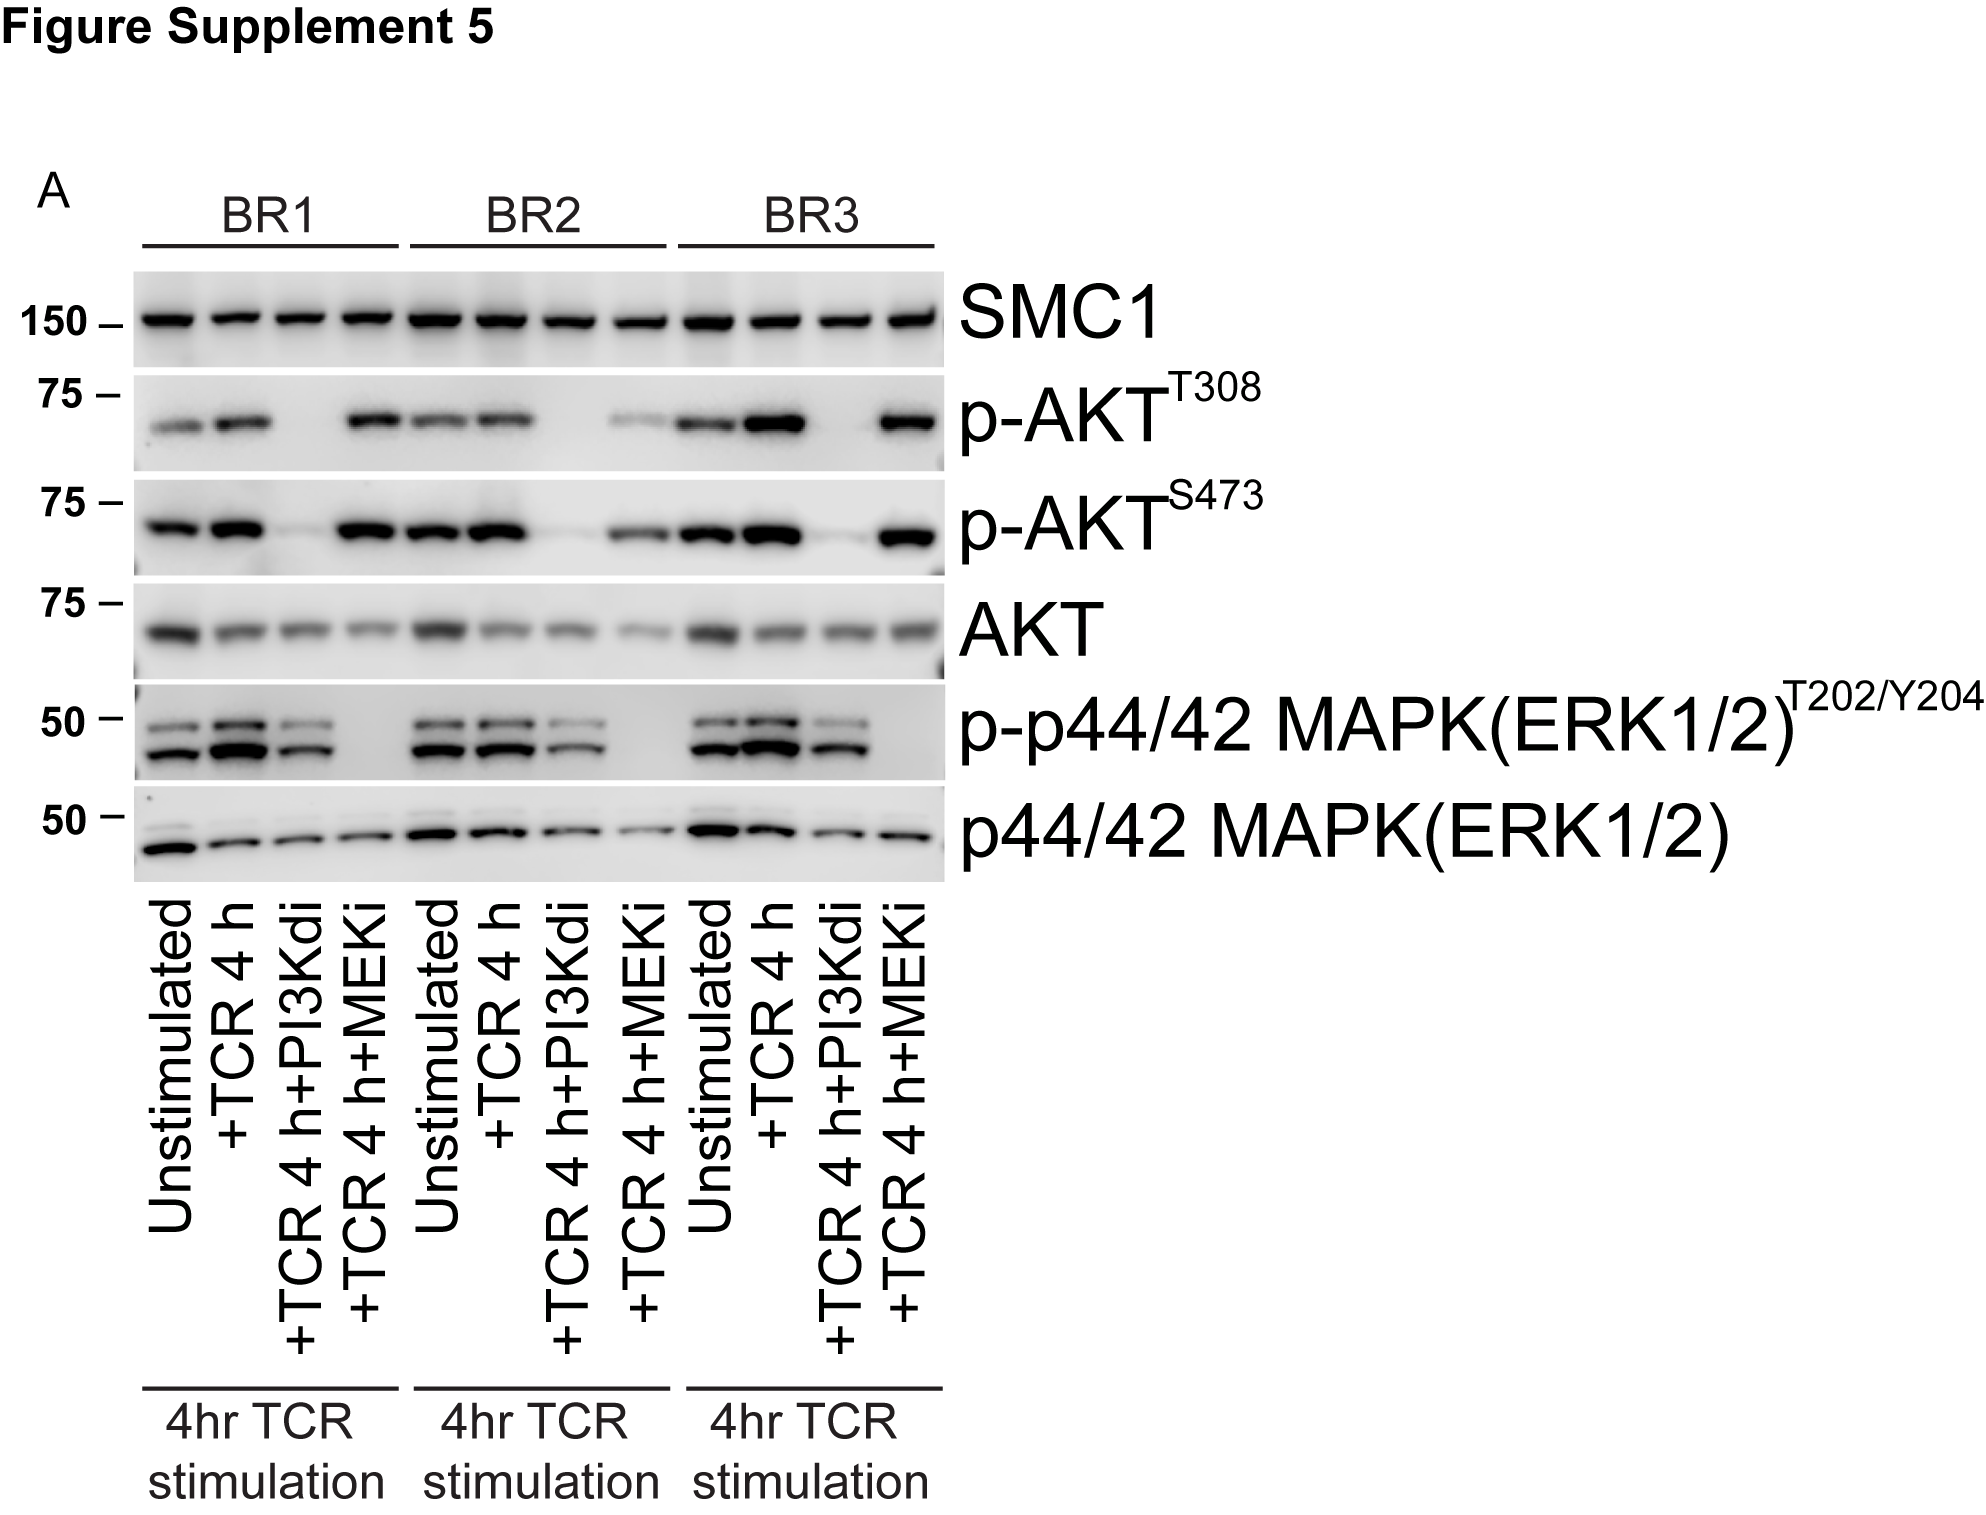
**

**Supplementary Figure 7 The selective PI3K p110δ inhibitor IC87114 and MEK inhibitor PD184252 allow effective inhibition of AKT and ERK1/2 phosphorylation respectively in effector CD8^+^ T cells. (A)** Effector CD8^+^ T cells were left unstimulated or TCR retriggered with gp33-41 peptide ± PI3K p110δ inhibitor IC87114 (PI3Kdi) or MEK inhibitor PD184252 (MEKi) for 4 h. Cell lysates were analysed by western blot using phospho-AKT antibodies (p-AKT S473 and T308), phospho-ERK1/2 (p-p44/42 MAPK T202/Y204), AKT, ERK1/2 (p44/42 MAPK) and SMC1 as loading control.

**Supplementary Figure 8**

**
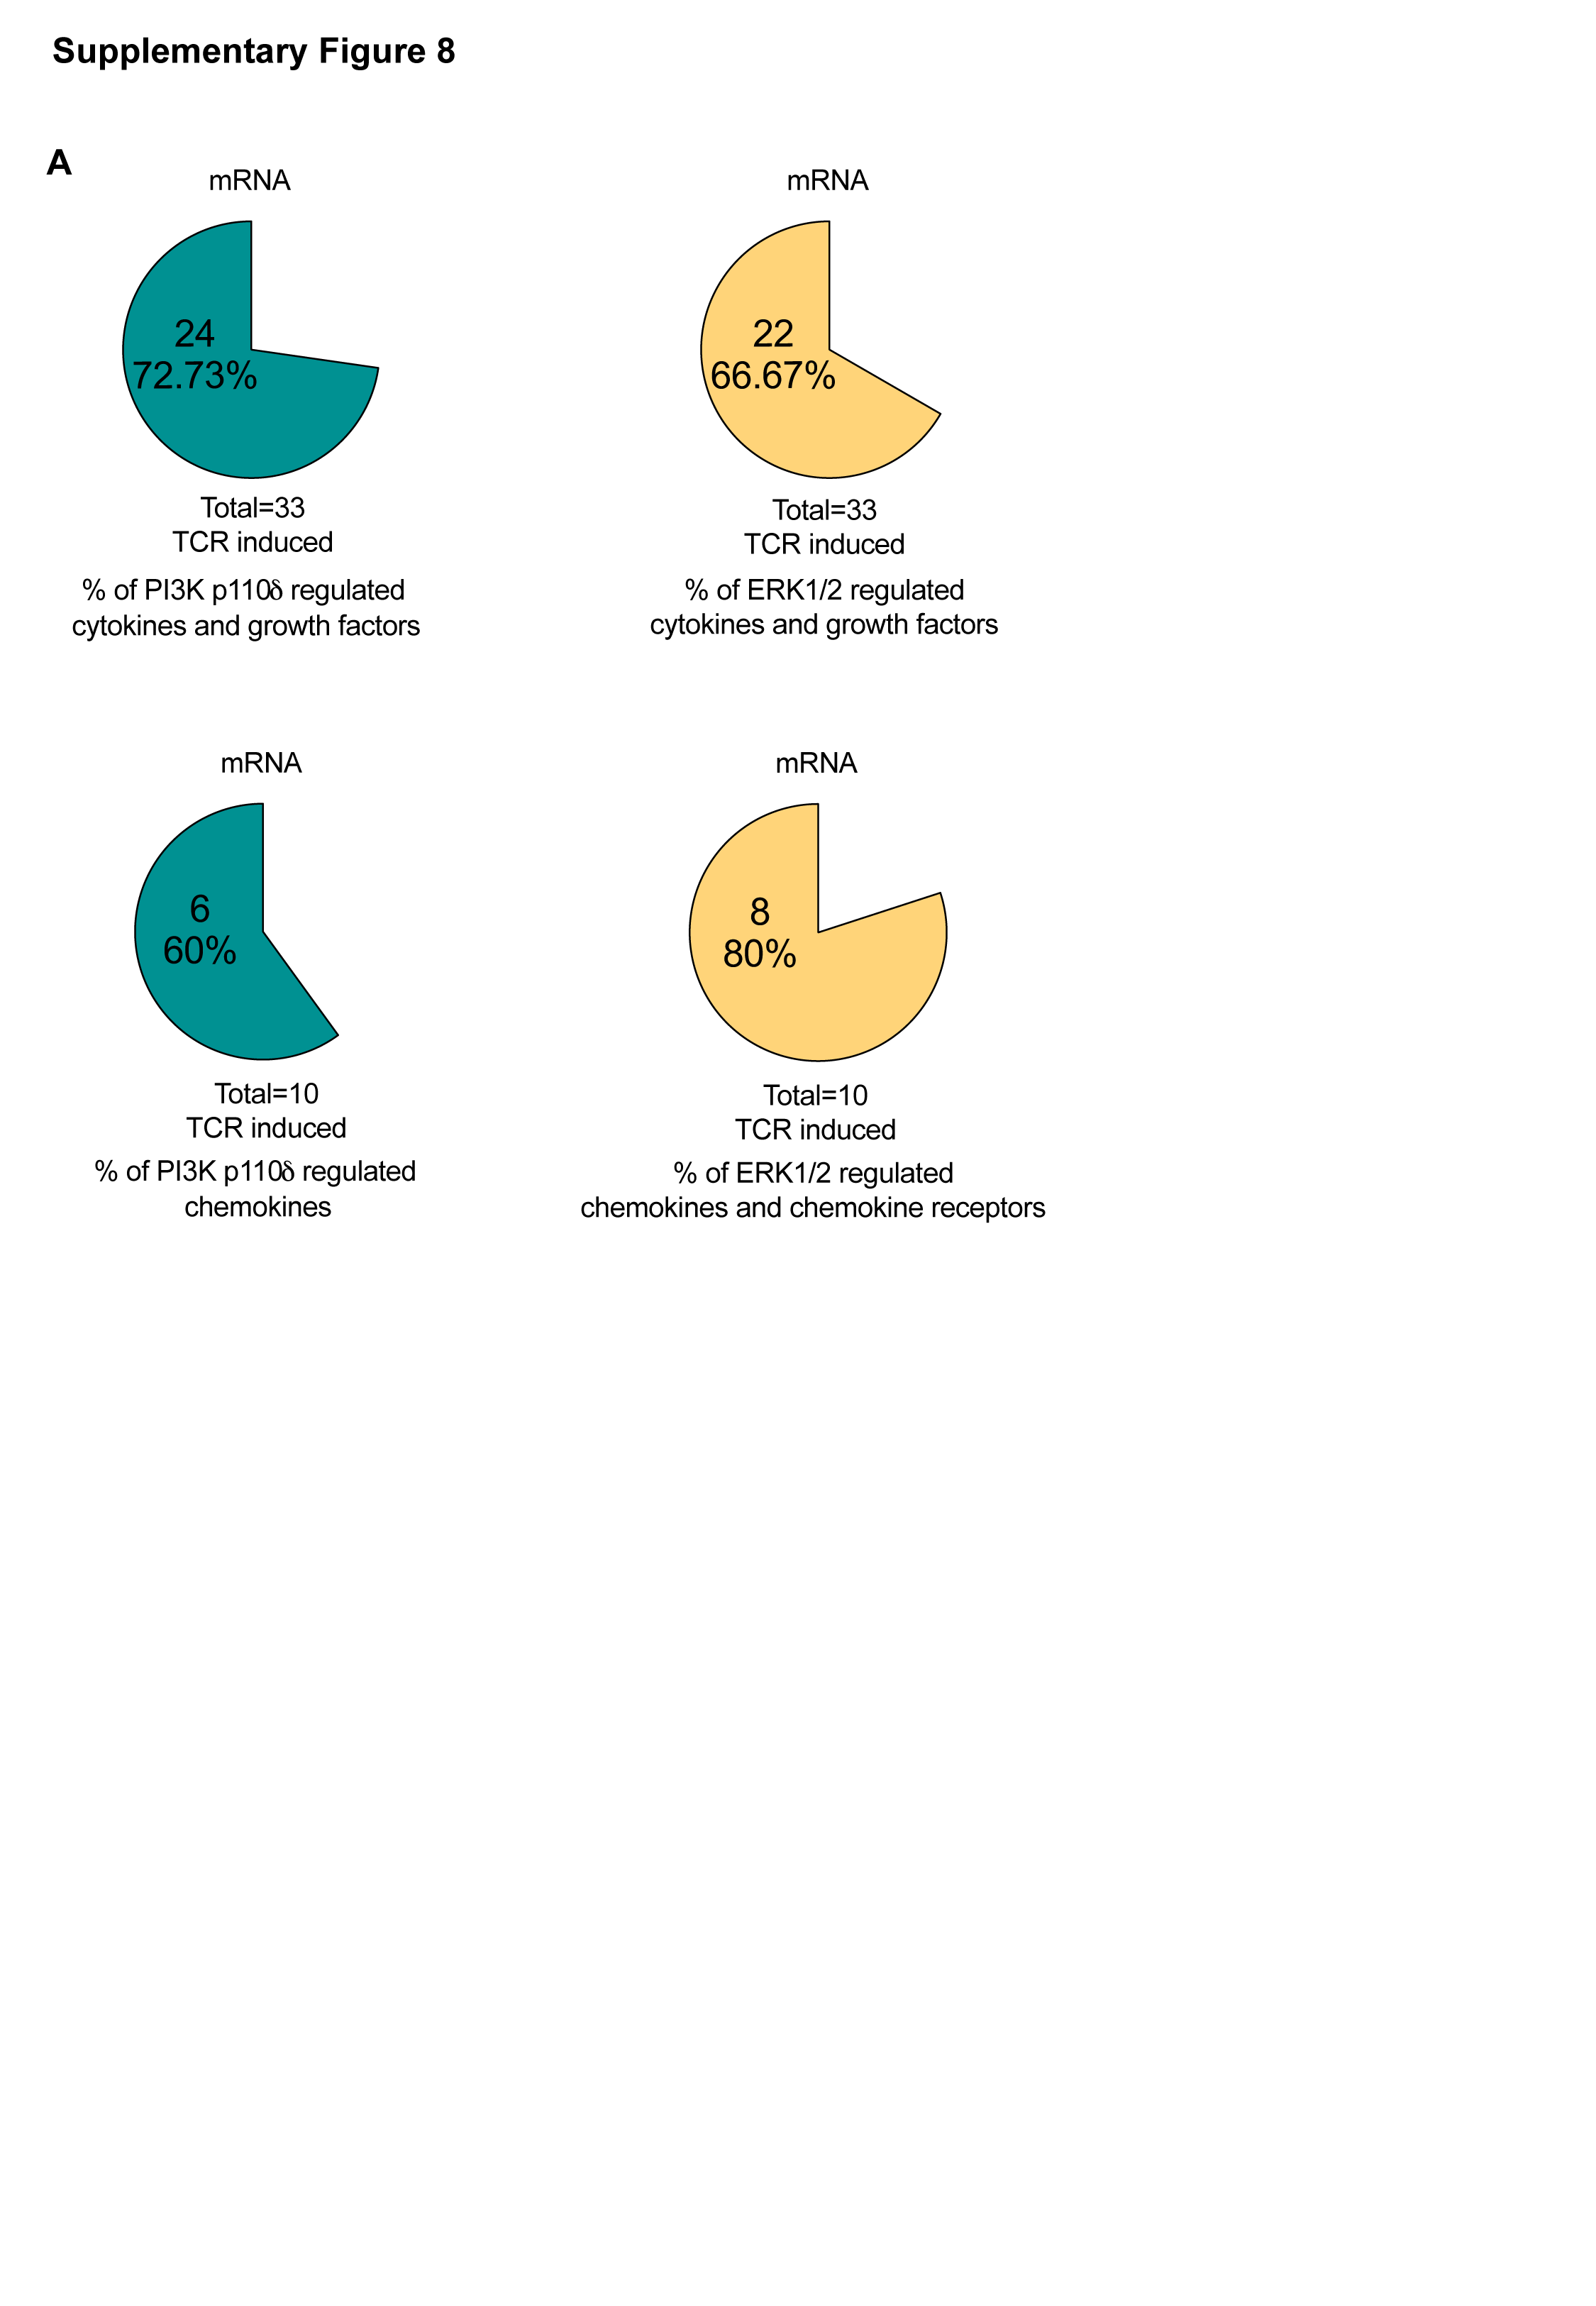
**

**Supplementary Figure 8 Cytokine, growth factor and chemokine mRNA regulated by PI3K p110δ and/or ERK1/2. (A)** The number of cytokine, growth factor and chemokine mRNA PI3K p110δ and/or ERK1/2 regulated is presented as proportion of the total number of cytokines, growth factors and chemokines annotated and TCR induced.

**Supplementary Table 7:** **mRNA sensitive to FOXO1 deletion.** Overlap of mRNA whose expression was statistically significant induced by sustained PI3K p110δ inhibition in WT CTL and reduced in treated FOXO1-GFP KO CTL versus WT treated CTL (fold change > 1.5 or < 0.67; adj. *P* values < 0.05). The shared mRNA listed in the table are therefore regulated by PI3K p110δ through FOXO1.

| **FOXO1 dependent mRNA** | | | |
| --- | --- | --- | --- |
| **Gene symbol** | **Fold change**  **FOXO1-GFP KO +PI3Kdi 24 h / WT +PI3Kdi 24 h** | **Gene symbol** | **Fold change**  **FOXO1-GFP KO +PI3Kdi 24 h / WT +PI3Kdi 24 h** |
| \| *Slamf6* \| \| --- \| \| *Tbc1d4* \| \| *Aff3* \| \| *Aqp3* \| \| *Tnfrsf23* \| \| *Serpinb1a* \| \| *A630023P12Rik* \| \| *Mmp9* \| \| *Tnfrsf22* \| \| *Arap3* \| \| *Gm12349* \| \| *Jchain* \| \| *Ust* \| \| *Prss12* \| \| *Tcf7* \| \| *Dnah12* \| \| *Trat1* \| \| *Matn2* \| \| *Gucy2e* \| \| *Slc28a2b* \| \| *Ripor2* \| \| *Gm11346* \| \| *Ctla4* \| \| *Lyst* \| \| *Lypd6b* \| \| *Igf1r* \| \| *Fbln1* \| \| *Pim2* \| \| *Gpld1* \| \| *Itga4* \| \| *Abcc3* \| \| *Tmem71* \| \| *Ly6g* \| \| *Il1rl2* \| \| *Dgka* \| \| *Ttyh3* \| \| *Klf2* \| \| *Serpina3g* \| \| *Ifi209* \| \| *Gch1* \| \| *S1pr1* \| \| *Pdzd2* \| \| *Xdh* \| \| *Lmtk3* \| \| *Actr3b* \| | \| 0.05 \| \| --- \| \| 0.11 \| \| 0.12 \| \| 0.14 \| \| 0.15 \| \| 0.16 \| \| 0.18 \| \| 0.19 \| \| 0.19 \| \| 0.20 \| \| 0.20 \| \| 0.20 \| \| 0.21 \| \| 0.22 \| \| 0.22 \| \| 0.23 \| \| 0.25 \| \| 0.25 \| \| 0.25 \| \| 0.27 \| \| 0.28 \| \| 0.28 \| \| 0.29 \| \| 0.31 \| \| 0.31 \| \| 0.32 \| \| 0.32 \| \| 0.33 \| \| 0.33 \| \| 0.33 \| \| 0.33 \| \| 0.34 \| \| 0.34 \| \| 0.35 \| \| 0.38 \| \| 0.38 \| \| 0.39 \| \| 0.39 \| \| 0.39 \| \| 0.40 \| \| 0.40 \| \| 0.41 \| \| 0.41 \| \| 0.42 \| \| 0.42 \| | \| *Sh3bp5* \| \| --- \| \| *Tnfrsf26* \| \| *Csgalnact1* \| \| *Plekhg2* \| \| *Selenop* \| \| *Gm13546* \| \| *Pik3r5* \| \| *Ssh2* \| \| *Myof* \| \| *Abhd15* \| \| *Dst* \| \| *Fam49a* \| \| *Tbxa2r* \| \| *Ssbp2* \| \| *Gab3* \| \| *C030034L19Rik* \| \| *Pde4b* \| \| *Palm* \| \| *Ifi214* \| \| *Slc26a11* \| \| *Card6* \| \| *Cxcr4* \| \| *Bach2* \| \| *Lrrc32* \| \| *Kcnj8* \| \| *Phlpp1* \| \| *Ltb* \| \| *Fkbp1a* \| \| *Ifi206* \| \| *Calhm6* \| \| *Gbp2* \| \| *Ifit1bl1* \| \| *Acvr2a* \| \| *Bcl2l11* \| \| *Plxdc2* \| \| *Cmah* \| \| *Slfn1* \| \| *Prnp* \| \| *Dgat1* \| \| *Pdcd4* \| \| *Tmem35b* \| \| *Gm8369* \| \| *Rasa3* \| \| *Tiparp* \| \| *Neurl3* \| | \| 0.42 \| \| --- \| \| 0.43 \| \| 0.43 \| \| 0.44 \| \| 0.44 \| \| 0.44 \| \| 0.45 \| \| 0.45 \| \| 0.46 \| \| 0.47 \| \| 0.49 \| \| 0.49 \| \| 0.49 \| \| 0.49 \| \| 0.50 \| \| 0.50 \| \| 0.51 \| \| 0.52 \| \| 0.53 \| \| 0.53 \| \| 0.53 \| \| 0.54 \| \| 0.55 \| \| 0.56 \| \| 0.56 \| \| 0.56 \| \| 0.56 \| \| 0.57 \| \| 0.57 \| \| 0.58 \| \| 0.59 \| \| 0.60 \| \| 0.61 \| \| 0.61 \| \| 0.61 \| \| 0.61 \| \| 0.63 \| \| 0.63 \| \| 0.64 \| \| 0.64 \| \| 0.64 \| \| 0.65 \| \| 0.65 \| \| 0.66 \| \| 0.67 \| |

**Supplementary Table 8:** **Cytokine, growth factor and chemokine mRNA regulated by both PI3K p110δ and ERK1/2.** List of annotated and TCR induced mRNA encoding for cytokines, growth factors and chemokines whose expression was reduced by blocking either PI3K p110δ or ERK1/2.

| **Cytokines, growth factors and chemokines regulated by PI3K p110δ and ERK1/2** | | | | |
| --- | --- | --- | --- | --- |
| **PI3K p110δ regulated** | **PI3K p110δ and ERK1/2 regulated** | | | **ERK1/2 regulated** |
| *Inhba* | *Timp1* | *Il1a* | *Ccl1* | *Spp1* |
| *Tnfsf14* | *Il3* | *Il6* | *Ccl9* | *Tnfsf8* |
| *Il23a* | *Csf2* | *Il31* | *Ccl22* | *Clcf1* |
| *Il22* | *Tnf* | *Cd70* |  | *Ccl4* |
| *Il21* | *Il24* | *Lta* |  | *Ccl5* |
| *Cxcl16* | *Cd40lg* | *Tnfsf9* |  | *Ccl3* |
| *Cxcl12* | *Il27* | *Il17f* |  | *Cxcl10* |
|  | *Il13* | *Il19* |  |  |
|  | *Il2* | *Il10* |  |  |
|  | *Areg* | *Xcl1* |  |  |

**References**

1. Delpoux A, Marcel N, Hess Michelini R, Katayama CD, Allison KA, Glass CK, et al. FOXO1 constrains activation and regulates senescence in CD8 T cells. Cell Rep. 2021;34(4):108674.

2. Thorvaldsdottir H, Robinson JT, Mesirov JP. Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief Bioinform. 2013;14(2):178-92.

How the deposited data were processed for this re-analysis (not part of the article)

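RNA sequencing of mouse P14 CD8+ T cells was taken from 2 deposited tables. The first holds 9 libraries, 3 biological replicates each of naïve cells, cells activated for 24 h through the TCR and cells activated in the presence of PI3Kdi. The second holds 6 libraries of CTL kept in IL-2 or without IL-2 for 24 h, 3 replicates each, which the article does not report on. The authors deposited both tables as FPKM: according to their methods, reads were aligned with STAR to mm10, counted per gene with the subread package, filtered with filterByExpr, normalised by TMM in edgeR and divided by the summed length of non-overlapping exons. For the CTL table these steps were assumed to be the same. Values are rounded to 2 decimals, and blank cells in the first table were read as 0. Raw counts were not used here, so the limma-voom analysis in the methods could not be repeated.

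Samples were grouped by the titles, treatments and replicate numbers of the deposited labels. The treatment labels of the CTL kept in IL-2 name other interleukins in replicates 2 and 3, and these samples were grouped by title, replicate number and growth protocol. For the naïve and activated cells, pairing by replicate number rests on the division of each pool between conditions and on the numbers in the labels. For the CTL kept with and without IL-2, the article describes no such division. The treatment labels of all these CTL libraries carry the same replicate number, against their titles and replicate fields. Their pairing rests on the titles and replicate fields alone.

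The values log2(FPKM + 0.1) were fitted in R 4.3.3 with limma 3.58.1, with an intensity trend in the variance prior. The 9 libraries of the first table shared one fit and the 6 CTL libraries another. P-values were adjusted by the Benjamini-Hochberg method over all genes of a table, and a gene was called changed at an adjusted p under 0.05 with a fold change above 2 or below 0.5. Summed FPKM were compared by an exact two-sided permutation test. Gene lists were compared by their median log2 fold change with 10000 random lists matched on mean expression. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. The fits were tested on simulated data in which 200 genes were changed, of which 97% to 98.5% were recovered with 1 to 3 false calls. All planted changes were well past the 2-fold limit, and none was in a gene of low mean expression. The simulated noise was independent between libraries, with no replicate effect. The recovery therefore does not tell how often changes near the limit or at low expression are found.

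Genes were named by a rule set before the data were examined: every gene the article names for the naïve and activated cells, members of the gene lists, and for PI3Kdi and for IL-2 withdrawal the 5 largest rises and 5 largest falls among changed genes that moved the same way in each same-numbered pair of replicates. The members of gene lists that the text names were picked after their values were seen. The gene lists, including the one of transcription factor symbols, were written at the same time and are not the GO terms of the article. Alternatives set then were a pseudocount of 1 or 0.01, only genes with a mean FPKM of at least 1, median scaling of the libraries, the replicate number as a block, no intensity trend, leaving out each replicate, fitting only the groups compared, and other limits on the fold change. Alternatives for the list medians, and fitting only the groups compared for single genes, were added after seeing the data.

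The methods give typical yields per lane and no read totals per library. The spacing of the lowest FPKM values gave an estimate of 9.0 to 11.7 M reads per library of the first table, with 8.8 to 13.9 M reads as the middle range over the genes used. Earlier versions of this estimate gave other values for the naïve libraries, and no limit of detection was taken from it. The depth of the CTL libraries is unknown. Cells activated in other experiments of the article, including CTL stimulated for 4 h and FOXO1 null CTL, are not in these tables and were left out.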

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

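The tests of overall scaling and of a mislabelled sample were chosen after the results were seen.

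CTL kept without IL-2 for 24 h were compared with CTL kept in IL-2, in data that the article does not analyse. Of 11211 genes, 3166 changed in limma, 1605 to higher and 1561 to lower levels. With the replicate block, 3168 genes changed. Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many changed genes, which is the real split. The other 9 splits gave 0 changed genes and between 10 and 95 at an unadjusted p under 0.05. Among the 4 splits that part all 3 same-numbered pairs, the real split alone gave changed genes. A share under 0.1 is out of reach with 3 libraries against 3, so the count of splits has no outcome that could settle the matter, and the correlations within and between groups bear on it more.

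Several technical sources of this difference were weighed. A bias by gene length would tie the log2 fold change to exon length, and the Spearman rho across 10178 genes was 0.082. A difference in overall scaling would move all genes by one factor, and at least 53.4% of the changed genes stayed past the 2-fold limit whichever factor was taken out. This floor follows largely from the calls lying in both directions, 1605 higher and 1561 lower. It shows only that a single factor cannot give all of them. Low values were under 1 FPKM on average in 13.1% of the changed genes. The lowest correlation within a group, 0.989, was above the highest between groups, 0.901, by 0.0875, which speaks against an exchanged sample, although the labels of 2 libraries name other interleukins. The paper gives one lane for the naïve and activated libraries and does not name the lane of these CTL libraries. It states that the former lane also carried unpublished data from outside the manuscript, without identifying them. Whether those were the CTL libraries is unknown. The values above argue against exon length, a single overall factor, low values or an exchanged sample as the whole source of the difference. Among the explanations weighed here, the withdrawal of IL-2 is the candidate that remains. A lane or batch that follows the groups was not tested and stays open.

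Marker lists of other cell types were looked at as well. Of the lists, 4 of 20 B cell markers and 5 of 19 myeloid markers were in the CTL table. Their median log2 fold changes after IL-2 withdrawal were 1.79 and 1.27, at percentiles 99.3 and 98.7 of lists of the same expression, with 3 higher and 1 lower in the first and 3 higher and 1 lower in the second. MHC class II genes had a median of 0.95, at percentile 98.2, with 4 of 9 called higher. For these genes, reads from other cells cannot be told apart from expression by the CTL.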

How the results depend on the processing

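Alternatives for the medians of gene lists, and the fits of only the compared groups for single genes, were chosen after seeing the data. The cause was not tested for any of the changes given here. With the replicate block, 591 genes changed with PI3Kdi against 579 without it.

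With no limit on the fold change, 9096 genes changed after TCR activation (4609 higher, 4487 lower), 1975 with PI3Kdi (1053 higher, 922 lower) and 8056 after IL-2 withdrawal (3948 higher, 4108 lower). The share of TCR-regulated genes that changed with PI3Kdi was then 19.27%, and 82 transcription factors and 11 fatty acid genes changed. With a limit of 1.5-fold, 1128 genes changed with PI3Kdi (687 higher, 441 lower), 5679 after IL-2 withdrawal (2824 higher, 2855 lower) and 56 transcription factors with PI3Kdi. With a pseudocount of 1, 311 genes changed with PI3Kdi (170 higher, 141 lower), the share was 5.25%, and 2265 genes changed after IL-2 withdrawal (1053 higher, 1212 lower). The lower genes were thus the larger group in that setting, against 1605 higher and 1561 lower in the main fit. Median scaling gave 1715 higher and 1452 lower after IL-2 withdrawal.

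Across the 3 fits that each left out one replicate, PI3Kdi changed from 323 to 574 genes (from 197 to 345 higher, from 126 to 245 lower), and the share of TCR-regulated genes went from 4.79 to 8.45%. Fatty acid genes changed by PI3Kdi went from 2 to 4, and cytokines and chemokines lower with PI3Kdi from 13 to 20. The lowest values were found without replicate 2. The median log2 fold change of myeloid markers with PI3Kdi went from -0.0266 to 0.38, and that of MHC class II genes after IL-2 withdrawal from 0.65 to 1.15.

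For single genes, 126 results were set against 1242 alternatives, of which 1197 kept the direction and the side of the threshold, 34 lost the call, 2 gained it and 9 reversed. All reversed results came from leaving out one replicate, in comparisons that were not called changed. After TCR activation, the log2 fold change went from -0.0229 to 0.39 for Eomes and from -0.19 to 0.38 for Id2. With PI3Kdi it went from -0.0508 to 0.55 for Prdm1, from -0.0441 to 0.0779 for Slc38a1, from -0.15 to 0.0474 for Slc38a2, from -0.22 to 0.0657 for Slc1a5, from -0.37 to 0.19 for Gzma and from -0.0432 to 0.84 for Gzmm. The results that lost the call most often were Slc1a4 and Fads2 with PI3Kdi. Read totals are unknown, so a listed 0 or a blank read as 0 gives no limit of detection.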

Differences from the paper's values

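Of 74 fold changes given in the paper's supplementary tables for named genes, 10 differed by more than 1.5 times and more than the replicate spread, or had a library near 0. The settings given with a value are those alternatives set before the data were examined that came within 1.5 times the paper's value, and the other alternatives did not. The fold change of Ifng after TCR activation was 11790 against the paper's 18842.1; it was 23570 with a pseudocount of 0.01 and 13910 without replicate 1. For Lif, the fold change after TCR activation was 712.3 against the paper's 1630.35; it was 1556 with a pseudocount of 0.01. Ccl3 had a fold change after TCR activation that was 2041 against the paper's 3168.14; it was 2156 with median scaling, 2408 without replicate 1 and 2140 without replicate 3. In E2f7, the change after TCR activation as a fold was 18.12 against the paper's 124.514; it was 115.9 with a pseudocount of 0.01. The value for E2f8 after TCR activation, as a fold change, was 196.8 against the paper's 654.495; it was 696.4 with a pseudocount of 0.01. The fold change of Slc1a4 after TCR activation was 25.05 against the paper's 38.0494; it was 35.41 with a pseudocount of 0.01, 26.46 with median scaling, 34.14 without replicate 2 and 33.73 without replicate 3.

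For Ccl9, the fold change with PI3Kdi was 0.06976 against the paper's 0.0170814; it was 0.01457 with a pseudocount of 0.01. Pgpep1l had a fold change with PI3Kdi that was 11.82 against the paper's 17.9418; it was 14.38 without replicate 3. In Penk, the change with PI3Kdi as a fold was 0.0598 against the paper's 0.0255105; the value went from 0.01673 with a pseudocount of 0.01 to 0.319 with a pseudocount of 1, on both sides of the paper's value, and none of the alternatives set before the data were examined closed the gap. The value for Il22 with PI3Kdi, as a fold change, was 0.06027 against the paper's 0.0315513; it was 0.04171 without replicate 1.

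Of the mRNA in the paper's Supplementary Table 2, 75 higher and 29 lower mRNA were not called here, and each moved in the paper's direction. Under the alternatives, up to 37 of the first were called, at limits of 1.5-fold or none on the fold change, and up to 9 of the second, without replicate 3. The paper lists Slc16a3 as changed by PI3Kdi, while its call here was made in a single alternative setting, without replicate 3, at a log2 fold change of -2.02. The paper sets the fall of Klf2 after TCR engagement apart from PI3K p110δ, while Klf2 rose with PI3Kdi by 4.28 on the log2 scale, to a level below that of naïve cells. It also sets mRNA of one-carbon and fatty acid metabolism apart from PI3K p110δ, while Mthfd2 and 4 of 42 listed fatty acid genes were called lower with PI3Kdi here. The paper's statement is about these pathways as a whole, and these are single genes from other lists. With PI3Kdi, 80.1% of the rise of the one-carbon sum above naïve cells was kept. The calls for Mthfd2, Scd2 and Fads2 were each lost in some alternative settings.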

Other observations

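The test of B cell markers against lists of the same expression, both tests of FOXO1-dependent genes and the test of overall scaling for PI3Kdi were chosen after the results were seen.

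For the genes changed by TCR activation and by PI3Kdi, 1 of 10 splits of the 6 libraries gave as many changed genes in the first comparison and 1 of 10 in the second, the real split in both. The other splits gave 0 and 0 changed genes, with 18 to 360 and 81 to 993 genes at an unadjusted p under 0.05. The splits that part 1 same-numbered pair reached the upper end of both ranges. With 591 genes changed by PI3Kdi under the replicate block, the real splits stand alone in both comparisons and 3 libraries against 3 give no share under 0.1, so the count of splits has no outcome that could settle whether the grouping arose by chance. In both comparisons, each correlation between replicates of a group was above each correlation between the groups. For PI3Kdi, the Spearman rho across genes of log2 fold change and exon length was 0.108. Whichever single factor was taken out of all genes, at least 42.7% of the genes changed by PI3Kdi stayed past the 2-fold limit. This floor follows largely from the calls lying in both directions, 342 higher and 237 lower. A single factor moves all genes one way, so overall scaling does not account for all of the changed genes, and the floor shows no more. The paper places these libraries in one lane.

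The activated cells were sorted on CD8 alone, and 10 B cell markers were in the table. Their median log2 fold change with PI3Kdi was -1.17, at percentile 0 of lists of the same expression, with 4 called lower and 1, Pou2af1, higher. Their summed FPKM was 86.7 ± 6.41 (SD, n = 3) in naïve cells, 15.6 ± 2.2 after TCR activation and 22.6 ± 3.28 with PI3Kdi. The rise of the sum came from Pou2af1. Without it, a sum chosen after the values were seen, the other markers were at 9.53 ± 1.36 after TCR activation and 6.4 ± 0.986 with PI3Kdi. The deviations of the markers from their group means had a mean pairwise correlation of 0.338, at percentile 99.8 of such lists. A few B cells among the sorted cells may therefore have given part of this signal, and a loss of these cells or of their mRNA with PI3Kdi cannot be told apart. MHC class II genes had a median of -0.82 and genes of the type I interferon response one of -0.65 with PI3Kdi, both at percentile 0. The MHC class II median was -0.50 without replicate 1, at percentile 0.14. The interferon median was -0.25 without replicate 3, at percentile 0.63. With a pseudocount of 1, the medians were -0.40 for B cell markers, -0.39 for MHC class II and -0.20 for interferon genes. Their percentiles were then 0.01, 0.07 and 0.11. Many of these genes were under 1 FPKM in the activated cells, so the size of the medians depends on the pseudocount. Of 8 MHC class II genes, 3 were called lower and 1, H2-DMa, higher, and of 19 interferon genes 3 were called lower and 0 higher. No explanation was tested for these lists.

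Of the 579 genes changed by PI3Kdi, 79.3% moved back toward their level in naïve cells. The TCR activated libraries stand in both comparisons, which alone can give such a pattern. With separate TCR activated replicates in the 2 comparisons, the lowest share was 77%, against 50% for signs by chance. Shared libraries therefore do not account for the whole pattern.

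IL-2 withdrawal in CTL was set against PI3Kdi in TCR activated cells. Of the 309 genes raised by PI3Kdi that are in both tables, 164 were higher and 25 lower after IL-2 withdrawal, and of the 188 lowered by PI3Kdi, 68 were lower and 28 higher. Their median log2 fold changes were 1.14 and -0.39, at percentiles 100 and 0 of lists of the same expression. Across 10637 genes, which are not independent replicates, the Spearman rho was 0.438. A program shared by both treatments is a hypothesis that these values suggest, found and tested on the same data.

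Genes that the paper lists as FOXO1-dependent in CTL had a median log2 fold change of 0.63 with PI3Kdi and 1.67 after IL-2 withdrawal, at percentiles 100 and 100. The 6 FOXO1 targets of Figure 4I had medians of 1.17 and 3.50, with 3 and 6 called higher. Genes raised by the inhibitor in CTL that are not on the paper's list had medians of 0.56 and 1.55, close to those of the longer list and below those of the targets, and whether FOXO1 accounts for the rises is left open. Inhibitory receptors had a median of 1.01 after IL-2 withdrawal, at percentile 99.8, but moved apart, with 4 of 7 higher and 2 lower. With PI3Kdi their median was 0.21, at percentile 92.9, and 0 of 6 changed, with 3 at an unadjusted p under 0.05 and 1, Slamf6, called higher with the replicate block. That median rested on replicate 3, without which it was 0.0045, at percentile 45.0.

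The largest rises after IL-2 withdrawal were in Cd7, Gm5538, Pde2a, E130215H24Rik and Tcf7, and the largest falls in Il10, Tgm2, Il24, Nov and Hbegf, among changed genes that moved the same way in each same-numbered pair. Tcf7 rose from 15.3 ± 4.89 (SD, n = 3) to 599 ± 98.2 (SD, n = 3) FPKM and Il10 fell from 79 ± 18.5 (SD, n = 3) to 0.267 ± 0.116 (SD, n = 3) FPKM.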
